# Identification of Ice Plant (*Mesembryanthemum crystallinum* L.) MicroRNAs Using RNA-Seq and Their Putative Roles in High Salinity Responses in Seedlings

**DOI:** 10.3389/fpls.2016.01143

**Published:** 2016-08-09

**Authors:** Chih-Pin Chiang, Won C. Yim, Ying-Hsuan Sun, Miwa Ohnishi, Tetsuro Mimura, John C. Cushman, Hungchen E. Yen

**Keywords:** halophyte, ice plant, miRNA, root growth, salinity responses, small RNA profile

## Abstract

The halophyte *Mesembryanthemum crystallinum* (common or crystalline ice plant) is a useful model for studying molecular mechanisms of salt tolerance. The morphology, physiology, metabolism, and gene expression of ice plant have been studied and large-scale analyses of gene expression profiling have drawn an outline of salt tolerance in ice plant. A rapid root growth to a sudden increase in salinity was observed in ice plant seedlings. Using a fluorescent dye to detect Na^+^, we found that ice plant roots respond to an increased flux of Na^+^ by either secreting or storing Na^+^ in specialized cells. High-throughput sequencing was used to identify small RNA profiles in 3-day-old seedlings treated with or without 200 mM NaCl. In total, 135 conserved miRNAs belonging to 21 families were found. The hairpin precursor of 19 conserved mcr-miRNAs and 12 novel mcr-miRNAs were identified. After 6 h of salt stress, the expression of most mcr-miRNAs showed decreased relative abundance, whereas the expression of their corresponding target genes showed increased mRNA relative abundance. The cognate target genes are involved in a broad range of biological processes: transcription factors that regulate growth and development, enzymes that catalyze miRNA biogenesis for the most conserved mcr-miRNA, and proteins that are involved in ion homeostasis and drought-stress responses for some novel mcr-miRNAs. Analyses of the functions of target genes revealed that cellular processes, including growth and development, metabolism, and ion transport activity are likely to be enhanced in roots under salt stress. The expression of eleven conserved miRNAs and two novel miRNAs were correlated reciprocally with predicted targets within hours after salt stress exposure. Several conserved miRNAs have been known to regulate root elongation, root apical meristem activity, and lateral root formation. Based upon the expression pattern of miRNA and target genes in combination with the observation of Na^+^ distribution, ice plant likely responds to increased salinity by using Na^+^ as an osmoticum for cell expansion and guard cell opening. Excessive Na^+^ could either be secreted through the root epidermis or stored in specialized leaf epidermal cells. These responses are regulated in part at the miRNA-mediated post-transcriptional level.

## Introduction

*Mesembryanthemum crystallinum* is a halophyte that can grow in high saline soils that have levels of sodium equivalent to that found in sea water. As an ecological adaptation to Mediterranean climates, ice plant increases its salt-tolerant ability during development (Adams et al., 1998). To date, the best-studied response is the progressive development of crassulacean acid metabolism (CAM) at the juvenile-adult transition stage (Cushman, 2001) brought about by water-deficit stress arising from low relative humidity or saline conditions encountered in the environment (Winter and Holtum, 2007). At the seedling stage, ice plant already exhibits moderate salt tolerance, and in fact, upon germination, ice plant seedlings are able to tolerate saline soils containing 150 mM NaCl, a condition that inhibits growth of glycophytes (Bohnert and Cushman, 2000). As growth proceeds, water and salt ions are stored in epidermal bladder cells (EBCs), specialized cells that cover the aerial part of plant and boost salt tolerance (Agarie et al., 2007). The salt-tolerant mechanism of ice plant is regulated at the chromatin, transcriptional, post-transcriptional, translational, and post-translational levels. For example, gene coding for the key CAM cycle enzyme phosphoenolpyruvate carboxylase was found to be regulated at the level of DNA methylation (Huang et al., 2010), transcription activation, post-transcriptional regulation (Cushman et al., 1989), and protein phosphorylation (Nimmo, 2000). Although the genome of ice plant has not yet been completely resolved, large-scale gene expression profiling studies have shown salt-induced changes of thousands of genes using the conventional expressed sequence tag analysis (Kore-eda et al., 2004), an oligonucleotide microarray (Cushman et al., 2008), and next-generation sequencing (NGS; Oh et al., 2015; Tsukagoshi et al., 2015). A large number of genes that function in ion transport, metabolism, osmolyte accumulation, and energy generation are regulated under salt stress in temporal-, stage-, or tissue-specific manners.

MiRNAs are small endogenous non-coding RNAs conserved in eukaryotic cells. They regulate gene expression post-transcriptionally by binding to mRNA, thereby either degrading the target mRNA directly or repressing its translation (Bartel, 2004; Vazquez, 2006). In plants, primary transcripts of miRNA (pri-miRNA) are transcribed by RNA polymerase II, capped, and polyadenylated (Chen, 2005). The pri-miRNA is then processed through Dicer-like 1 (DCL1) cleavage to form a 20–22 nt miRNA duplex (Kurihara and Watanabe, 2004). The duplex is 2′ O-methylated at the 3′ end by HUA ENHANCER1 and incorporated into an RNA-induced silencing complex, which carries specific miRNAs that recognize the complementary sequence on the target gene and regulates its expression (Li et al., 2005; Yu et al., 2005).

The role of miRNAs in higher plants has been studied extensively. Many miRNA targets are transcription factors and are involved in various stages of development, including organ development, cell differentiation, leaf morphogenesis, floral transition, and seed germination (Jin et al., 2013; Wu, 2013). In addition to the roles of plant miRNA in the regulation of growth and development, some miRNAs are also involved in plant responses to abiotic stress, including light, temperature, water status, and nutrient deficiency (Sunkar et al., 2012). For example, miR398 targets two closely related Cu/Zn superoxide dismutases, CSD1 and CSD2 (Sunkar et al., 2006), as well as a copper chaperone for superoxide dismutase CCS1 (Beauclair et al., 2010). Under oxidative stress, the relative expression of miR398 is decreased, which leads to the post-transcriptional increase of CSD1, CSD2, and CCS1 expression to eliminate reactive oxygen species. When cells encounter an environment deficient in copper, miR398 expression is induced, leading to decreased CSD1, CSD2, and CCS1 expression, causing a release of copper to build essential proteins, such as mitochondrial respiratory complex IV (Chu et al., 2005). MiR399 regulates phosphate homeostasis by targeting *PHO2*, which encodes for a ubiquitin-conjugating enzyme (Chiou et al., 2006). PHO2 is involved in the ubiquitin-mediated protein degradation of phosphate transporter, PHO1, which contributes to loading phosphate into the xylem. During phosphate starvation, the expression of miR399 is increased and the expression of *PHO2* decreases. As a result, PHO1 accumulates in the endomembrane and facilitates phosphate uptake in the roots (Liu et al., 2012). The targets of stress-related miRNA appear to be integral to stress responses and provide a novel platform for understanding plant development and abiotic stress.

Salt tolerance is a complicated process that involves coordination of all parts of plant, from cells to tissues to organs and even entire plants. The salt-tolerant mechanism is regulated at both the transcriptional and post-transcriptional levels. Many transcription factors were demonstrated to be involved in salt-tolerant mechanisms during salt stress (Seki et al., 2002; Golldack et al., 2011). At the level of post-transcriptional control, changes in miRNA expression profiles in response to salt stress were identified in the model plants *Arabidopsis thaliana* (Liu et al., 2008), *Oryza sativa* (Sunkar et al., 2008), and *Zea mays* (Ding et al., 2009). A few studies have identified miRNAs from halophytes, including *Thellungiela salsuginea* (Zhang et al., 2013), *Salicornia brachiata* (Singh and Jha, 2014), *Salicornia europaea* (Feng et al., 2015), and *Avicennia marina* (Khraiwesh et al., 2013). Although genome and transcriptome information is relatively limited in halophytes, highly conserved miRNAs are found to regulate certain transcription factors in halophytes. Some salt-responsive miRNAs function in stress responses and signaling, protein turnover, and ion homeostasis (Feng et al., 2015). These findings extend the idea of miRNAs as ubiquitous regulators under salt-stress conditions in halophytes.

In this report, small RNA profiles were analyzed using RNA-Seq in ice plant seedlings under salt stress. Conserved and novel ice plant miRNAs were identified, target genes for miRNAs were predicted, and expression patterns of selected miRNAs and their potential targets were examined by RT-qPCR. Based upon the expression profiles of selected miRNAs and their targets, the involvement of miRNA-mediated post-transcriptional regulation in salt tolerance is discussed.

## Materials and methods

### Plant materials

Sterile ice plant (*Mesembryanthemum crystallinum* L.) seeds were sown in 1X Murashige and Skoog basal medium with vitamins (*Phyto*Technology Laboratories) and maintained in a vertical position under conditions of 16 h 100 μmol m^−2^s^−1^ light/8 h dark at 25°C (light grown) or continuous darkness at 25°C (dark grown). A vertical position allows roots can be treated by salt. During the salt treatment time, agar plates were placed at a slight angle and control (liquid MS medium) or salt (MS plus 200 mM NaCl) were added directly to plates to cover the lower part of the roots, but not the upper part of seedlings. During treatment period, the solution was gently mixed occasionally to ensure even distribution of NaCl. At the end of treatment, seedlings were washed briefly in distilled water, blotted dry, and then RNA extraction or tissue staining was conducted. Seeds used in this study were collected from plants treated with 350 mM NaCl for 3 weeks during CAM transition stage and Na^+^ content was determined according to Ho et al. (2010).

### Fluorescent detection of Na^+^ distribution

Roots of light-grown 1 and 2-week-old seedlings were immersed in 1% sucrose (control) or 1% sucrose with 200 mM NaCl (salt) for 6 or 24 h. Fresh intact roots and leaf slices (100–200 μm) were stained with 10 μM Sodium Green™ tetraacetate (Invitrogen™ Thermo-Fisher Scientific, Inc.) for 30 min. After washing with MS medium three times, samples were mounted directly on microscopic slides and observed by laser scanning confocal microscopy (Olympus FV-1000). One- and two-week-old seedlings were used in these experiments because these conditions were optimal to document subcellular changes in Na^+^ distribution within the roots, cotyledons, and first leaf pair.

### RNA extraction and high-throughput sequencing

Three-day-old dark-grown ice plant seedlings were immersed in water (control) or 200 mM NaCl (salt) for 6 h. These conditions were selected because it was possible to obtain high-quality, active primary roots. Furthermore, previous studies had shown that under these conditions salt-induced changes in subcellular localization of proteins could be documented (Chiang et al., 2013). Total RNA was extracted using TRIzol® (Invitrogen) according to the manufacturer's instructions. RNA-Seq libraries of control and salt treatment were prepared from total RNA using poly (A)^+^ RNA- or small RNA-enriched samples. Small RNA fractions of 15–30 nt were purified using 15% denaturing acrylamide gel. The sequences of 4 libraries were obtained using the Illumina Hiseq 2000 platform (Illumina, San Diego, CA) at YourGene Bioscience, Taiwan. The datasets of small RNA libraries were deposited to NCBI under GEO accession GSE83508.

### Identification of conserved and novel miRNAs

Analysis of small-RNA reads was based on Motameny et al. (2010). Raw sequences of small RNAs from control and salt treated seedlings were parsed by removing the adaptor sequences, sequence lengths outside 18–25 nt, sequences containing ambiguous nucleotides, and t/r RNA contamination. The filtered unique reads were compared to known mature plant miRNA deposited in the miRBase database (http://www.mirbase.org; Kozomara and Griffiths-Jones, 2014) using the miRProf tool (UEA sRNA toolkit; http://srna-workbench.cmp.uea.ac.uk; Stocks et al., 2012) with no more than two mismatches allowed. To identify the conserved and novel miRNAs in ice plant, unique sequences were aligned to unigenes in the poly (A)^+^ RNA library using the sequence alignment program (UEA sRNA toolkit) with only perfect matches. Aligned sequences were used as anchors to extend 200 nt upstream or downstream of unigenes to predict their miRNA precursors. Precursor prediction was achieved using the miRCat program (UEA sRNA toolkit) and the secondary structure was analyzed by the mfold program (http://mfold.rna.albany.edu/?q=mfold/RNA-Folding-Form; Zuker, 2003). A sequence was considered as a valid miRNA candidate if its secondary structure met the following criteria according to Meyers et al. (2008): (1) a minimum free energy of the hairpin of –35 kcal/mol; (2) a maximum of four mismatches in miRNA and miRNA^*^ base-pairing; (3) no more than one asymmetrical bulge in the stem region with a size of 2 nt or less; (4) a ratio of miRNA and miRNA^*^ of 5:1 or higher; and (5) miRNA and miRNA^*^ duplexes showing 2 nt overhangs at the 3′ end. The relative frequencies of each miRNA family in the control and salt stress library were indicated by read per million (RPM). RPM was calculated as follows: the sum of reads that matched to each mature miRNA sequence of a miRNA precursor was divided by the total reads of 18–25 nt in the same library.

### Target predictions and annotations

psRNATarget (http://plantgrn.noble.org/psRNATarget/; Dai and Zhao, 2011) was applied to predict the putative targets of conserved and novel mcr-miRNAs using the ice plant transcriptome as described by Yim et al. (in preparation). The parameters for the target prediction were default settings and the maximum expectation was set to 3.0. Putative targets were annotated by BLASTX analysis against the nr protein database using default settings.

### Quantitative RT-PCR analysis of miRNAs and potential target genes

Poly(A)-tailing RT-PCR was performed according to the condition set by Shi and Chiang (2005). The poly(A)-tailing RT (PART) primers were designed accordingly and listed in Additional file 8. The PART primer consisted of an oligo(dT) sequence and introduced NV (N = A, T, C G; V = A, G, C) nucleotides at the 3′ end. The universal reverse primer ACATTATAGCGCGTAGTTAGA was located at the 5′ end of PART primer. U6 was used as an internal control and expressed equally well in control and salt-treated ice plant seedlings. Two micrograms total RNA isolated from control or salt-treated seedlings were polyadenylated by Poly(A)-tailing kit (Ambion, ThermoFisher Scientific, Waltham, MA). After polyadenylation, the products were reversed transcribed by adding 1 mM dNTP, 10 nM PART primer, U6-R primer, and 50U MultiScribe reverse transcriptase (Applied Biosystems, Life Technologies, Waltham, MA). The RT conditions were 16°C for 30 min, 42°C for 30 min, and 85°C for 5 min. Stem-loop RT-PCR was used to detect specific members of conserved miRNA families and novel miRNAs according to Varkonyi-Gasic et al. (2007). One microgram of total RNA from control or salt-treated seedlings was reverse transcribed using stem-loop RT primer by ImProm-II™ reverse transcriptase (Promega Corporation, Madison, WI). The RT was performed under the following conditions: 16°C for 10 min, 42°C for 10 min, and 70°C for 15 min. The same qPCR condition was used for Poly(A)-tailing and stem-loop RT products. Each qPCR reaction was performed in a final volume of 20 μL containing cDNA, 2X SYBR Premix Ex Taq (Takara Bio, Inc. Shiga, Japan), and 0.5 μM miRNA-specific forward primer and universal reverse primer using the following conditions: 95°C for 5 min, followed by 40 to 45 cycles of 95°C for 30 s, 55°C for 30 s, and 72°C for 30 s. U6 was used as an internal control. Product specificity was confirmed by a melting curve analysis (60–99°C) and gel electrophoresis after completion of thermal cycles. The qPCR reaction was performed in a Rotor-Gene Q (Qiagen, Redwood City, CA). The expression of each mcr-miRNA was repeated at least ten times and expressed as relative expression level (2^−ΔΔCT^) or fold change (–ΔΔCt = ΔCt control–ΔCt salt; Livak and Schmittgen, 2001). The method used for quantitation of target gene expression was similar to that used for miRNA. Total RNA was reverse transcribed using a random hexamer primer by ImProm-II™ reverse transcriptase (Promega) and cDNA was amplified by specific primer pairs designed for either conserved regions of the gene family or for target sequences recognized by specific miRNA (Additional file 8). qPCR was performed under the following conditions: 40–45 cycles at 95°C for 30 s, 55°C for 30 s, and 72°C for 30 s. Expression of *FNR1* (ferredoxin NADP^+^ reductase; GenBank: M25528.1) was used as an internal control for target gene expression. The relative transcript abundance of *FNR1* does not change in response to salt treatment (Cushman et al., 1989) and is used widely as an internal control for quantitation of salt-induced mRNA expression of ice plant.

### Degradome sequencing analysis

Degradome sequencing was performed according to the Parallel Analysis of the RNA Ends protocol (German et al., 2009). Twenty microgram of total control and salt-treated RNA samples were used for degradome sequencing. Library construction and degradome sequencing was performed by OneArray Bioscience (Taipei, Taiwan; Addo-Quaye et al., 2009). Sequencing data was analyzed by CleaveLand3.0 software and mapped to the ice plant transcriptome. A target plot (t-plot) was created to identify the true miRNA cleavage site from background noise.

## Results

### Sodium distribution in ice plant seedlings

The moderate salt tolerance of ice plant seedlings is determined genotypically. The initial responses of ice plant seedlings to sudden increases in salt concentration were examined. The distribution of Na^+^ in salt-treated tissues was detected by staining with Sodium Green, a fluorescent indicator of Na^+^ (Figure 1). Control seedlings germinated in a sodium-free MS medium accumulated Na^+^ in cells located in the root tips and the elongation zone (Figure 1A). The source of Na^+^ likely arose from salts sequestered in the dried seeds as the seeds were collected from plants that were salt-treated. The salt content was estimated at 5.52 mg Na^+^ per g dry weight, and is likely used as the primary osmoticum for cell expansion. In salt-treated seedlings, the distribution of Na^+^ changed after roots were immersed in 200 mM NaCl for 6 h (Figure 1A). High concentrations of Na^+^ were detected in the epidermal cells of the elongation zone, indicating that Na^+^ had been actively secreted; a similar pattern continued for 24 h (Additional file 1). Excess Na^+^ was also distributed to the aerial parts of seedlings. After 24 h of salt treatment, Na^+^ accumulation was observed in the epidermal cells and vascular bundles of the cotyledons and EBCs of the primary leaves (Figure 1B). We were very careful to allow only the roots and the lower regions of hypocotyls of the seedlings to be direct contact with the NaCl solution. Thus, the observed Sodium Green fluorescence must have arisen from Na^+^ transport. EBCs are a major salt-tolerant determinant for water and ion storage at adult and flowering stages. They remain appressed, but are metabolically active at the juvenile stage (Jou et al., 2007). A weak fluorescence was detected in EBCs of salt-treated primary leaves, while no signal was detected in control leaves. A prolonged salt treatment is likely needed to result in an increase in the amount of Na^+^ in these huge cells sufficient for detection. Strong fluorescent signals were also detected in guard cells (arrows in Figure 1B). Although high K^+^ accumulated in guard cells might change the dye-binding affinity of Na^+^, the results suggested that Na^+^ can possibly supplement K^+^ as an osmoticum to regulate stomatal opening in this halophyte. Overall, ice plant seedlings responded to an increased flux of Na^+^ by either secreting them into cells at the root surfaces or storing them in specialized leaf epidermal cells, similar to the responses found in adult plants.

**Figure 1:**
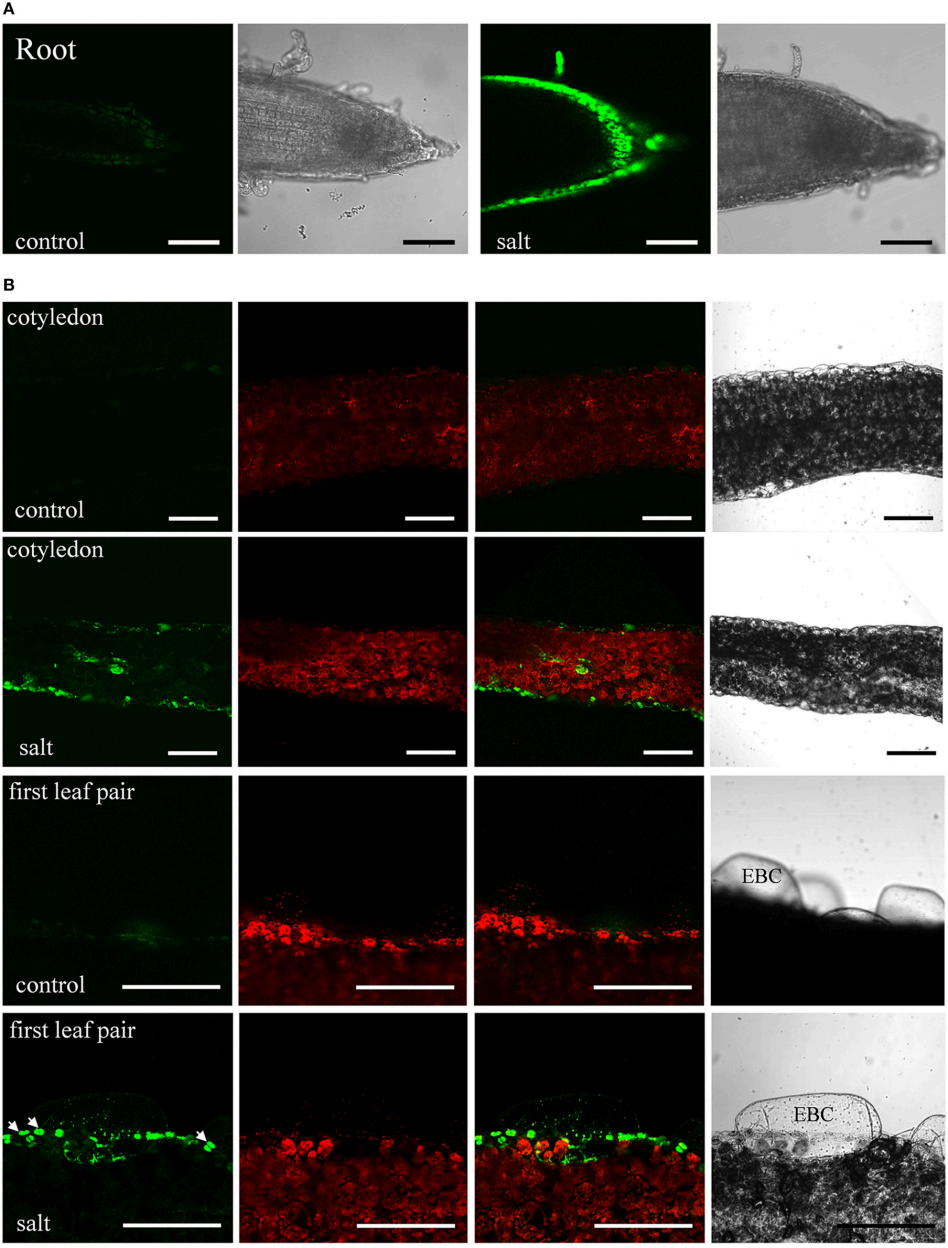
**Sodium distribution in 200 mM NaCl-treated ice plant seedlings**. Fluorescence detection of intact root and leaf slices stained with 10 μM Sodium Green for 30 min. **(A)** Roots of 1-week-old seedlings were treated with MS medium (control) or MS medium plus 200 mM NaCl (salt) for 6 h. Images of Sodium Green fluorescence are showed on the left and bright field images are showed on the right. **(B)** Fresh slices of 1-week-old cotyledons (first and second panel) and 2-week-old leaves (third and fourth panel) were treated with MS medium (control) or MS medium plus 200 mM NaCl (salt) for 24 h and were stained with Sodium Green for 30 min. Column 1 shows signals from Sodium Green; column 2 shows chlorophyll autofluorescence; column 3 shows merged images of column 1 and 2; column 4 shows bright field images. Arrows indicate the position of stomatal guard cell pairs. EBC, epidermal bladder cells. Bar = 1 mm.

### Features of the small RNA (sRNA) population of ice plant

The rapid changes in Na^+^ distribution within epidermal cells in salt-stressed seedling roots suggest that ice plant responds in a timely fashion to sudden increases in Na^+^. Previously, deep-sequencing techniques have been used to study the transcriptome of ice plant seedlings, and transcriptional regulation in response to salt stress was observed (Tsukagoshi et al., 2015). In this study, RNA-Seq was used to analyze the changes in small RNA, focusing on the possible effects on miRNA-mediated post-transcriptional regulation. 

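The small RNA data consist of 1 library from seedlings kept in water (control) and 1 library from seedlings given 200 mM NaCl for 6 h (salt), both from 3-day-old dark-grown seedlings. There were no replicates, so no test across samples and no replicate error can be given. For each library the authors deposited a table of distinct trimmed sequences with their read count and a value in reads per 1000000 (RPM). These tables held 4628071 control and 4471218 salt reads of 15 to 27 nt. Reads of 18 to 25 nt without ambiguous nucleotides numbered 3824320 in the control library, in 1124919 distinct sequences, and 3705732 in the salt library, in 1135686 distinct sequences. The authors then removed t/rRNA matches, which left 3089326 control and 3157610 salt reads, and these totals were used here as the denominator of RPM. Counts of an exact sequence were taken from the read tables, and the salt value was divided by the control value to give a ratio. Each ratio has an exact 95% interval from the binomial distribution of the salt reads among the reads of both libraries. The interval compares these 2 libraries and covers counting error only, since the reads carry no molecular identifiers and are not independent molecules. A ratio was called higher or lower when its interval excluded 1. The limit for a count of 0 was set at 3 reads per library. Sequences with 1 read made up 82.4% of the distinct control sequences and 82.5% of the distinct salt sequences. Of the 2015446 distinct sequences, 12.2% were read in both libraries, and they held 74.6% of the control reads and 73.5% of the salt reads. The paper's raw read totals were not used here.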

Small RNA populations from 3-day-old ice plant seedlings (control) and from the same-age seedlings treated for 6 h with 200 mM NaCl (salt) were sequenced. A total of 5,215,338 and 5,080,508 raw reads were generated from control and salt samples, respectively. After adaptor trimming, sequences not between 18 and 25 nt in length and sequences with ambiguous nucleotides or t/rRNAs were removed resulting in 3,089,326 and 3,157,610 high-quality redundant clean reads, from control and salt-treated seedlings, respectively, representing 1,106,388 and 1,118,741 unique sequences from control and salt-treated seedlings, respectively (Additional file 2). 

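The t/rRNA filter removed 734992 reads (19.2%) of the control library and 548122 reads (14.8%) of the salt library. The control share was 1.30 times the salt share. By length, the filter took 48.5% of the 19-nt reads in the control library and 42.5% in the salt library, and 19-nt reads made up 40.5% and 43.7% of all reads removed. Of the 21-nt reads it took 15.9% in control and 9.13% in salt, and of the 24-nt reads 3.45% and 2.66%. The salt library was 0.969 times the size of the control library before this step and 1.02 times after it, so every ratio of RPM between the libraries is 1.05 times as large with the totals before the removal, a setting chosen after the data were seen.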

In the salt-treated seedlings, short-term salt treatment did not cause major alternations in the size distribution pattern of redundant or unique sRNAs (Figure 2), with the exception of a slightly lower proportion of 20-nt redundant reads and a slightly higher proportion of 21-nt redundant reads (Figure 2A). 

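Among the redundant reads of 18 to 25 nt before t/rRNA removal, the 20-nt share fell from 10.8% in the control library to 9.56% in the salt library, a change of -1.26 percentage points (95% interval -1.31 to -1.22, normal approximation to the binomial, counting error only). The 21-nt share rose from 21.2% to 22.4%, by 1.16 points (1.10 to 1.22). The 24-nt share rose by 1.30 points (1.23 to 1.36) and the 19-nt share changed by -0.848 points (-0.900 to -0.796). The shares of 22- and 23-nt reads changed by 0.0881 and -0.0348 points. Without the reads of the miR166 family, the 21-nt share changed by -0.629 points (-0.680 to -0.578), while the 20-nt share still fell, by 1.15 points. After t/rRNA removal, with the numbers by length that Additional file 2 gives, a setting chosen after the data were seen, the 24-nt share was 33.6% in both libraries, a change of -0.000810 points (-0.0749 to 0.0733), and the 19-nt share changed by 0.0185 points (-0.0290 to 0.0661), both within counting error. The 20-nt share changed by -1.24 points (-1.28 to -1.19) and the 21-nt share by 1.76 points (1.70 to 1.83), and without miR166 the latter still rose, by 0.240 points (0.185 to 0.296). Among unique sequences the 20- and 21-nt shares differed by less than the counting error, with changes of -0.0169 (-0.0665 to 0.0326) and -0.00730 points (-0.0692 to 0.0545), and the 24-nt share rose by 0.763 points (0.633 to 0.893).

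**Figure D1:**
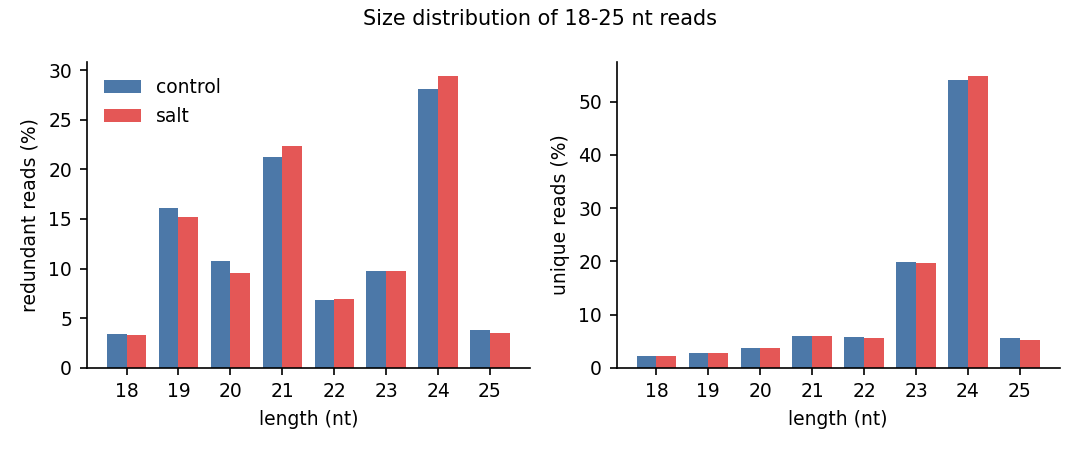
Size distribution of reads of 18 to 25 nt without ambiguous nucleotides, before t/rRNA removal, as percent of redundant reads (left) and of unique sequences (right) in the control and salt libraries, 1 library each. Redundant 20-nt reads fall from 10.8% to 9.56% and 21-nt reads rise from 21.2% to 22.4%, a rise of 1.16 points that becomes a change of -0.629 points without the miR166 family. After t/rRNA removal the rise is 1.76 points, and 0.240 points without miR166.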

The most abundant small RNAs in both libraries were 24-nt long, which accounted for about one third of all sRNA species characterized, followed by those 21 nt in length, which about one fourth of all sRNAs characterized (Additional file 2). 

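Before t/rRNA removal, 1074392 of the control reads and 1089206 of the salt reads were 24 nt long, 28.1% (95% interval, exact binomial, 28.0 to 28.1) and 29.4% (29.3 to 29.4). The 21-nt reads numbered 810647 and 828514. After removal the 21-nt reads, from the numbers by length that Additional file 2 gives, made up 22.1% of the control reads and 23.8% of the salt reads, and the 24-nt reads 33.6% of both. The 19-nt reads came next before removal, with 16.1% and 15.2%.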

The highest sequence diversity was observed in the 24-nt sRNAs of unique reads, which accounted for about one half of unique sRNA species, followed by those with 23 nt, which accounted for about one fifth of unique sRNAs characterized (Additional file 2). 

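Of the distinct sequences before t/rRNA removal, 607665 in the control library and 622144 in the salt library were 24 nt long, 54.0% (53.9 to 54.1) and 54.8% (54.7 to 54.9). The 23-nt sequences numbered 223116 and 222757, or 19.8% and 19.6%. The 21-nt sequences made up 5.99% and 5.98%. Distinct sequences amounted to 29.4% of the control reads and 30.6% of the salt reads.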

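The first nucleotide was tallied over distinct sequences before t/rRNA removal. In the control library 40.1% of the 21-nt sequences (95% interval, exact binomial, 39.8 to 40.5) and 36.3% of the 22-nt sequences (35.9 to 36.7) began with U, against 27.7% of the 18-nt, 31.4% of the 20-nt and 19.5% of the 24-nt sequences. An A began 53.7% of the 24-nt sequences (53.6 to 53.8) and 43.9% of the 25-nt sequences (43.5 to 44.3), against 25.3% of the 21-nt sequences. In the salt library 42.3% of the 21-nt sequences began with U and 52.7% of the 24-nt sequences with A. Counting reads in place of distinct sequences raised the 21-nt U share to 57.6% in control and 64.8% in salt and lowered the 22-nt U share to 25.2% in control. The control shares that began with G rose from 23.8% to 84.1% of 19-nt and from 19.2% to 56.3% of 20-nt.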

Groups that were 21 and 22 nt in length had the highest percentage of small RNAs beginning with a U nucleotide, whereas the 24-nt group was enriched with sequences having an A at the 5′ end (Additional file 3). In addition to the analysis of small RNAs, the same sets of total RNA samples were subjected to poly (A)^+^ RNA transcriptome sequencing. The pooled mRNA-Seq yielded 53,031,502 reads, which were *de novo* assembled into 23,917 contigs with an average length of 1504 bp. The contigs ranged in size from 200 to 20,106 bp (N50 = 2125 bp), where 14,177 contigs were more than 1000 bp in length (Additional file 4). These contigs were used as a reference for following prediction of miRNA precursor.

**Figure 2:**
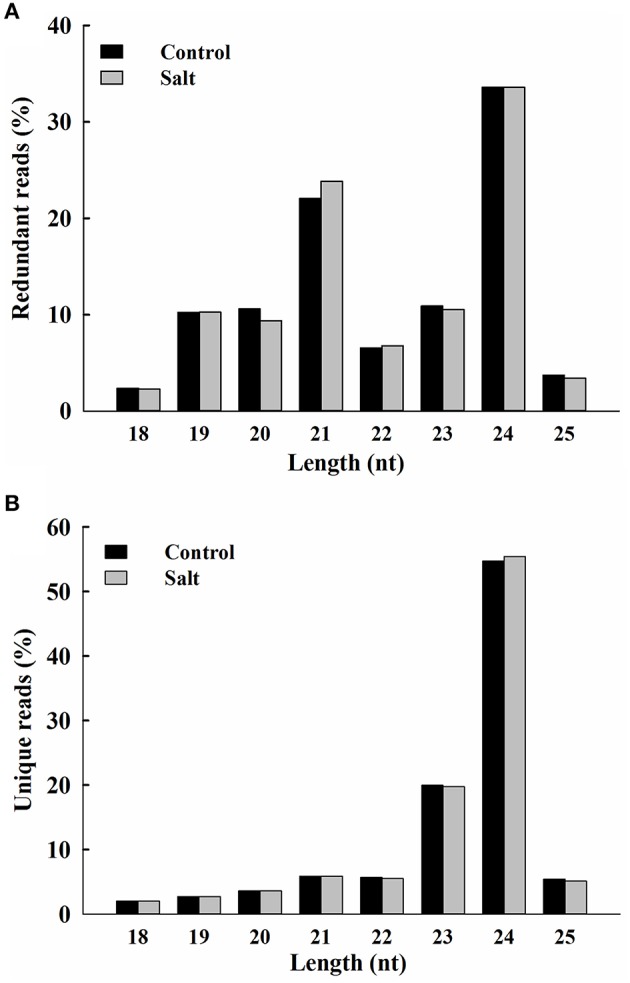
**Size distribution of ice plant small RNAs**. Redundant **(A)** and unique **(B)** sequences identified from control (black bar) and salt-treated (gray bar) seedlings and expressed as percentage of 18 to 25 nt total reads.

### Identification of conserved and novel miRNAs in ice plant seedlings

To analyze the population of conserved miRNAs in ice plant seedlings, the 167,846 and 167,749 unique reads of 20–22 nt in length from control and salt libraries, respectively, were aligned with mature plant miRNA in the miRBase database using miRProf from the sRNA tool kit (Martínez et al., 2011). Only sequence reads that perfectly matched known mature plant miRNA or miRNA^*^ from miRBase were considered. The search identified 135 conserved miRNAs belonging to 21 miRNA families. 

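Each of the 135 sequences of Additional file 5 was read in at least 1 of the 2 libraries as an exact match, 126 in the control library and 115 in the salt library, and each of the 21 families was read in both. With at least 2 reads in the sum of the libraries 111 sequences in 21 families were left, and with at least 10 reads 78 sequences in 16 families. The other 57 sequences had under 10 reads. Together the 135 sequences held 397202 control and 476149 salt reads.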

All the miRNAs identified were highly conserved across diverse plant species. Detailed sequence polymorphism, read counts and potential targets are listed in Additional file 5. 

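By family, 19 of the miR156/157 sequences, 14 of miR166, 10 of miR396 and 7 of miR159 had at least 10 reads in the sum of the 2 libraries. In miR156/157 the reads of a single sequence ranged from 1 to 49624. The most abundant one, TGACAGAAGAGAGTGAGCAC, had 18741 control and 30883 salt reads, and the next, TTGACAGAAGAGAGTGAGCAC, had 3073 and 4516. In miR396 the most abundant sequence, TTCCACAGCTTTCTTGAACTT, had 3244 and 4983 reads.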

MiRNA156/157 was the largest family identified, with 27 members that were distinguished by internal nucleotide differences, followed by miR165/166 with 22 members, miR396 with 12 members, and miR159 with 11 members. The remaining 18 miRNA families contained between 2 and 10 members. The miR165/166 family had the highest number of reads in both control and salt-treated seedlings, followed by miR156/157 and miR159, which showed the second and third most abundant miRNA families, respectively (Additional file 5). 

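The miR166 family, which Additional file 5 lists together with miR165, had 335051 control reads (108000 RPM) and 398806 salt reads (126000 RPM), which was 84.4% of the control reads and 83.8% of the salt reads of all sequences in Additional file 5. A pair of sequences held 97.9% and 98.3% of these reads. TCGGACCAGGCTTCATTCCCC (mcr-miR166a) had 169593 and 213009 reads, and TCTCGGACCAGGCTTCATTCC (mcr-miR166b) had 158432 and 179038. The miR156/157 family had 8110 RPM in control and 12300 RPM in salt, and miR159 had 5180 and 5030 RPM. In the control library 7 families had 1000 RPM or more and 7 had under 10 RPM.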

All highly conserved miRNA families were detected in both control and salt samples. 

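The families with the fewest reads were miR397 with 2 reads in each library, miR172 with 2 control and 4 salt reads, miR160 with 5 and 3, miR164 with 7 and 3, and miR393 with 4 and 12. None of these 5 had a ratio whose interval excluded 1.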

Certain families showed no significant change in relative read counts, whereas other families had higher or lower read counts in response to 6 h of salt treatment. 

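With RPM taken over the reads after t/rRNA removal, 5 of the 21 families were higher in the salt library, 6 were lower, and 10 had an interval that included 1. The higher ones, under each scaling tried, were miR156/157 with a ratio of 1.52 (1.49 to 1.54), miR396 with 1.37 (1.32 to 1.42), miR398 with 1.37 (1.15 to 1.64), miR169 with 1.30 (1.13 to 1.49) and miR166 with 1.16 (1.16 to 1.17). Of the lower ones, only miR394 with 0.525 (0.298 to 0.902) stayed lower under each scaling tried. The ratio of miR399 (0.425, 0.181 to 0.929) stayed below 1, but with the TMM factor its interval reached 1.01, and it was no longer called with the TMM or median-of-ratios factor. The ratios of miR159 (0.972, 0.951 to 0.994), miR167 (0.943, 0.906 to 0.982), miR319 (0.930, 0.897 to 0.964) and miR403 (0.940, 0.897 to 0.984) turned to 1.06, 1.03, 1.01 and 1.02 with the TMM factor of edgeR, and they also reached 1.00 or more with a median-of-ratios factor, and miR159 reached 1.03 with the reads of 20 to 22 nt as denominator. The TMM and median-of-ratios factors, which raised all ratios by 0.12 and 0.11 on the log2 scale, moved the tally most, each to 7 higher and 1 lower. Of the called families, 1 had a ratio of 2 or more in either direction. Over the 106 sequences of Additional file 5 read in both libraries, the median log2 ratio was 0.14. That was percentile 100 among 10000 random lists of sequences of like mean RPM, a description of these 2 libraries without a test. Many of the 106 are variants of the same abundant sequences and may share their ratios, while a random list draws its sequences separately. The percentile may thus count a few families many times.

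**Figure D2:**
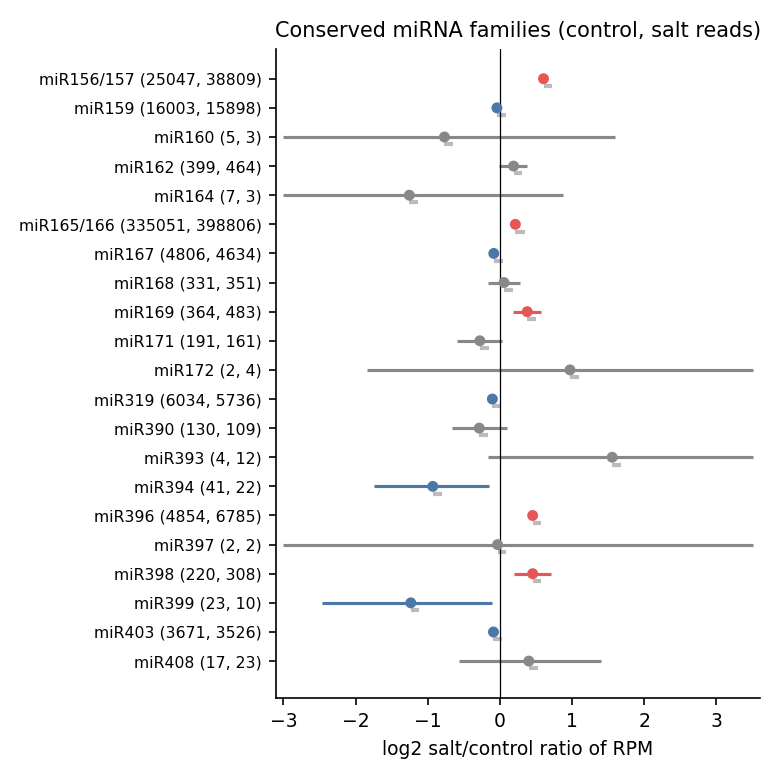
Salt/control ratios of RPM (log2) of the 21 conserved families, 1 library per condition, with control and salt reads in parentheses. Points are ratios and coloured lines their 95% counting intervals, ending at the axis limits where they exceed them, and grey bars span the ratios under the scalings tried. The ratios of miR159, miR167, miR319 and miR403 lie below 1 as plotted and reach 1.00 or more with the TMM and median-of-ratios factors.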

Different members within the same miRNA family were also found to have opposite responses to salt treatment, indicating that ice plant seedlings express many conserved plant miRNAs that have diverse responses to salt stress.

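In 5 families, at least 1 member was higher and at least 1 lower in the salt library, each with an interval that excluded 1. In miR156/157, the most abundant sequence had a ratio of 1.61 (1.58 to 1.64), while CTGACAGAAGATAGAGAGCAC had 0.872 (0.814 to 0.933), which no longer differed from 1 under the TMM and median-of-ratios factors. In miR159 the ratios were 1.03 (1.01 to 1.06) for TTTGGATTGAAGGGAGCTCC and 0.814 (0.779 to 0.851) for TTTGGATTGAAGGGAGCTCTA. In miR319, TTGGACTGAAGGGAGCTCCCT had 0.849 (0.812 to 0.889) and TTGGACTGAAGGGAGCTCCC, the same sequence without its last nucleotide, had 1.11 (1.03 to 1.21). In miR396, TTCCACAGCTTTCTTGAACTT had 1.50 (1.44 to 1.57) and GTTCAAGAAAGCTGTGGGAAA had 0.710 (0.567 to 0.887). The homolog listed for the latter lies on the miRNA* arm, and it was the only lower member of miR396. In this family the opposite directions thus set miRNA sequences against a sequence of the miRNA* arm. In miR166, 4 members were higher and 2 lower. Over all families 18 members were higher and 10 lower, and 29 and 6 with the TMM factor. Under the other scalings 5 or 6 families held members of both directions, with miR167 added and miR156/157 absent under the TMM and median-of-ratios factors. From such members the paper concludes that the conserved miRNAs of ice plant seedlings respond to salt stress in diverse ways.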

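After t/rRNA removal, 1501327 control reads (48.6%) and 1548848 salt reads (49.1%) matched the ice plant transcripts, as the authors' file headers give them. The file of matching sequences for the control library held 145008 distinct sequences with 1501320 reads. That for the salt library held 128976 distinct sequences with 1338057 reads, with no sequence of 19 nt and with 10045 sequences of 18 nt listed a second time. It was 10807 sequences and 210791 reads short of its header. For this reason abundances were taken from the read tables, and the matching sequences were used only to see whether a sequence had passed the filter.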

To identify *M. crystallinum* miRNAs (mcr-miRNAs), the 1,106,388 and 1,118,714 unique sequences from control and salt sRNA libraries were mapped to 23,917 contigs of the ice plant transcriptome using the sequence alignment program from the sRNA tool kit with a perfect match setting. Matched sequences were input to miRcat to predict precursor sequences with a hairpin structure. A sequence was considered as a valid mcr-miRNA precursor if its secondary structure met the ten criteria described in the Material and Methods. Thus, 19 conserved mcr-miRNAs belonging to 12 miRNA families (Table 1) were identified and some representative hairpin structures of miRNA precursors are shown in Figure 3. 

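The authors' prediction files list 291 precursors for the control library and 213 for the salt library, with 123 and 90 distinct mature sequences. Of these, 50 were in both files, and 142 transcripts were in both. The control predictions held 12 of the Table 1 sequences and the salt predictions 0. The highest abundance in the salt predictions was 211 reads, against 169593 in the control predictions. Yet mcr-miR166a had 213009 salt reads, so the 0 does not show a loss of these miRNAs in the salt library. In reads, the 19 entries of Table 1 make 18 distinct sequences, because mcr-miR156a and mcr-miR156b share their mature sequence. Of the 18, 8 were higher in the salt library, 4 were lower and 6 had an interval that included 1. Of the lower ones, mcr-miR403 (0.940, 0.897 to 0.985) turned to 1.02 with the TMM factor and 1.01 with the median-of-ratios factor. Of the higher ones, mcr-miR159a (1.03) turned to 0.972 when variants of the 3′ end were counted too. The abundance ranged from 4 control and 3 salt reads of mcr-miR160 to those of mcr-miR166a. The median log2 ratio of the 18 was 0.10, percentile 95.9 among random lists of like mean RPM, and 96.6 with the matching first used, to the 100 nearest sequences of each member, which was replaced after its values were seen.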

Most revealed a standard hairpin structure and the miRNA^*^ sequences were identified with two exceptions (mcr-miR160 and mcr-miR166b). All the miRNAs^*^ showed much lower reads than their corresponding miRNAs, consistent with the idea that miRNAs^*^ are degraded rapidly during the biogenesis of mature miRNAs. 

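Reads of the exact miRNA and miRNA* were compared for the 41 precursors of Tables 1 and 2 for which a miRNA* is given. In each library 30 of the 41 had at least 5 miRNA reads per miRNA* read. In the control library 8 were below that and 3 stayed open because no miRNA* was read, and in the salt library 7 and 4. No miRNA* was read for 8 precursors in control and 9 in salt, and each was read in at least 1 library. The mcr-miR166a miRNA* had 392 control and 237 salt reads, 433 and 899 miRNA reads per miRNA* read, and mcr-miR156b had 16.9 and 24.7. Low numbers limit others, such as mcr-miR164 with 6 miRNA and 2 miRNA* reads in control. In Table 2, mcr-miR12 had 1.92 and 1.88 miRNA reads per miRNA* read, and for mcr-miR23 the miRNA* had more reads than the miRNA in the sum of the libraries. Counting reads whose ends lay within 3 nt of each on the hairpin gave 26 and 27 of 38.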

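The 17 hairpins of Table 1 that Supplementary Data Sheet 2 gives were folded again with RNAfold at 37 °C. Their minimum free energies ranged from -102.5 to -48.9 kcal/mol with a mean of -67.4. At 25 °C the mean was -83.9 kcal/mol, and without dangling ends it was -66.6. All 17 lay at or under -35 kcal/mol under each of the 3 settings.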

The minimum folding free energies (MFEs) of conserved mcr-miRNAs ranged from −43.9 to −103 kcal/mol and an average of −69.7 kcal/mol (Table 1), which was similar to the calculated average value for *Arabidopsis* miRNA precursors (−57 kcal/mol; Bonnet et al., 2004). 

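From these energies, the length and the G/C content of the 17 hairpins, the MFEI ranged from 0.82 to 1.25 with a mean of 0.97. The lowest were mcr-miR160 (0.82) and mcr-miR162 and mcr-miR319 (0.83 each), and the highest was mcr-miR171 (1.25). The mean was 1.20 at 25 °C.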

The MFE index (MFEI), a criterion capable of distinguishing miRNAs from other types of coding or non-coding RNAs (Zhang et al., 2006), showed that these conserved mcr-miRNA precursors ranged from 0.82 to 1.50, which falls within the range of other known plant miRNA precursors. A list of conserved mcr-miRNA precursor sequences is provided in Supplementary Data Sheet 2. However, with more relaxed criteria, a greater number of miRNA would have been identified.

**Table 1:** **Conserved mcr-miRNA families identified in ice plant seedlings**.

**Family**	**Name**	**Sequence (5′ to 3′)**	**Strand (+/−)**	**Control RPM**	**Salt RPM**	**Hairpin Length**	**Length**	**MFEs**	**AMFEs**	**Hairpin G/C%**	**MFEI**	miRNA^*^ sequence
miR156/157	mcr-miR156a	TGACAGAAGAGAGTGAGCAC	−	7306.1	11515.7	20	126	−55.9	−43.33	44.96	0.96	GCTCACTGCTCTTGCTGTCAGC
	mcr-miR156b	TGACAGAAGAGAGTGAGCAC	−	6151.2	9904.6	20	110	−57.1	−57.10	52.00	1.10	GCTCACCCTCTCTCTGTCACC
	mcr-miR156c	CTGACAGAAGATAGAGAGCAC	+	613.1	543.4	21	128	−45.5	−56.88	45.00	1.26	GCTCTCTATCTTCTGTCATC
	mcr-miR156d	TTGACAGAAGATAGAGAGCAC	−	206.5	245.4	21	154	−86.61	−50.06	44.51	1.12	GCTCTCTATGCTTCTGTCATC
	mcr-miR156e	TGACAGAAGAGAGAGAGCAC	+	11	19.6	20	155	−67.4	−43.48	45.16	0.96	GCTCTCTCTTCTTCTGTCAAC
miR159	mcr-miR159a	TTTGGATTGAAGGGAGCTCC	−	3792.7	3910.2	20	209	−95.4	−45.65	40.67	1.12	AGCTCCCTTTGGTCCGAAAA
	mcr-miR159b	TTTGGATTGAAGGGAGCTCTA	+	1561.2	1307.6	21	194	−78.5	−44.10	42.70	1.03	GAGCTCCTTGAAGTCCAAAAG
miR160	mcr-miR160	TGCCTGGCTCCCTGTATGCCA	−	1.3	1	21	129	−52.2	−40.47	49.61	0.82	ND
miR162	mcr-miR162	TCGATAAACCTCTGCATCCAG	−	140.5	157.1	21	125	−43.9	−45.73	48.96	0.93	GGAGGCAGCGGTTCATCGATC
miR164	mcr-miR164	TGGAGAAGCAGGGCACGTGCA	−	2.3	1	21	258	−92	−35.66	39.53	0.90	CATGTGCCCCTCTTCACCATC
miR166	mcr-miR166a	TCGGACCAGGCTTCATTCCCC	+	56364.4	68848.6	21	132	−78	−59.09	54.55	1.08	GGATTGTTGTCTGGCTCGAGG
	mcr-miR166b	TCTCGGACCAGGCTTCATTCC	+	52852.6	58209.2	21	194	−79.1	−39.75	38.69	1.03	ND
miR168	mcr-miR168	TCGCTTGGTGCAGGTCGGGAA	−	104.2	101.3	21	164	−82.21	−50.13	56.10	0.89	CCCGCCTTGCATCAACTGAAT
miR169	mcr-miR169a	TAGCCAAGGATGACTTGCCT	−	116.5	151.4	20	143	−54.7	−38.25	42.66	0.90	GCAGTCATCATTGGCTAAG
	mcr-miR169b	CAGCCAAGGATGACTTGCCGG	+	1.6	1.9	21	126	−51.4	−40.79	46.83	0.87	GGCAAGTTGTCCTTGGCTACA
miR171	mcr-miR171	TGATTGAGCCGTGCCAATATC	−	49.8	39.9	21	116	−54	−59.34	39.56	1.50	GATATTGGTGCGGTTCAATC
miR319	mcr-miR319	TTGGACTGAAGGGAGCTCCCT	+	2410.9	2310	21	294	−103.1	−35.07	41.84	0.84	AGAGCTTTCTTCAGTCCACTC
miR396	mcr-miR396	TTCCACAGCTTTCTTGAACTG	+	439.9	509.6	21	215	−83	−38.60	31.63	1.22	GTTCAATAAAGCTGTGGGAAG
miR403	mcr-miR403	TTAGATTCACGCACAAACTCG	−	1321.3	1255.1	21	147	−64	−43.54	40.82	1.07	GATTTGTGCGTGAATCTAACG

RPM, reads per million; MFEs, minimal folding free energy (kcal/mol); AMFEs, adjusted MFEs (MFEs/ hairpin length)^*^100; MFEI, minimal folding free energy index; the modulus of adjusted MFEs divided by hairpin G/C %; ND, not detected.

**Figure 3:**
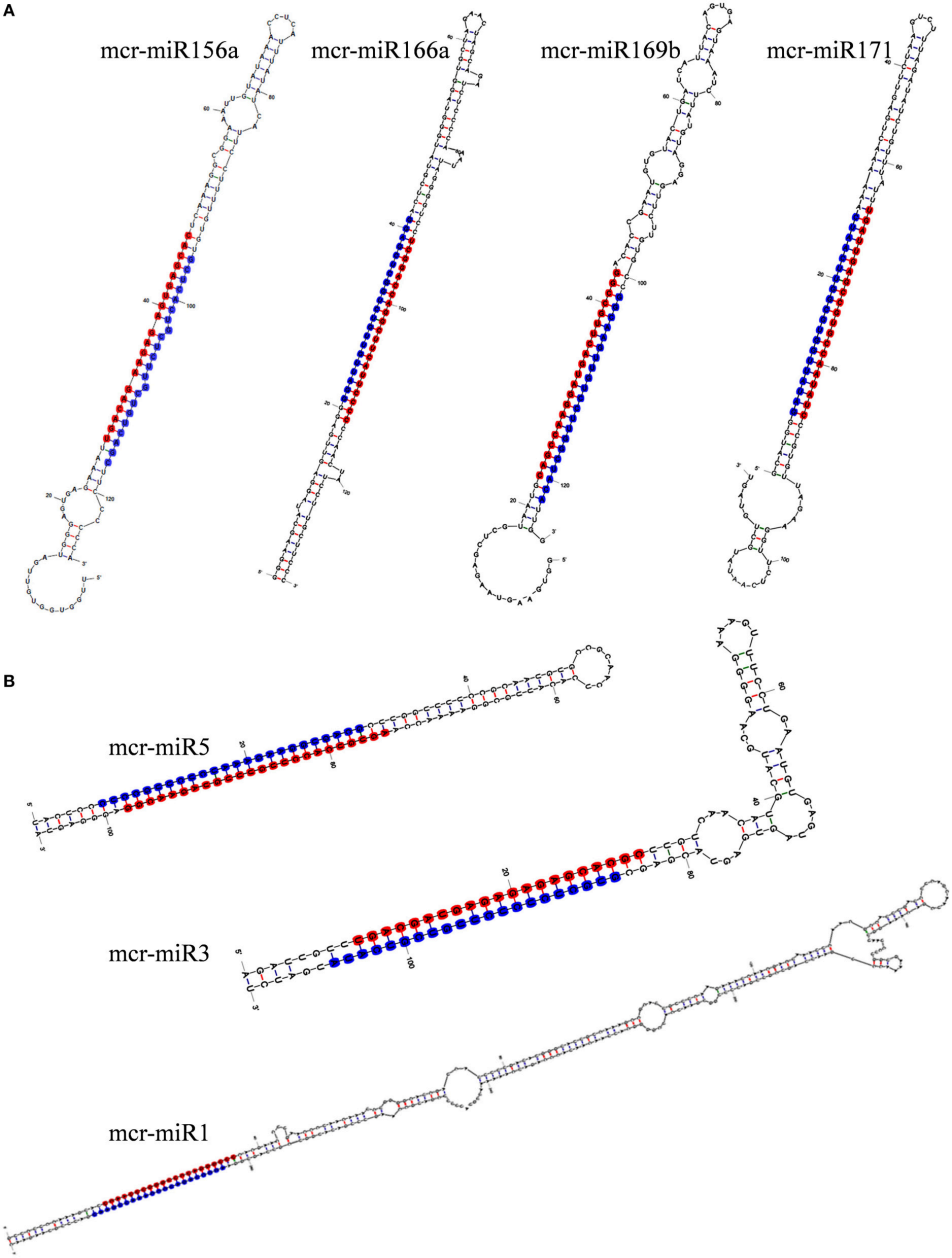
**Predicted hairpin structures of selected conserved (A) and novel (B) mcr-miRNA precursors**. Secondary structure prediction was carried out with the mfold program. The position of miRNA was labeled with red and miRNA^*^ with blue.

Twelve of the high-confidence mcr-miRNA families were subjected to further analysis. First, poly(A)-tailing quantitative RT-PCR was used to examine the effect of salt on the expression of these 12 conserved mcr-miRNA families. This analysis confirmed that the expression of three mcr-miRNA families (e.g., miR160, miR164, and miR319) were unchanged in response to salt stress, whereas six showed reduced abundance (e.g., miR156, miR166, miR168, miR169, miR171, and miR403), and three showed greater abundance (e.g., miR159, miR162, and miR396) in response to salt treatment (Figure 4A). The greatest change in relative expression was less than two-fold indicating that short-term salt treatment did not have a dramatic impact on the expression of these conserved miRNA families.

**Figure 4:**
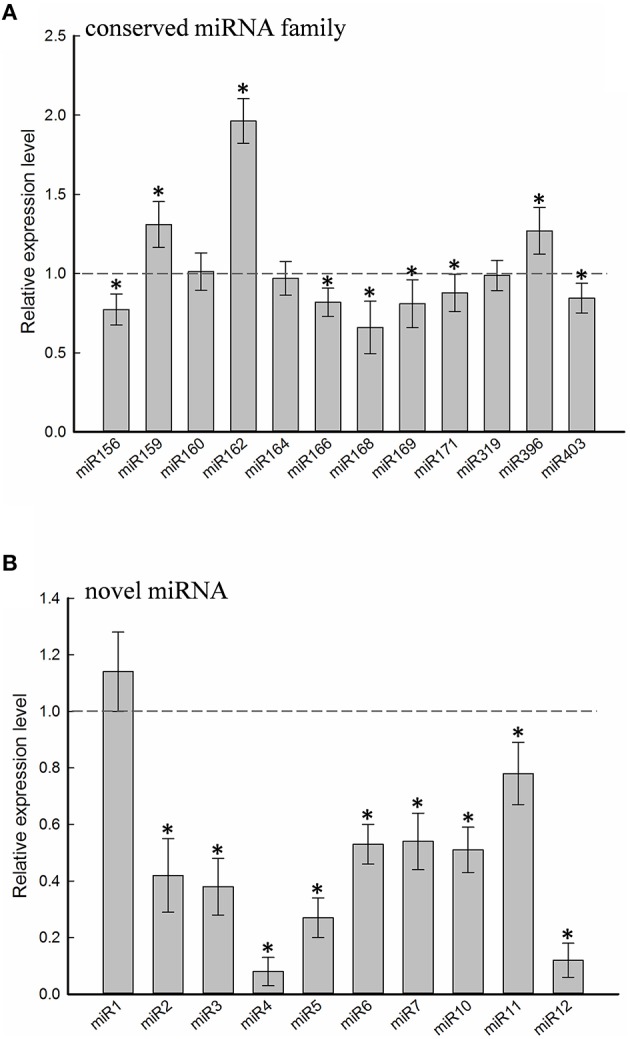
**Relative expression levels of conserved and novel mcr-miRNA**. Relative expression level of conserved miRNA families **(A)** and novel mcr-miRNAs **(B)** between control and salt-treated ice plant seedlings was detected by RT-qPCR and expressed as 2^−ΔΔCT^. Data was obtained from at least 5 independent experiments. Value higher than one indicates increased expression, while less than one indicates decreased expression under salt treatment. Significance of fold changes in the mcr-miRNA expression was determined using the Student's *t*-test. Asterisks represent significant difference between control and salt treatment at *P* ≤ 0.05.

In addition to identify conserved mcr-miRNAs, novel mcr-miRNAs precursors were predicted using the same approach. 

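The predictions for the control library held 16 of the 24 mature sequences of Table 2 and those for the salt library 8, and 22 were in at least 1 of them. Reads of 18 to 25 nt that match the hairpins given in Supplementary Data Sheet 2 were summed over both libraries. On the 17 hairpins of Table 1, the median share of these reads with both ends within 3 nt of the miRNA or miRNA* was 99.9%. On the 10 hairpins of Table 2 with a miRNA of 21 to 23 nt it was 70.0%, from 12.9% to 100%. On the 13 hairpins with a 24-nt miRNA it was 41.9%, from 6.27% to 92.3%, and 9 of the 13 were under 50%. Reads on the other strand made up a median of 20.2% on these 13 hairpins and 0% on those of Table 1.

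**Figure D3:**
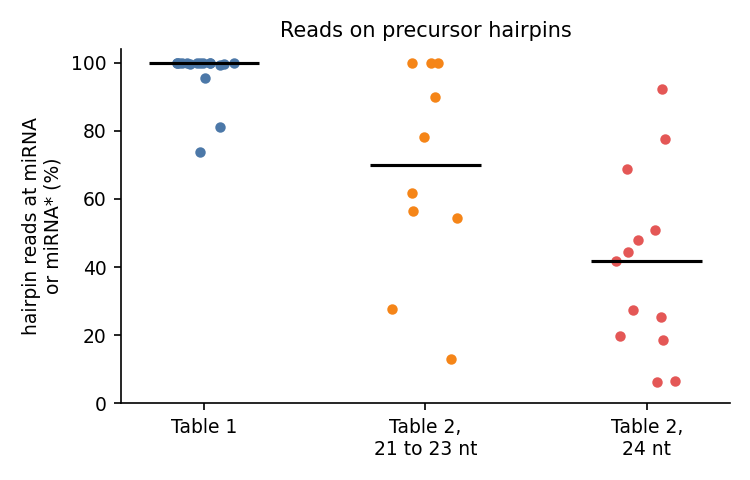
Share of the reads on each precursor hairpin (18 to 25 nt, both libraries summed, in percent) that have both ends within 3 nt of the miRNA or miRNA*. Each point is a hairpin and each line a median, 99.9% for Table 1, 70.0% for the 21- to 23-nt and 41.9% for the 24-nt miRNAs of Table 2.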

A total of 24 novel mcr-miRNAs with standard hairpin precursors and miRNA^*^ sequences were identified, which ranged from 21 to 24 nt in length (Table 2 and Figure 3). Eight novel miRNAs were 21 nt in length, six of which had uracil in the first position. 

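Of the 24 sequences of Table 2, 8 are 21 nt long, 3 are 22 or 23 nt and 13 are 24 nt. Of the 13, 6 begin with A. The 21-nt mcr-miR1 (TCAATTTGGGTTCTAGGGTTT) had 378 control and 334 salt reads and mcr-miR3 (TGACGATGAGAGAGAGCACGC) had 176 and 142. The most abundant of 24 nt, mcr-miR2 (CCACCCGGGATCGTTTCGTGCAAC), had 85 and 62.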

The average MFEs and MFEI of these novel mcr-miRNA precursors was −122 kcal/mol and 1.34, respectively. 

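Refolded with RNAfold at 37 °C, the 23 hairpins of Table 2 that were given had minimum free energies from -239.0 to -43.1 kcal/mol, with a mean of -120.4, and MFEI values from 0.85 to 1.64, with a mean of 1.29. Over both tables, 32 of the 40 hairpins given had an energy within 5% of the table's value. At 25 °C the means for Table 2 were -147.0 kcal/mol and 1.58.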

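The 23 hairpins of Table 2 that were given ranged from 102 to 399 nt with a median of 194, and the 17 of Table 1 from 110 to 294 nt with a median of 147. The sequence given for mcr-miR13 has 399 nt, while the sheet that gives it lists 412 nt. The hairpin of mcr-miR6 was not used here. The G/C content ranged from 33.1% to 49.1% in the former and from 31.6% to 56.1% in the latter.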

The hairpin length of these novel mcr-miRNA precursors was more variable, ranging from 102 to 412 nt in length (Additional file 6). A list of novel mcr-miRNA precursor sequences is provided in Supplementary Data Sheet 2. These novel mcr-miRNAs are listed in Table 2 and were numbered according to their reads per million (RPM) from highest to lowest with the highest having only 141 RPM. 

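Counted as exact sequences, the 24 mcr-miRNAs of Table 2 had between 1 and 378 control reads, with a highest value of 122 RPM in control and 106 RPM in salt for mcr-miR1, and 9 of the 24 had under 10 reads in both libraries. In the order of the table, 9 neighbouring pairs were out of order by control reads. The sequences of mcr-miR5 and mcr-miR7 had 34 and 16 control reads, and those of mcr-miR16, mcr-miR23 and mcr-miR24 had 1 each. Only 2 of the 24 ratios had an interval that excluded 1. They were mcr-miR3 with 0.789 (0.628 to 0.990), whose interval included 1 under each other scaling, and mcr-miR16 with 7.83 (1.05 to 347) from 1 control and 8 salt reads, which was no longer called when 3′ variants or all reads at the hairpin position were counted. Of the 24 ratios, 13 were below 1. The median log2 ratio was -0.07, percentile 53.7 among random lists of like mean RPM, and it was percentile 3.05 without matching and 10.7 with the matching first used, to the 100 nearest sequences of each member. The matching behind 53.7 replaced that one after its values were seen.

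**Figure D4:**
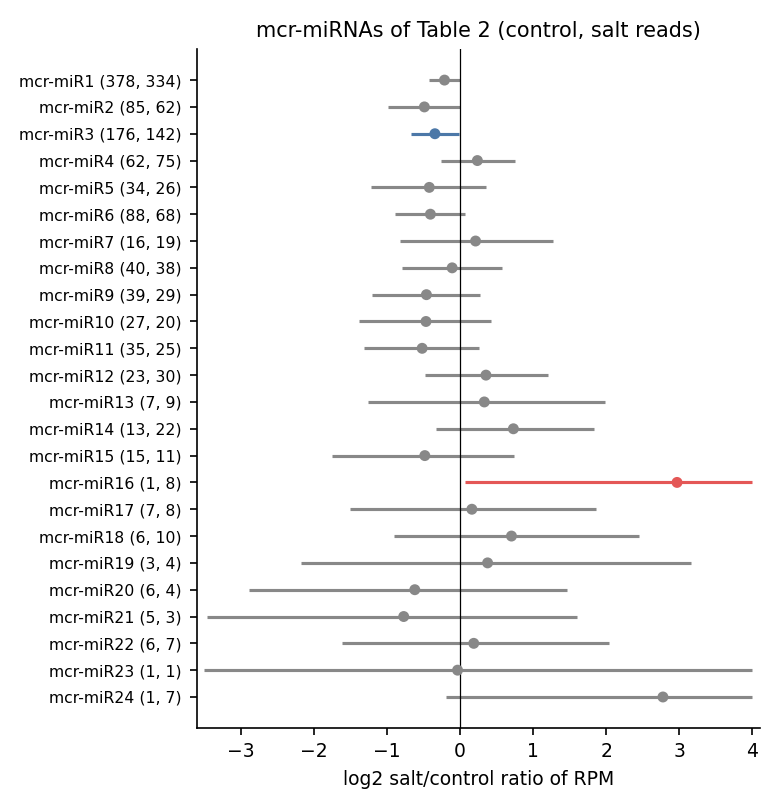
Salt/control ratios of RPM (log2) of the 24 mcr-miRNAs of Table 2 as exact sequences, 1 library per condition, with control and salt reads in parentheses. Lines are 95% counting intervals, ending at the axis limits where they exceed them, and those of mcr-miR3 (lower, in this scaling only) and mcr-miR16 (higher) exclude 1.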

Species-specific miRNAs are believed to have evolved more recently and are expressed at lower levels than well-conserved miRNAs (Allen et al., 2004). 

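As exact sequences, mcr-miR1 to mcr-miR7 and mcr-miR10 to mcr-miR12 had 16 to 378 control reads (5.18 to 122 RPM, median 48.5 reads) and 19 to 334 salt reads (median 46.0). Their sums were 924 and 801 reads. The lowest of these 10 in control was mcr-miR7, which shares a stretch of 19 nt of its 24 nt with mcr-miR5.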

The relative expressions of 10 out of 24 predicted novel miRNAs were able to be detected by RT-qPCR in ice plant seedlings; all were found to display higher RPM according to NGS analysis. 

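The other 14 sequences of Table 2 had 1 to 40 control reads (0.324 to 12.9 RPM, median 6.00 reads) and 1 to 38 salt reads (median 8.00), with sums of 150 and 161 reads. The highest of the 14 were mcr-miR8 with 40 control and 38 salt reads and mcr-miR9 with 39 and 29.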

The relative abundances of the remaining 14 mcr-miRNAs were very low and could not be detected by RT-qPCR. The expression of nine novel miRNAs decreased under salt treatment (Figure 4B), suggesting that these potential species-specific miRNAs participate in the regulation of salt tolerance in ice plant.

**Table 2:** **Novel mcr-miRNA precursors identified in ice plant seedlings**.

**Name**	**Sequence (5′ to 3′)**	**Strand (+/−)**	**Control RPM**	**Salt RPM**	**Length**	**Hairpin Length**	**MFEs**	**AMFEs**	**Hairpin G/C%**	**MFEI**	miRNA^*^ sequence
mcr-miR1	TCAATTTGGGTTCTAGGGTTT	−	141.1	122.9	21	317	−135.5	−42.74	37.85	1.13	ACCCTAGATCCCAAATTGAAT
mcr-miR2	CCACCCGGGATCGTTTCGTGCAAC	−	70.2	67.1	24	286	−152.12	−53.19	36.36	1.46	AGTTGCATGAGACAGTCTTAGGTG
mcr-miR3	TGACGATGAGAGAGAGCACGC	−	65.4	50.4	21	111	−60.1	−54.14	45.95	1.18	GTGCTCTCTCTTGTCGTCATA
mcr-miR4	AATTAGGCCTAACGTCGGGTACCC	−	54.7	64	24	399	−210.6	−52.78	33.08	1.60	TTGGGTACCCGACGTTAGGTCTA
mcr miR5	AGTGTCACCTTGTTTGTAGAACGG	−	38.5	24.4	24	106	−82.7	−78.02	49.06	1.59	CTCCGTTCTCTAAAGAAGGTGACG
mcr-miR6	TTCGTGCTGATAACGTGTTGAA	−	32.7	26.6	22	233	−139.3	−59.79	28.33	2.11	CAACACTTTATCAGCACGAATC
mcr-miR7	CACCTTGTTTGTAGAACGGAGGGA	+	25.6	17.4	24	102	−50.9	−49.90	44.12	1.13	TACTCCCTCCGTTCTCTAAAGAA
mcr-miR8	TCTTTTTATAGAGGAATGCCTC	−	24	25.7	22	108	−45.11	−41.77	33.33	1.25	GGCCTTCCTCTTAAAAAGATG
mcr-miR9	TCGGAAAATGACTTAAGGGGT	+	16.2	10.1	21	300	−134.2	−55.92	36.25	1.54	CACCTTAAGTCGTTTTTCGCC
mcr-miR10	CCCGGACCATGTAATAATTGCTC	+	17.8	14.3	23	173	−98.1	−56.71	45.09	1.26	GAAATTATTGTATGGTCCCGGAC
mcr-miR11	TTCCGGCAGGTTGTCCTTGGC	+	18.1	15.8	21	194	−54.95	−28.32	36.60	0.77	CAGCCAAGGATGACTTGCCGG
mcr-miR12	ATAGGGCGAGATTGACAAACC	−	11	12	21	164	−78.7	−55.82	40.43	1.38	TTGGTTTGTCAATCTCGATCT
mcr-miR13	CCTAAAGGTTGGATTATTGGCATC	+	12	13	24	412	−234.19	−56.84	35.68	1.59	ATGCCAATAATCCAACCTTTGGGC
mcr-miR14	TTGGCCGGAAAATTGAACAAG	−	9.1	14.3	21	313	−176.99	−56.55	35.46	1.59	CCCTTGTTCAATTTTCTGACC
mcr-miR15	CTGAAGCGTTTGGGGGAACTC	−	7.1	4.4	21	104	−44.95	−43.22	48.08	0.90	GTTCCTCACAGCACTTCATTG
mcr-miR16	AAGGGCTCGCTTGGATTGGGGGGA	−	6.2	11.1	24	372	−240.3	−64.60	45.70	1.41	TTTCCCTCAATCCAAGCGGGGCCT
mcr-miR17	ATCACCGGTGGCGAATTTTTGGGC	−	4.2	4.8	24	360	−197.87	−54.96	35.28	1.56	GAGCCCAAAAATTCGCCGCCGGTG
mcr-miR18	ACACCAACGAGGACTTTGAAACAC	+	3.2	4.4	24	176	−131.1	−74.49	47.16	1.58	GTTTCAAAGTCTTCGTTGGTGTCC
mcr-miR19	CTAAAGCGACAGTTATTTTGAGAC	−	2.9	2.2	24	168	−53.17	−31.65	33.33	0.95	CCGTCTCAAAATAACTGTCGCTTT
mcr-miR20	ATCACCGGTGGCGAATTTTTGGAC	−	2.9	1.9	24	360	−199.6	−55.44	36.94	1.50	GAGTCCAAAAATTCGCCGTCGGTG
mcr-miR21	TTTCGTGCAACTATAGTGAAAGGT	−	2.3	1	24	261	−122.72	−47.02	35.63	1.32	TTTCACTATAGTTGCATGAGACAG
mcr-miR22	TAAAGTTGGGATGTTCCTACC	−	1.9	2.2	21	309	−173.3	−56.08	47.25	1.19	TAGGAACATCCCGACTTTACT
mcr-miR23	GGACAAATAATTTGGGACGGAGGG	+	1.6	0.3	24	127	−67.1	−52.83	39.37	1.34	CTCCGTGTCCAATTATTTGTCTGC
mcr-miR24	TGTGAGAGAAGGGACCATAGGTTC	+	0.6	4.1	24	145	−44.8	−30.90	34.48	0.90	TCGGACCAATGCTCCCTCTTTCAT

RPM, reads per million; MFEs, minimal folding free energy (kcal/mol); AMFEs, adjusted MFEs (MFEs/hairpin length)^*^100; MFEI, minimal folding free energy index; the modulus of adjusted MFEs divided by hairpin G/C %.

### Prediction of mcr-miRNA targets

To understand the function of conserved and novel mcr-miRNAs, putative target genes were predicted using psRNATarget with default parameters. Details of the ice plant transcriptome used in searching mcr-miRNA are described by Yim et al. (in preparation). Potential targets of conserved and novel mcr-miRNAs were predicted with a 0–3 expectation-score cutoff threshold and are listed in Table 3. Potential target genes appeared to be involved in a broad range of biological processes. The targets for most conserved mcr-miRNAs were genes encoding transcription factors, such as miR156 target squamosa promoter-binding protein-like (SPL); miR159 and miR319, both target MYB transcription factors; miR160, which targets auxin response factor (ARF); and miR164, which targets NAM (no apical meristem); ATAF (Arabidopsis transcription activation factor); CUC (cup-shaped cotyledon) transcription factor (NAC); miR166, which targets the homeobox-leucine zipper family protein (HD-ZIP); and miR169, which targets nuclear factor Y subunit A (NF-YA). These examples support the idea that conserved plant miRNAs are involved in the regulation of a large gene expression network. Degradome sequencing analysis identified that mcr-miR164, 166b, 169a, b, and 403 specifically cleaved the transcripts of their predicted target genes (Additional file 7), proving miRNA-mediated target cleavage in ice plant seedlings. In addition to the genes coding for transcription factors, non-conserved targets were also predicted to be regulated by conserved mcr-miRNAs. Although the relevance of miRNA-target interaction needs to be confirmed, several predicted targets were shown to function in osmotic stress, for example, glutathione-regulated potassium-efflux protein (mcr-miR160), early responsive to dehydration stress protein ERD4 (mcr-miR171), and heat shock protein 80 (mcr-miR396).

**Table 3:** **Predicted targets of conserved and novel mcr-miRNA**.

**miRNA**	**Predicted function**	**Expectation**	**Location**	**Inhibition**	**Target gene**
mcr-miR156	Squamosa promoter-binding protein-like (SPL)	0	ORF	Cleavage	tr_25478; 92930; 247074; 130241; 134702; 242974
	Glutaredoxin family protein	2.5	ORF	Cleavage	tr_222987
	NAD(P)-binding Rossmann-fold superfamily protein	3	ORF	Cleavage	tr_112639; 112626
	Oxophytodienoate-reductase 3	3	ORF	Cleavage	tr_8553
	Tetratricopeptide repeat-like superfamily protein	3	ORF	Cleavage	tr_211611
	NAD(P)-dehydrogenase	3	ORF	Cleavage	tr_20823
	F-box family protein	3	ORF	Translation	tr_250578
	Gibberellin receptor GID1B	3	5′ UTR	Translation	tr_131891
mcr-miR159	MYB domain protein 33	2.5	ORF	Cleavage	tr_247776
	Cytidinediphosphate diacylglycerol synthase 2	2.5	5′ UTR	Cleavage	tr_24710
	Polyketide cyclase/dehydrase lipid transport protein	3	ORF	Cleavage	tr_247457
	Histone H2A protein 9	3	ORF	Cleavage	tr_31155
	ATP binding cassette subfamily B1	3	ORF	Cleavage	tr_75146
	RNA ligase	3	ORF	Cleavage	tr_251381
	Glycosylhydrolase superfamily protein	3	ORF	Cleavage	tr_63329
mcr-miR160	Auxin response factor (ARF) 16	0.5	ORF	Cleavage	tr_131045
	Glutathione-regulated potassium-efflux protein	2.5	ORF	Cleavage	tr_29190
mcr-miR162	Dicer like-1	2	ORF	Cleavage	tr_87681
	Pyridoxamine 5′-phosphate oxidase family protein	3	ORF	Translation	tr_128506
mcr-miR164	NAC domain containing protein	1	ORF	Cleavage	tr_20281
mcr-miR166	Homeobox-leucine zipper family protein (HD-ZIP)	1.5	ORF	Cleavage	tr_23906; 16028
	NB-ARC domain-containing disease resistance protein	3	ORF	Translation	tr_6344
mcr-miR168	Argonuate 1	3.5	ORF	Cleavage	tr_23616
	Cytochrome P450, family 76	3	ORF	Translation	tr_34562; 106564
mcr-miR169	Nuclear factor Y subunit A (NF-YA)	2	3′ UTR	Cleavage	tr_241835
	Haloacid dehydrogenase	3	ORF	Cleavage	tr_78265
mcr-miR171	Scarecrow-like protein (SCL) 6	0.5	ORF	Cleavage	tr_129576
	Early-responsive to dehydration stress protein (ERD4)	3	ORF	Cleavage	tr_88429
	Cysteine-rich RLK (Receptor-like protein kinase) 25	3	ORF	Cleavage	tr_72609
	Subtilisin-like serine protease 3	3	ORF	Cleavage	tr_23970
	ARM repeat superfamily protein	3	ORF	Cleavage	tr_25709
mcr-miR319	MYB domain protein 33	2.5	ORF	Cleavage	tr_247776
	TCP-4 transcription factor^*^	4	ORF	Cleavage	tr_248183
mcr-miR396	Growth-regulating factor (GRF) 2	2	ORF	Cleavage	tr_20229
	Alfin-like 3	2.5	ORF	Cleavage	tr_86713
	Heat shock protein 81.4	3	ORF	Translation	tr_24595
	Ribosomal protein L1p/L10e family	3	ORF	Cleavage	tr_27243
	Zinc finger protein-related	3	ORF	Cleavage	tr_8491
	F-box protein	3	3′ UTR	Cleavage	tr_24495
	Proteasome family protein	3	3′ UTR	Translation	tr_25619
mcr-miR403	Argonaute 2	1	3′ UTR	Cleavage	tr_81134
	Ubiquitin-specific protease	3	3′ UTR	Translation	tr_23630
	ADP-ribosylation factor GTPase-activating protein	3	ORF	Translation	tr_25728
mcr-miR1	Mitochondrial transcription termination factor protein	1.5	ORF	Cleavage	tr_26362; 27606
	Germin-like protein	3	ORF	Cleavage	tr_140178
	Thioredoxin superfamily protein	3	ORF	Cleavage	tr_126594
	Ubiquitin-specific protease	3	ORF	Cleavage	tr_90873
	BED zinc finger; hAT family dimerisation domain	3	ORF	Translation	tr_16919
mcr-miR3	Sodium/myo-inositol symporter (ITR) 3	3	ORF	Cleavage	tr_16378
	Cytochrome P450, family 81	3	ORF	Translation	tr_127844
mcr-miR4	Leucine-rich repeat transmembrane protein kinase	0.5	3′ UTR	Cleavage	tr_124137
	Multi-antimicrobial extrusion (MATE) efflux protein	0.5	3′ UTR	Cleavage	tr_15134
	Protein translocase subunit SecA, chloroplastic	1.5	3′ UTR	Cleavage	tr_77781
	Protein kinase superfamily protein	1.5	3′ UTR	Cleavage	tr_91240; 91241; 91239
	NAD(P)-binding Rossmann-fold superfamily protein	3	ORF	Cleavage	tr_28492
mcr-miR5	Phosphofructokinase 3 (PFK)	2	ORF	Cleavage	tr_24929
	Tetratricopeptide repeat-like superfamily protein	2	ORF	Cleavage	tr_251318
mcr-miR10	Germin 3	3	3′ UTR	Cleavage	tr_32811
mcr-miR11	Ribosomal protein L34	2.5	ORF	Cleavage	tr_32249
mcr-miR12	Arginyl-tRNA synthetase	3	ORF	Translation	tr_249031
	Translin family protein	3	ORF	Cleavage	tr_131509

* *miR319/TCP-4 pair was aligned manually*.

Unlike conserved mcr-miRNAs, the potential targets of novel mcr-miRNAs were not enriched in transcription factors. Many of them are metabolic enzymes and stress-related proteins (Table 3). Among them, genes coding for sodium/myo-inositol symporter (ITR) is a potential mcr-miR3 target and germin/germin-like proteins are potential mcr-miR1 and miR10 targets with both genes known to be involved in the salt tolerant mechanisms of ice plant (Michalowski and Bohnert, 1992; Nelson et al., 1999; Chauhan et al., 2000). The known functions of potential targets of the conserved and novel miRNAs were categorized into seven biological functional groups (Figure 5). In addition to the well-characterized transcriptional regulation and miRNA biogenesis, targets known to play roles in ion homeostasis, drought tolerance, signal transduction, redox reaction, and protein degradation were identified (Figure 5). The current analysis of mcr-miRNAs in ice plant seedlings revealed a diverse set of target genes with putative functional roles in the response to short-term salt stress treatment.

**Figure 5:**
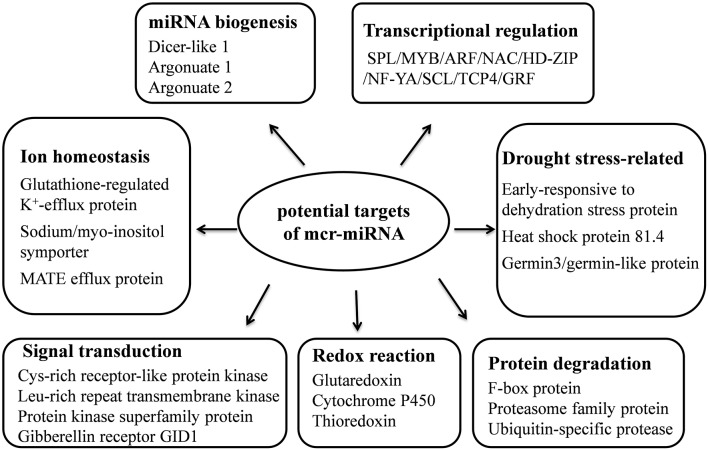
**Summary of functions of potential target genes identified in ice plant seedlings**.

### Salt-induced changes in the expression of mcr-miRNAs and potential target genes

Quantitative RT-PCR was used to examine the expression profile of selected mcr-miRNAs and their potential targets. Primers designed for stem-loop RT-PCR were used to detect the expression of a specific member of each miRNA family. Each primer pair amplified a single band using conventional RT-PCR demonstrating the specificity of the stem-loop primer. PCR products were subjected to DNA sequencing and matched perfectly to the corresponding miRNA sequence (data not shown). The expression level of miRNAs and target genes in the control and salt treatment was quantified and their relative expression was presented as fold changes (Figure 6). The expression of mcr-miR159b and 166b were increased, whereas the expression of rest of the mcr-miRNAs was decreased by salt treatment. For miRNA-transcription factor interactions, seven out of ten combinations showed reciprocally correlated expression patterns (Figure 6A). Mcr-miR319 was predicted to target two genes coding for the MYB domain protein 33 (MYB33) and TCP4. Whereas the expression of mcr-miR319 was decreased by salt treatment, *TCP4* showed increased expression. The expression of *MYB33* remained nearly unchanged by salt treatment, suggesting that miR319 selectively regulates *TCP4* expression in salt-stressed seedlings. The expression of three mcr-miRNAs, miR162, 168, and 403, which are likely involved in the regulation of miRNA biogenesis, all decreased following salt treatment, whereas the expression of their corresponding targets (i.e., *DCL1, AGO1*, and *AGO2*) were all increased (Figure 6B). The expression of 4 out of 5 non-conserved targets, selected from different functional groups, including three novel mcr-miRNA targets, were increased by salt treatment (Figure 6C). After examining the expressions of mcr-miRNAs and corresponding targets, traits related to promotion of root growth and maintenance of Na^+^ homeostasis are summarized in Figure 7.

**Figure 6:**
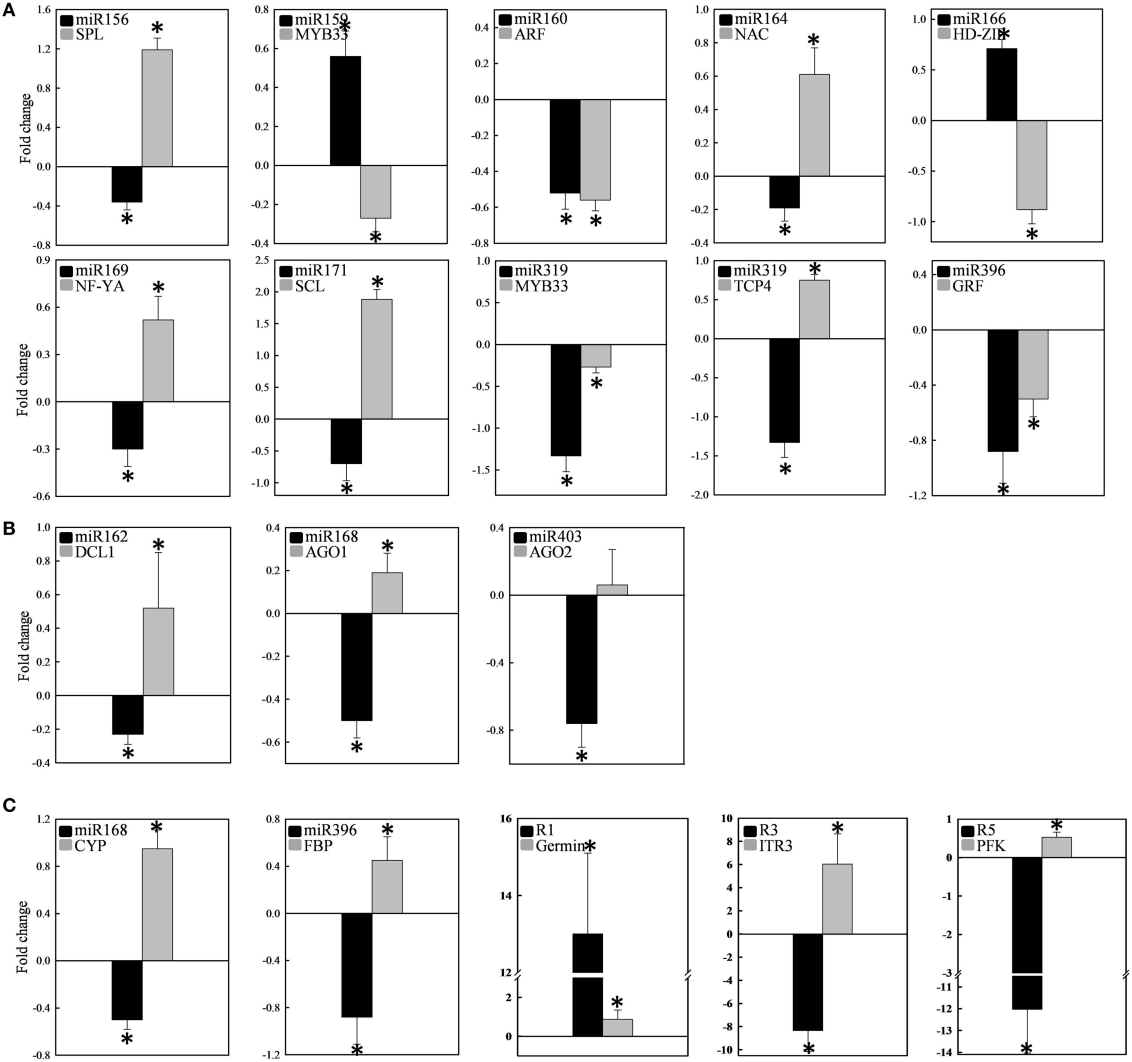
**Expression of 12 conserved and 3 novel mcr-miRNAs and their potential target genes**. The expression fold change was determined by RT-qPCR and expressed as -ΔΔCt. The expression of individual miRNA (black bar) and its target (gray bar) categorized into transcription factors **(A)**, miRNA biogenesis **(B)**, and stress-related **(C)** was shown in the same plot. Measurement was performed from at least 10 independent experiments. Significance of fold changes in the miRNA and target gene expression was determined using the Student's *t*-test. Asterisks represent significant difference between control and salt treatment at *P* ≤ 0.05. Values higher than zero indicate increased expression, whereas values less than zero indicate decreased expression under salt treatment.

**Figure 7:**
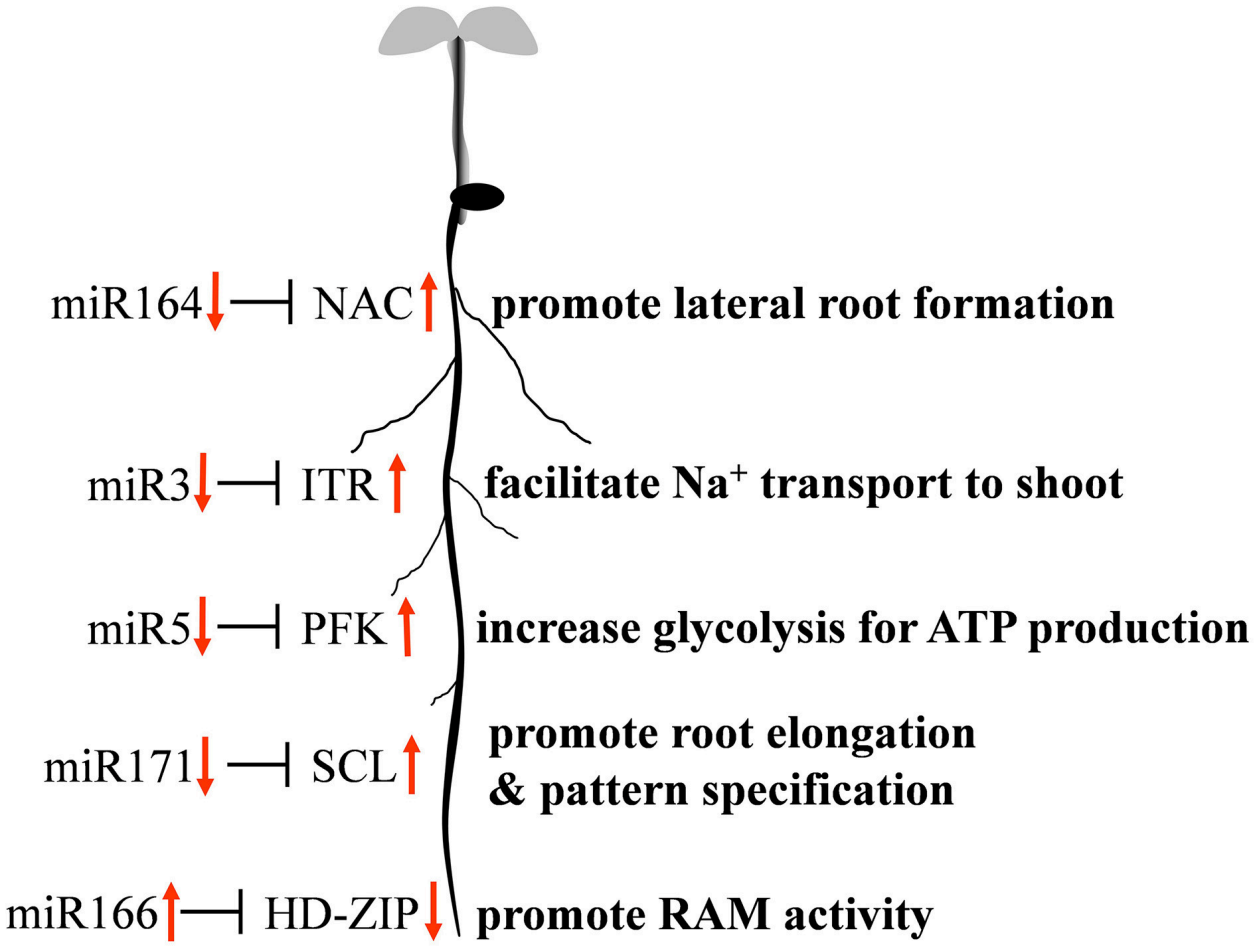
**Proposed model of mcr-miRNA-mediated initial responses to salinity in ice plant roots**.

## Discussion

The halophytic ice plant has been used as a model for salt tolerance for more than 40 years. Early studies on biochemical characterization and gene expression of the CAM pathway (Winter et al., 1982; Cushman et al., 1989) and sodium compartmentation (Ratajczak et al., 1994; Barkla et al., 1995) have provided a solid foundation for transcriptomic (Kore-eda et al., 2004; Cushman et al., 2008), proteomic (Jou et al., 2007; Barkla et al., 2009, 2012; Cosentino et al., 2013), and metabolomic and ionomic (Barkla and Vera-Estrella, 2015; Barkla et al., 2016) profiling of ice plant. Using RNA-Seq techniques, several studies deciphering ice plant transcriptome have revealed salt-induced changes in gene expression at different developmental stages (Tsukagoshi et al., 2015; Yim et al., in preparation) and in specific salt storage cells (Oh et al., 2015). Expression of several genes categorized as “response to heat stress” and “response to salt stress” were increased in ice plant seedlings treated with 140 mM NaCl for 24 h (Tsukagoshi et al., 2015). Previously, root tips of 3-day-old ice plant seedlings were used as a model to examine the salt-induced change of cellular protein localization (Chiang et al., 2013). We used these same treatment conditions to monitor intracellular levels of Na^+^ and found that ice plant roots likely secreted Na^+^ and had an efficient transport system to relocate Na^+^ to the aerial part of the plant (Figure 1). The expression of *MItr1*, a gene coding for H^+^-Na^+^/myo-inositol symporter, was highly induced in seedlings treated with salt for 12 h (Chauhan et al., 2000). Ice plant roots likely possess an innate Na^+^/K^+^ homeostatic mechanism such that high external Na^+^ causes this system to become highly expressed. However, future experiments are needed to resolve the exact hierarchical nature of this regulation whether it be via transcriptional, post-transcriptional, translational, or post-translational regulatory mechanisms.

The distribution of ice plant seedling sRNA was similar to the majority of plant species reported so far, where 24-nt sRNA was the most abundant miRNA species identified. In addition to model plants, such as *Arabidopsis* (Lu et al., 2005), *Oryza sativa* (Morin et al., 2008), and *Zea may* (Wang et al., 2011), 24-nt sRNA comprise 50–60% of known sRNA types, as well as make up 55 and 35% of the total sRNA in the halophytic plants chenopod *S. europaea* (Feng et al., 2015) and mangrove *A. marina* (Khraiwesh et al., 2013), respectively. These 24-nt sRNAs are known to be involved in heterochromatin modification directed by AGO4 (Havecker et al., 2010). AGO4 was identified previously as nuclear-localized in ice plant and was thought to be regulated through ubiquitination (Li et al., 2014). Salt treatment in ice plant did not cause significant changes in the abundance of 24-nt sRNA (Figure 2); however, the relevance of AGO4-catalyzed DNA methylation needs to be further clarified. 

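With only sequences that had at least 2 reads in their library, the 24-nt share was 20.3% in control and 21.3% in salt, a change of 1.08 percentage points (1.01 to 1.15), and with only those that had 1 read it changed by 0.625 points (0.482 to 0.769). After t/rRNA removal, with the numbers by length that Additional file 2 gives, the 24-nt share was 33.6% in both libraries, and its change of -0.000810 points (-0.0749 to 0.0733) was within counting error. Without the reads of miR166 the 24-nt share rose by 0.768 points (0.687 to 0.849) after the removal and by 2.15 points (2.08 to 2.22) before it. As miR166 had a larger share in salt, leaving it out raises the 24-nt change by construction. Over the reads after removal that match the transcripts, without 19 nt, the change was -0.297 points. The settings after the removal were chosen after the data were seen. How far libraries of the same condition differ cannot be told from 1 library each.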

The second most abundant class in ice plant seedlings was 21-nt sRNA, which is primarily composed by miRNA and siRNA (Mi et al., 2008). 

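The change in the 21-nt share depended on which reads were counted. It was 1.82 points (1.75 to 1.89) with only sequences of at least 2 reads and 0.0350 points (-0.0333 to 0.103) with only sequences of 1 read. On the totals after t/rRNA removal it was 1.76 points (1.70 to 1.83), and over reads that match the transcripts, without 19 nt, 3.94 points, both settings chosen after the data were seen.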

The most significant increase in sRNA abundance was associated with 21-nt species after 6 h of salt treatment (Figure 2). The genes coding for miRNA biogenesis, *DCL1, AGO1*, and *AGO2*, were found to show increased abundance (Figure 6), suggesting that the salt-induced miRNA population might contribute to the increase in 21-nt sRNA in ice plant seedlings under salt treatment.

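The 21-nt sequences of the 21 conserved families rose from 9.49% of the 18- to 25-nt reads in the control library to 11.6% in the salt library, by 2.07 percentage points. All other 21-nt reads changed from 11.7% to 10.8%, by -0.909 points. With 21-nt reads within 2 substitutions of a listed sequence counted among the families, the changes were 2.18 and -1.02 points. On the totals after t/rRNA removal, a setting chosen after the data were seen, the families rose by 1.82 points, from 11.8% to 13.6%, and the other 21-nt reads changed by -0.0540 points. The paper proposes that miRNAs induced by salt may add to the increase in 21-nt small RNA.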

By searching the sRNA library, more than 100 highly conserved miRNAs belonging to 21 miRNA families in dark-grown seedlings, a rapid growth stage, were discovered. Thus, the conserved miRNAs identified might play roles in root growth and development. A set of 12 conserved mcr-miRNAs were analyzed whose precursors can fold into standard hairpin structures. Seven mcr-miRNAs showed reciprocal expression patterns to their predicted transcription factor targets (Figure 6), many of whose functions have been identified in root development. In *Arabidopsis*, miR166/165 promotes root growth by targeting *HD-ZIP III* transcript, and overexpression of *MIR166* leads to an increased cell division in root apical meristem (RAM; Singh et al., 2014). Salt treatment resulted in an increased in the relative abundance of mcr-miR166, whereas the relative abundance of *HD-ZIP III* transcripts decreased, suggesting that RAM activity might increase in ice plant root tips. However, additional analysis will be needed to confirm this possibility. In the formation of lateral roots, the function of miR164 is to target direct cleavage of the *NAC* transcript. *Arabidopsis* mutants with a reduced amount of miR164 expressed more *NAC1* mRNA and produced more lateral roots (Guo et al., 2005). Salt treatment decreased mcr-miR164 and increased *NAC* expression suggesting that the formation of lateral roots in ice plant seedlings might be mediated by these miRNAs. The *SCL* family is targeted by miR171, which controls root growth and radial patterning, particularly for the specification of the endodermis (Helariutta et al., 2000). Overexpression of *MIR171* resulted in the severe inhibition of root elongation in *Arabidopsis* seedlings (Wang et al., 2010). Salt treatment decreased mcr-miR171 and increased expression of the *SCL* family in ice plant roots, suggesting that root elongation and root pattern formation might undergo modulation through the action of this miRNA; however, additional experimentation is needed to confirm this possibility. Tsukagoshi et al. (2015) showed that the roots of ice plant seedling continued to grow in a high rate when treated with 140 mM NaCl for 24 h, while the growth of Arabidopsis roots was completely inhibited. Several key regulatory events likely to be associated with root growth and salinity adaptation are summarized in Figure 7; however, these processes are likely to be more complex than the model indicates. For example, although mcr-miR160 and miR396 did not show opposite expression patterns to their potential targets under salt treatment, their roles in the regulation of cell division, cell differentiation (miR160), and cell elongation (miR396) have been clearly documented (Wang et al., 2005; Bao et al., 2014).

Non-conventional miRNAs are known to function in ion homeostasis, osmotic adjustment, and ROS elimination. Mcr-miR1 is predicted to target a gene coding for a germin-like protein that has been found to show increased expression in ice plant roots after 6 h of salt stress (Michalowski and Bohnert, 1992). Monocot germin-like proteins have oxalate oxidase activity that generates H_2_O_2_ by degrading oxalic acid (Caliskan, 2000). Because its activity simultaneously releases Ca^2+^ from calcium oxalate and generates H_2_O_2_, germin family proteins have been proposed to function in cell growth and development. The function of germin in salt stress was also proposed (Caliskan, 2011). In Figure 6, the expression of genes coding germin-like proteins was salt-induced, but mcr-miR1 did not show opposing expression patterns. Therefore, the post-transcriptional regulation of germin-like genes in salt-stressed ice plant roots requires further examination. Novel mcr-miR3 is predicted to target transcripts encoding the sodium/myo-inositol symporter gene *Itr*, which has been identified to function in removing Na^+^ from root to leaf vacuoles in ice plant. In this study, a rapid relocation of Na^+^ from the root to the leaf guard cells and bladder cells was inferred from Sodium Green patterns of detection. There are three *Itr* genes identified in ice plant: *Itr1* is highly expressed in roots 6 h after salt stress, *Itr2* is weakly expressed in salt-stressed leaves (Chauhan et al., 2000), and to date, there is no information on the expression of *Itr3*. Because the predicted target of mcr-miR3 is *Itr3* and a five-fold increase in *Itr3* expression was accompanied by reduced expression of mcr-miR3 (Figure 6), the putative miRNA-mediated regulation of *Itr* expression is an attractive subject for future investigations. Mcr-miR5 is predicted to target genes coding for phosphofructokinase 3 (*PFK3*), the committed step of glycolysis. *PFK3* is a potential target of mcr-miR5, and it is an ATP-dependent phosphofructokinase that is highly expressed in roots and is heat-inducible in *Arabidopsis* (Mustroph et al., 2007). The increased expression of *PFK3* transcripts observed here suggests that this energy-production pathway might play important roles in providing ATP for growth and maintaining ion homeostasis under sudden influxes of Na^+^. Plant miRNAs have been conserved over evolutionary timescales. Some sequence variations in a few nucleotide positions provide the opportunity for miRNAs to target non-conserved mRNAs, exhibiting species-specific regulatory patterns (Axtell and Bowman, 2008). Using NGS techniques to detect rare, small RNA species, a large number of novel miRNAs have been reported as having species-specific behavior; however, more studies are needed to demonstrate the mechanisms and functions of novel mcr-miRNAs and their targets.

In conclusion, when ice plants were germinated in a Na^+^-free medium, they used NaCl stored in their seeds for cell expansion. The characterization and determination of the expression patterns of a set of known miRNAs suggests that root responses to salinity are likely to be modulated, in part, by miRNA-mediated post-transcriptional regulatory events. The discovery of new, species-specific miRNA also suggests that miRNA-mediated post-transcriptional regulatory events participate in responses to sudden increases in salt. Cellular metabolism, osmotic adjustment, ion transport, and other processes were likely subjected to miRNA-mediated regulation. Characterization of mcr-miRNA and their target genes has thus added new insights into our understanding of the putative mechanisms involved in miRNA-regulated salt tolerance in this halophyte.

## Author contributions

CC performed ice plant miRNA search, characterization and expression, and drafted the manuscript. WY assembled ice plant transcriptome for target identification and searched for miRNA precursors. YS helped to analyze the small RNA sequencing results and designed the RT-qPCR experiments. MO and TM participated in the design of sodium staining in seedling roots and leaf sections. JC provided ice plant transcriptome and commented on the manuscript. HY conceived of the study, designed the experiments, analyzed the data and finalized the manuscript. All authors read and approved the final manuscript.

## Funding

This study was supported by the Ministry of Science and Technology, Taiwan, under the grant number MOST 103-2311-B-005 -003 to HY. JC acknowledges support from the National Science Foundation (Grant number IOS-084373), the University of Nevada Agricultural Experiment Station, and the Department of Energy, Office of Science, Genomic Science Program (Contract Number DE-SC0008834).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Identification of Ice Plant (Mesembryanthemum crystallinum L.) MicroRNAs Using RNA-Seq and Their Putative Roles in High Salinity Responses in Seedlings
**Source:** Front Plant Sci. 2016 Aug 9;7:1143. doi: 10.3389/fpls.2016.01143
**Supplement:** Supplementary file 1

## *Supplementary Material*

### **Identification of ice plant (*Mesembryanthemum crystallinum* L.) microRNAs using RNA-Seq and their putative roles in high salinity responses in seedlings**

**Chih-Pin Chiang<sup>1</sup>, Won Cheol Yim<sup>2</sup>, Ying-Hsuan Sun<sup>3</sup>, Miwa Ohnishi<sup>4</sup>, Tetsuro Mimura<sup>4</sup>, John C. Cushman<sup>2\*</sup>, Hungchen E. Yen<sup>1\*</sup>**

HE Yen (responsible for content and experimental procedures in this article)

JC Cushman (responsible for transcriptome information requests)

Additional file 1. Sodium distribution in 24 h 200 mM NaCl-treated ice plant roots.

Additional file 2. Summary of small RNA sequencing (A) and proportion distribution of 18-25 nt clean reads (B)

Additional file 3. Percentage of unique sequences starting with an A, C, G, and U in each size group in control (A) and salt (B) seedlings

Additional file 4. Summary of poly (A)<sup>+</sup> RNA sequencing in ice plant seedlings Additional file 5. Sequences and length polymorphisms of conserved miRNAs in ice plant seedlings. Boldface indicates the sequences listed in Table 1.

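Additional file 5 lists, for each conserved miRNA sequence, its read count in each library. Of its 135 sequences, 17 lost letters in the text of the file and were restored from the deposited table of miRBase matches. For 132 sequences both counts equal those in the read tables. The table of miRBase matches holds 200 distinct sequences. Of these, 17 belong to 14 families outside the list, with 31 control and 13 salt reads in all, and 48 belong to listed families but are not in the list, with 930 and 1018 reads. Of those 48, 43 are 20 nt long.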

Additional file 6. Sequences and predicted hairpin structures of conserved and novel mcr-miRNAs.

Additional file 7. Target plots (t-plots) show mcr-miR164 (A), 166b (B), 169a, b (C), and 403 (D) targeting to corresponding genes using degradome sequencing

Additional file 8. Primers used in this study

The datasets of two small RNA libraries have been deposited to NCBI under GEO accession GSE83508 and will be available upon acceptance.

Additional file 1. Sodium distribution in 24 h 200 mM NaCl-treated ice plant seedlings. Fluorescence detection of intact root stained with 10 mM Sodium Green for 30 min. Roots of one-week-old seedlings were treated with MS medium (control) or MS medium plus 200 mM NaCl (salt) for 24 h. Images of Sodium Green fluorescence are showed on the left and bright field images are showed on the right. Bar = 1 mm.

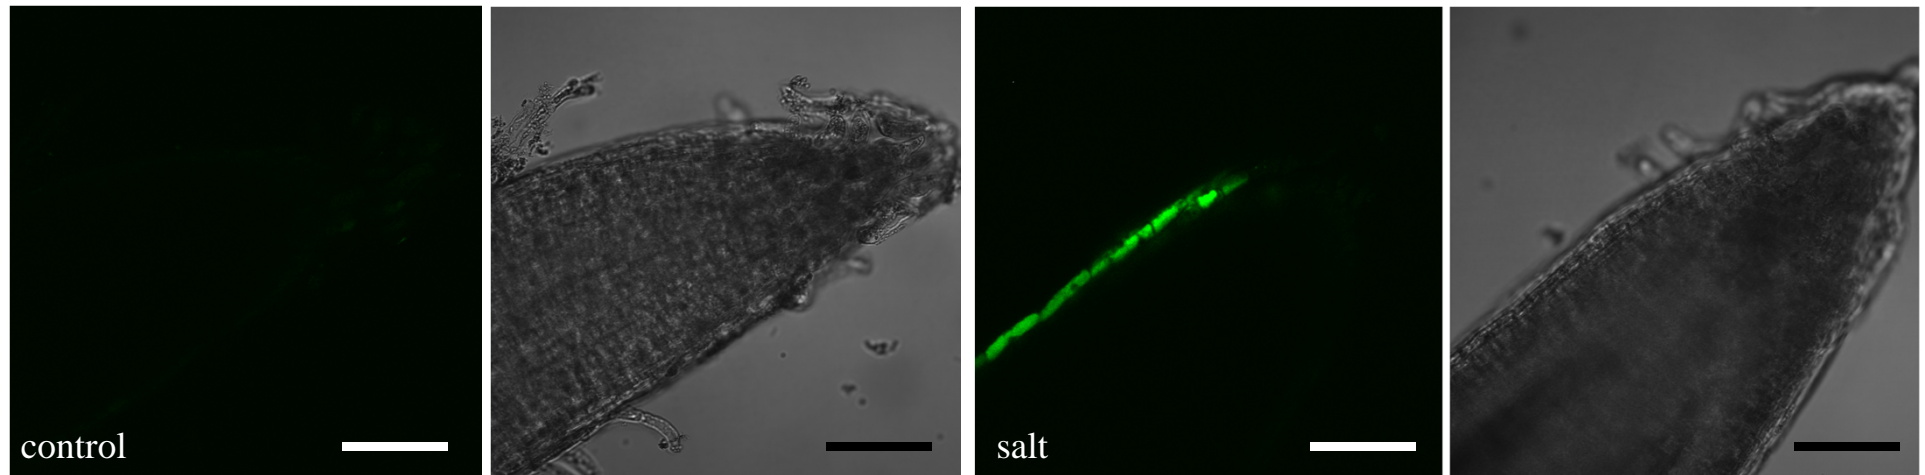

Additional file 2. Summary of small RNA sequencing (A) and proportion distribution of 18-25 nt clean reads (B)

**A**

|                                              | Control   |           | Salt      |           |
|----------------------------------------------|-----------|-----------|-----------|-----------|
| Process                                      | Redundant | Unique    | Redundant | Unique    |
| Total reads                                  | 5,215,338 | 1,449,046 | 5,080,508 | 1,483,730 |
| Adaptors trimmed                             | 5,126,125 | 1,303,617 | 5,052,296 | 1,327,609 |
| Sequence outside 18-25 nt removed            | 3,827,104 | 1,126,686 | 3,708,379 | 1,137,337 |
| Sequence contain unclear nucleotides removed | 3,824,318 | 1,124,918 | 3,705,732 | 1,135,686 |
| t/rRNA removed                               | 3,089,326 | 1,106,388 | 3,157,610 | 1,118,714 |

**B**

|           | Control   |            |           |            | Salt      |            |           |            |
|-----------|-----------|------------|-----------|------------|-----------|------------|-----------|------------|
|           | Redundant |            | Unique    |            | Redundant |            | Unique    |            |
|           | Reads     | Percentage | Reads     | Percentage | Reads     | Percentage | Reads     | Percentage |
| Length 18 | 72,897    | 2.4        | 22,405    | 2.0        | 71,885    | 2.3        | 22,478    | 2.0        |
| Length 19 | 316,373   | 10.2       | 29,870    | 2.7        | 323,951   | 10.3       | 30,197    | 2.7        |
| Length 20 | 327,461   | 10.6       | 39,935    | 3.6        | 295,695   | 9.4        | 40,364    | 3.6        |
| Length 21 | 682,125   | 22.1       | 64,928    | 5.9        | 752,906   | 23.8       | 65,683    | 5.9        |
| Length 22 | 202,212   | 6.6        | 62,983    | 5.7        | 213,667   | 6.8        | 61,702    | 5.5        |
| Length 23 | 336,275   | 10.9       | 220,873   | 20.0       | 332,044   | 10.5       | 220,736   | 19.7       |
| Length 24 | 1,037,342 | 33.6       | 605,492   | 54.7       | 1,060,245 | 33.6       | 620,109   | 55.4       |
| Length 25 | 114,641   | 3.7        | 59,902    | 5.4        | 107,217   | 3.4        | 57,445    | 5.1        |
| Total     | 3,089,326 | 100        | 1,106,388 | 100        | 3,157,610 | 100        | 1,118,714 | 100        |

**Additional file 3. 

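Each bar counts a distinct sequence once, however many reads it has. Over distinct sequences with at least 2 reads in their library, 37.6% of the 21-nt sequences in control and 39.8% in salt began with U, and 61.2% and 60.3% of the 24-nt sequences began with A.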

Percentage of unique sequences starting with an A, C, G, and U in each size group in control (A) and salt (B) seedlings.** A (red), C (green), G (yellow), and U (blue) percentage of unique sequences 5' end in each size group.

**A**

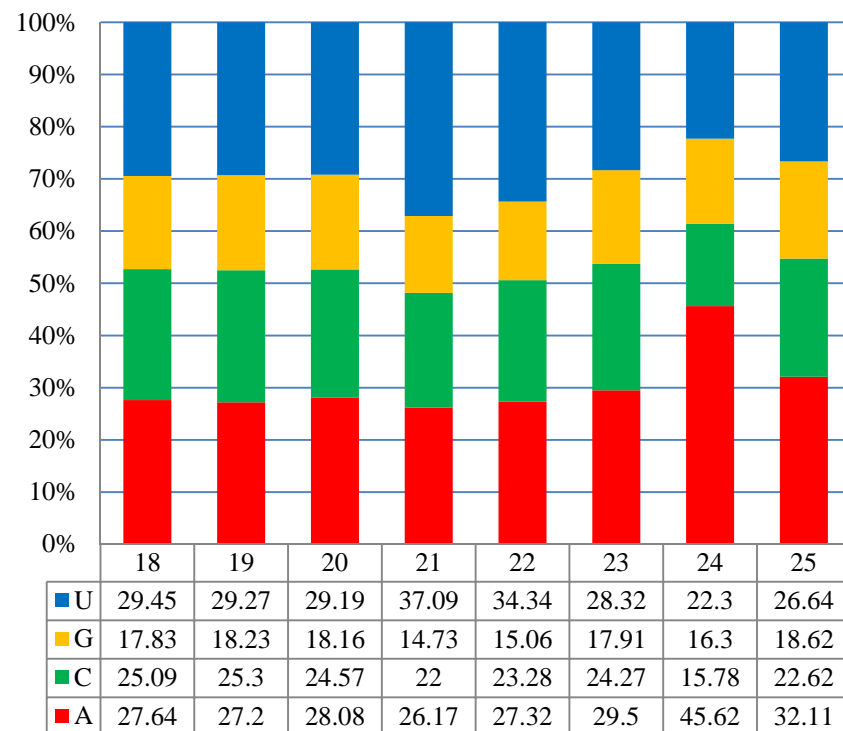

**B**

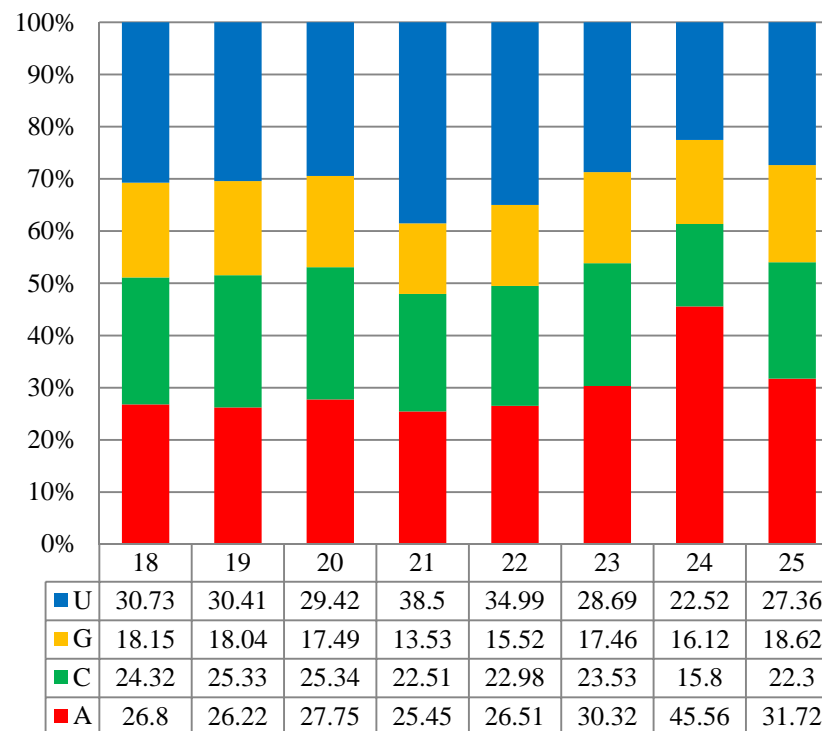

#### Additional file 4. Summary of poly (A)<sup>+</sup> RNA sequencing in ice plant seedlings

##### Sequencing Summary

| Run                          | Control    | Salt       |
|------------------------------|------------|------------|
| Total Reads                  | 53,031,502 | 55,702,462 |
| Read Length                  | 101        | 101        |
| Total Base                   | 5356181702 | 5625948662 |
| Reads after QT               | 51,573,704 | 54,966,600 |
| Average Read Length after QT | 96.5       | 98.6       |

QT = Quality Trim, criteria = min length = 35, error probability < 0.05

##### De novo Assembly

|                                         |          |
|-----------------------------------------|----------|
| Max contig length                       | 20106    |
| Min contig length                       | 200      |
| Avg contig length                       | 1504.809 |
| Total contigs length                    | 35990520 |
| N50                                     | 2125     |
| Number of contig                        | 23917    |
| Number of contig >= 300b                | 21827    |
| Total bases in contigs > 300            | 35477593 |
| The percentage of contig length >= 300b | 0.985748 |
| Number of contig >= 1kb                 | 14177    |
| Total bases in contigs > 1k             | 30875263 |
| The percentage of contig length >= 1kb  | 0.857872 |
| Number of contig >= 40kb                | 0        |
| Total bases in contigs > 40k            | 0        |
| The percentage of contig length >= 40kb | 0        |
| Number of 'N'                           | 0        |
| N-ratio                                 | 0        |
| Number of 'N' in >= 40kb contig         | 0        |

##### Mapping Statistics

| Run                          | Control       | Salt          |
|------------------------------|---------------|---------------|
| Matched Reads                | 46,575,214    | 50,755,325    |
| Total Matched Base           | 4,523,105,660 | 5,013,700,687 |
| Reads mapped in pairs        | 41,946,510    | 47,025,644    |
| Reads mapped in broken pairs | 4,628,704     | 3,729,681     |
| Not Matched Reads            | 3,663,816     | 3,523,111     |

Additional file 5. Sequences and length polymorphisms of conserved miRNAs in ice plant seedlings

| miRNA family | Sequence                     | Length | Control read | Salt read | Control read (RPM) | Salt read (RPM) | Homolog      | Target gene               | Functions                                                                                          |
|--------------|------------------------------|--------|--------------|-----------|--------------------|-----------------|--------------|---------------------------|----------------------------------------------------------------------------------------------------|
| miR156/157   | <b>TGACAGAAGAGAGTGAGCAC</b>  | 20     | 18741        | 30883     | 6066               | 9780            | zma-miR156i  | <i>SPL3, SPL10, SPL11</i> | Flowering time control; phase changing modulation; later embryonic maturation and root development |
|              | TTGACAGAAGAGAGTGAGCAC        | 21     | 3073         | 4516      | 995                | 1430            | gma-miR156k  |                           |                                                                                                    |
|              | <b>CTGACAGAAGATAGAGAGCAC</b> | 21     | 1796         | 1600      | 581                | 507             | smo-miR156b  |                           |                                                                                                    |
|              | <b>TTGACAGAAGATAGAGAGCAC</b> | 21     | 546          | 653       | 177                | 207             | ath-miR157a  |                           |                                                                                                    |
|              | TGACAGAAGAGAGTGAGCACT        | 21     | 541          | 648       | 175                | 205             | gma-miR156q  |                           |                                                                                                    |
|              | TGACAGAAGATAGAGAGCAC         | 20     | 71           | 87        | 23                 | 28              | ath-miR157d  |                           |                                                                                                    |
|              | CGACAGAAGAGAGTGAGCAC         | 20     | 48           | 72        | 16                 | 23              | ath-miR156g  |                           |                                                                                                    |
|              | GCTCTCTATGCTTCTGTCATC        | 21     | 38           | 64        | 12                 | 20              | aly-miR157d* |                           |                                                                                                    |
|              | TGACAGAAGAGAGTGAGCACA        | 21     | 37           | 51        | 12                 | 16              | bnm-miR156a  |                           |                                                                                                    |
|              | TGACAGAAGAGAGGGAGCAC         | 20     | 30           | 47        | 10                 | 15              | ptc-miR156k  |                           |                                                                                                    |
|              | TGACAGAAGAGAGCGAGCAC         | 20     | 27           | 32        | 9                  | 10              | zma-miR156k  |                           |                                                                                                    |
|              | <b>TGACAGAAGAGAGAGAGCAC</b>  | 20     | 24           | 39        | 8                  | 12              | ahy-miR156a  |                           |                                                                                                    |
|              | TGTCAGAAGAGAGTGAGCAC         | 20     | 21           | 31        | 7                  | 10              | ghr-miR156c  |                           |                                                                                                    |
|              | TGACAGAAGAGAGTGAGCATA        | 21     | 14           | 24        | 5                  | 8               | cca-miR156b  |                           |                                                                                                    |
|              | TGACAGAAGAGAGTGAGTAC         | 20     | 12           | 17        | 4                  | 5               | hci-miR156a  |                           |                                                                                                    |
|              | TTGACAGAAGAGAGAGAGCAC        | 21     | 10           | 22        | 3                  | 7               | ahy-miR15    |                           |                                                                                                    |
|              | TGACAGAAGAGAATGAGCAC         | 20     | 8            | 5         | 3                  | 2               | nta-miR156f  |                           |                                                                                                    |
|              | TGACAGAAGAAAGTGAGCAC         | 20     | 7            | 12        | 2                  | 4               | mdm-miR156ad |                           |                                                                                                    |
|              | TGACAGAAGAGGGTGAGCAC         | 20     | 5            | 14        | 2                  | 4               | mtr-miR156j  |                           |                                                                                                    |
|              | TGACAGAGGAGAGTGAGCAC         | 20     | 5            | 9         | 2                  | 3               | vvi-miR156e  |                           |                                                                                                    |
|              | GCTCACTCTCTATCTGTCACC        | 21     | 2            | 0         | 1                  | 0               | aly-miR156f* |                           |                                                                                                    |
|              | TTGACAGAAGATGGAGAGCAC        | 21     | 2            | 2         | 1                  | 1               | ptc-miR156l  |                           |                                                                                                    |
|              | GCTCACTGCTCTATCTGTCACC       | 22     | 1            | 0         | 0                  | 0               | zma-miR156l* |                           |                                                                                                    |
|              | TTGACAGAAGAAAGAGAGCAC        | 21     | 1            | 1         | 0                  | 0               | smo-miR156c  |                           |                                                                                                    |
|              | TTGACAGAAGATAGAGGGCAC        | 21     | 1            | 0         | 0                  | 0               | mtr-miR156g  |                           |                                                                                                    |
|              | CTGACAGAAGATAGAGAGCAT        | 21     | 0            | 2         | 0                  | 1               | gma-miR156r  |                           |                                                                                                    |
|              | TGACAGAAGAGAGAGAGCACA        | 21     | 0            | 1         | 0                  | 0               | osa-miR156k  |                           |                                                                                                    |

|        |                              |    |        |        |       |       |                |                                                   |                                                                                                                     |
|--------|------------------------------|----|--------|--------|-------|-------|----------------|---------------------------------------------------|---------------------------------------------------------------------------------------------------------------------|
| miR159 | <b>TTTGGATTGAAGGGAGCTCC</b>  | 20 | 11545  | 12186  | 3737  | 3859  | aly-miR159c    | <i>MYB33</i> ,<br><i>MYB65</i> ,<br><i>MYB101</i> | Flowering time control in short-day photoperiods; leaf development; seed size and shape determination               |
|        | <b>TTTGGATTGAAGGGAGCTCTA</b> | 21 | 4319   | 3594   | 1398  | 1138  | ath-miR159a    |                                                   |                                                                                                                     |
|        | TTTGGATTGAAGGGAGCTCCT        | 21 | 58     | 45     | 19    | 14    | ath-miR159c    |                                                   |                                                                                                                     |
|        | TTTGGATTGAAGGGAGCTCTT        | 21 | 42     | 32     | 14    | 10    | ath-miR159b    |                                                   |                                                                                                                     |
|        | ATTGGATTGAAGGGAGCTCC         | 20 | 17     | 20     | 6     | 6     | osa-miR159c    |                                                   |                                                                                                                     |
|        | TTTGTTTGAAGGGAGCTCTA         | 21 | 8      | 3      | 3     | 1     | pde-miR159     |                                                   |                                                                                                                     |
|        | CTTGGATTGAAGGGAGCTCC         | 20 | 5      | 9      | 2     | 3     | mdm-miR159a    |                                                   |                                                                                                                     |
|        | CTTGGATTGAAGGGAGCTCTA        | 21 | 5      | 3      | 2     | 1     | osa-miR159f    |                                                   |                                                                                                                     |
|        | TTTGGATTGAAGGGAGCTCTG        | 21 | 2      | 4      | 1     | 1     | osa-miR159a.1  |                                                   |                                                                                                                     |
|        | CTTGGATTGAAGGGAGCTCCC        | 21 | 1      | 1      | 0     | 0     | pta-miR159c    |                                                   |                                                                                                                     |
|        | TTTGGACTGAAGGGAGCTCTA        | 21 | 1      | 1      | 0     | 0     | aqc-miR159     |                                                   |                                                                                                                     |
| miR160 | <b>TGCCTGGCTCCCTGTATGCCA</b> | 21 | 4      | 3      | 1     | 1     | ath-miR160a    | <i>ARF10</i> ,<br><i>ARF16</i> ,<br><i>ARF17</i>  | Root cap structure and lateral root development; seed development during embryogenesis; flower and leaf development |
|        | GCGTATGAGGAGCCAAGCATA        | 21 | 1      | 0      | 0     | 0     | gma-miR160a-3p |                                                   |                                                                                                                     |
| miR162 | <b>TCGATAAACCTCTGCATCCAG</b> | 21 | 369    | 442    | 119   | 140   | ath-miR162a    | <i>DCL1</i>                                       | Regulation of somatic embryogenesis, environmental stress response and fiber differentiation and development        |
|        | TCGATAAACCTCTGCATCCA         | 20 | 27     | 21     | 9     | 7     | zma-miR162     |                                                   |                                                                                                                     |
|        | GGAGGCAGCGGTTTCATCGATC       | 21 | 1      | 1      | 0     | 0     | aly-miR162a*   |                                                   |                                                                                                                     |
|        | TCGATAAACCTCTGCATCCGG        | 21 | 1      | 1      | 0     | 0     | bdi-miR162     |                                                   |                                                                                                                     |
|        | TCGATAAACCTGTGCATCCAG        | 21 | 1      | 0      | 0     | 0     | bna-miR162a    |                                                   |                                                                                                                     |
| miR164 | <b>TGGAGAAGCAGGGCACGTGCA</b> | 21 | 6      | 3      | 2     | 1     | ath-miR164a    | <i>CUC1</i> ,<br><i>CUC2</i> , <i>NAC1</i>        | Petal number control; development of leaf and shoot buds; lateral root development; normal embryonic development    |
|        | TGGAGAAGCAGGGCACGTGC         | 20 | 1      | 0      | 0     | 0     | gma-miR164c    |                                                   |                                                                                                                     |
|        | TCGGACCAGGCTTCATCCCCC        | 21 | 65     | 69     | 21    | 22    | ath-miR165a    |                                                   |                                                                                                                     |
|        | TCGGACCAGGCTTCATCCCC         | 20 | 14     | 16     | 5     | 5     | aly-miR165a    |                                                   |                                                                                                                     |
|        | <b>TCGGACCAGGCTTCATTCCCC</b> | 21 | 169593 | 213009 | 54896 | 67459 | ptc-miR166i    |                                                   |                                                                                                                     |
|        | <b>TCTCGGACCAGGCTTCATTCC</b> | 21 | 158432 | 179038 | 51284 | 56700 | bdi-miR166f    |                                                   |                                                                                                                     |
|        | TCGGACCAGGCTTCATTCTC         | 21 | 3489   | 3370   | 1129  | 1067  | osa-miR166g-3p |                                                   |                                                                                                                     |

|            |                              |    |      |      |      |      |                |                   |                                                                                                                           |
|------------|------------------------------|----|------|------|------|------|----------------|-------------------|---------------------------------------------------------------------------------------------------------------------------|
| miR165/166 | CTCGGACCAGGCTTCATTCCC        | 21 | 1465 | 1032 | 474  | 327  | bdi-miR166e    | <i>HD-ZIP III</i> | Embryo development; leaf primordial, shoot apical meristem, and floral stem cell development; root and nodule development |
|            | TCGGACCAGGCTTCATTCCC         | 20 | 701  | 774  | 227  | 245  | sbi-miR166h    |                   |                                                                                                                           |
|            | TCCGGACCAGGCTTCATTCCC        | 21 | 373  | 434  | 121  | 137  | ppt-miR166j    |                   |                                                                                                                           |
|            | TCGGACCAGGCTTCATTCCCCC       | 22 | 240  | 309  | 78   | 98   | ctr-miR166     |                   |                                                                                                                           |
|            | TCTCGGACCAGGCTTCATTC         | 20 | 211  | 246  | 68   | 78   | gma-miR166u    |                   |                                                                                                                           |
|            | TCGAACCAGGCTTCATTCCCC        | 21 | 179  | 226  | 58   | 72   | osa-miR166e-3p |                   |                                                                                                                           |
|            | TCGGACCAGGCTTCATTCCCT        | 21 | 120  | 119  | 39   | 38   | osa-miR166m    |                   |                                                                                                                           |
|            | TCGGACCAGGCTTCATTCCCG        | 21 | 88   | 92   | 28   | 29   | gma-miR166j-3p |                   |                                                                                                                           |
|            | TCGGACCAGGCTTCATTCCCT        | 20 | 65   | 63   | 21   | 20   | sbi-miR166k    |                   |                                                                                                                           |
|            | TCGGACCAGGCTTCATTCCCTA       | 21 | 4    | 1    | 1    | 0    | mtr-miR166b    |                   |                                                                                                                           |
|            | TCGGACCAGGCTTCATTCCCTT       | 21 | 4    | 2    | 1    | 1    | ptc-miR166n    |                   |                                                                                                                           |
|            | TCGGACCAGGCTTCATTCTC         | 20 | 3    | 2    | 1    | 1    | cme-miR166i    |                   |                                                                                                                           |
|            | GGAATGTTGTCTGGCTCGAGG        | 21 | 2    | 0    | 1    | 0    | zma-miR166c*   |                   |                                                                                                                           |
|            | GGTTTGTTGTCTGGCTCGAGG        | 21 | 2    | 1    | 1    | 0    | osa-miR166k-5p |                   |                                                                                                                           |
|            | GGATTGTTGTCTGGCTCGGGG        | 21 | 1    | 1    | 0    | 0    | zma-miR166k*   |                   |                                                                                                                           |
|            | TCGGATCAGGCTTCATTCCCTC       | 21 | 1    | 1    | 0    | 0    | osa-miR166j-3p |                   |                                                                                                                           |
|            | TCGGACCAGGCTCCATTCCCTT       | 21 | 0    | 1    | 0    | 0    | ptc-miR166p    |                   |                                                                                                                           |
| miR167     | TGAAGCTGCCAGCATGATCTG        | 21 | 3903 | 3772 | 1263 | 1195 | osa-miR167d-5p | <i>ARF6, ARF8</i> | Gynoecium and stamen maturation; seed development                                                                         |
|            | TGAAGCTGCCAGCATGATCTGA       | 22 | 544  | 624  | 176  | 198  | ccl-miR167a    |                   |                                                                                                                           |
|            | TGAAGCTGCCAGCATGATCTC        | 21 | 342  | 216  | 111  | 68   | vvi-miR167c    |                   |                                                                                                                           |
|            | TGAAGCTGCCAGCATGATCTA        | 21 | 8    | 10   | 3    | 3    | ath-miR167a    |                   |                                                                                                                           |
|            | TGAAGCTGCCAACATGATCTG        | 21 | 6    | 5    | 2    | 2    | ptc-miR167h-5p |                   |                                                                                                                           |
|            | TGAAGCTGCCAGCATGATCTT        | 21 | 2    | 2    | 1    | 1    | ptc-miR167f-5p |                   |                                                                                                                           |
|            | TGAAGCTGCCAGCATGATCTGG       | 22 | 1    | 4    | 0    | 1    | ath-miR167d    |                   |                                                                                                                           |
|            | GGTCATGCTCTGACAGCCTCAC       | 22 | 0    | 1    | 0    | 0    | aly-miR167b*   |                   |                                                                                                                           |
| miR168     | <b>TCGCTTGGTGCAGGTCGGGAA</b> | 21 | 239  | 229  | 77   | 73   | ath-miR168a    | <i>AGO1</i>       | Stress response and signal transduction in plant development                                                              |
|            | TCGCTTGGTGCAGGTCGGGA         | 20 | 61   | 83   | 20   | 26   | cme-miR168     |                   |                                                                                                                           |
|            | CCCGCCTTGTCATCAACTGAAT       | 21 | 21   | 37   | 7    | 12   | aly-miR168a*   |                   |                                                                                                                           |
|            | TCGCTTGGTGCAGGTCGGGAC        | 21 | 9    | 2    | 3    | 1    | nta-miR168a    |                   |                                                                                                                           |
|            | TCGCTTGGTGCAGGTCGAGAA        | 21 | 1    | 0    | 0    | 0    | bn-miR168b     |                   |                                                                                                                           |

|        |                              |    |      |      |      |      |                |                                         |                                                                                                            |
|--------|------------------------------|----|------|------|------|------|----------------|-----------------------------------------|------------------------------------------------------------------------------------------------------------|
| miR169 | <b>TAGCCAAGGATGACTTGCCT</b>  | 20 | 358  | 476  | 116  | 151  | sbi-miR169r-5p | <i>HAP2-1</i>                           | Nodule development control                                                                                 |
|        | <b>CAGCCAAGGATGACTTGCCGG</b> | 21 | 4    | 5    | 1    | 2    | ath-miR169b    |                                         |                                                                                                            |
|        | GGCAAGTTGTCCTTGGCTACA        | 21 | 1    | 0    | 0    | 0    | zma-miR169r*   |                                         |                                                                                                            |
|        | TAGCCAAGGATGACTTGCCTG        | 21 | 1    | 2    | 0    | 1    | ath-miR169h    |                                         |                                                                                                            |
| miR171 | <b>TGATTGAGCCGTGCCAATATC</b> | 21 | 141  | 118  | 46   | 37   | osa-miR171b    | <i>SCL6-II, SCL6-III, SCL6-IV, NSP2</i> | Negatively regulation on shoot branching; root colonization regulation                                     |
|        | TTGAGCCGCGCCAATATCACT        | 21 | 39   | 35   | 13   | 11   | vvi-miR171f    |                                         |                                                                                                            |
|        | TTGAGCCGTGCCAATATCACG        | 21 | 7    | 8    | 2    | 3    | ath-miR171b    |                                         |                                                                                                            |
|        | TGATTGAGCCGTGCCAATAT         | 20 | 2    | 0    | 1    | 0    | htu-miR171a    |                                         |                                                                                                            |
|        | TTGAGCCGTGCCAATATCAC         | 20 | 1    | 0    | 0    | 0    | zma-miR171b-3p |                                         |                                                                                                            |
|        | TTGAGCCGTGCCAATATCACT        | 21 | 1    | 0    | 0    | 0    | smo-miR171a    |                                         |                                                                                                            |
| miR172 | AGAATCTTGATGATGCTGCAG        | 21 | 2    | 1    | 1    | 0    | ath-miR172c    | <i>AP2, AG, gl15</i>                    | The onset of flowering; seed development; phase change in shoot                                            |
|        | AGAATCTTGATGATGCTGCA         | 20 | 0    | 2    | 0    | 1    | zma-miR172c-3p |                                         |                                                                                                            |
|        | GCAGCACCATCAAGATTCACA        | 21 | 0    | 1    | 0    | 0    | aly-miR172b*   |                                         |                                                                                                            |
| miR319 | <b>TTGGACTGAAGGGAGCTCCCT</b> | 21 | 4113 | 3571 | 1331 | 1131 | ath-miR319a    | <i>TCPs</i>                             | Leaf morphogenesis, complexity and senescence; flower development; male and female gametophyte development |
|        | TTGGACTGAAGGGAGCTCCC         | 20 | 1098 | 1249 | 355  | 396  | mtr-miR319a    |                                         |                                                                                                            |
|        | CTTGGACTGAAGGGAGCTCCC        | 21 | 767  | 857  | 248  | 271  | ppt-miR319c    |                                         |                                                                                                            |
|        | CTTGGACTGAAGGGAGCTCC         | 20 | 27   | 33   | 9    | 10   | ppt-miR319a    |                                         |                                                                                                            |
|        | TTGGACTGAAGGGAGCTCCT         | 20 | 11   | 7    | 4    | 2    | ptc-miR319e    |                                         |                                                                                                            |
|        | TTGGACTGAAGGGAGCTCCCA        | 21 | 8    | 12   | 3    | 4    | vvi-miR319g    |                                         |                                                                                                            |
|        | TTGGACTGAAGGGAGCTCCTT        | 21 | 4    | 2    | 1    | 1    | ath-miR319c    |                                         |                                                                                                            |
|        | TTGGACTGAAGGGTGTCTCCCT       | 21 | 3    | 1    | 1    | 0    | bdi-miR319b    |                                         |                                                                                                            |
|        | CTTGGACTGAAGGGAGCTCCT        | 21 | 2    | 4    | 1    | 1    | vun-miR319b    |                                         |                                                                                                            |
|        | TTGGGCTGAAGGGAGCTCCC         | 20 | 1    | 0    | 0    | 0    | ptc-miR319i    |                                         |                                                                                                            |
| miR390 | AAGCTCAGGAGGGATAGCGCC        | 21 | 129  | 109  | 42   | 35   | ath-miR390a    | <i>TAS3</i>                             | Lateral root development                                                                                   |
|        | AAGCTCAGGAGGGATAGCACC        | 21 | 1    | 0    | 0    | 0    | gma-miR390b    |                                         |                                                                                                            |
| miR393 | TCCAAAGGGATCGCATTGATCC       | 22 | 2    | 3    | 1    | 1    | ath-miR393a    | <i>TAAR</i>                             | Auxin-related leaf, root and shoot development                                                             |
|        | TCCAAAGGGATCGCATTGATC        | 21 | 1    | 4    | 0    | 1    | osa-miR393a    |                                         |                                                                                                            |
|        | TCCAAAGGGATCGCATTGATCT       | 22 | 1    | 4    | 0    | 1    | osa-miR393b-5p |                                         |                                                                                                            |
|        | ATCATGCTATCCCTTTGGATT        | 21 | 0    | 1    | 0    | 0    | ptc-miR393b-3p |                                         |                                                                                                            |

|        |                               |    |      |      |      |      |                |                         |                                                                                              |
|--------|-------------------------------|----|------|------|------|------|----------------|-------------------------|----------------------------------------------------------------------------------------------|
| miR394 | TTGGCATTCTGTCCACCTCC          | 20 | 41   | 22   | 13   | 7    | ath-miR394a    | <i>LCR</i>              | Regulation of leaf curling-related morphology                                                |
| miR396 | TTCCACAGCTTTCTTGAACCTT        | 21 | 3244 | 4983 | 1050 | 1578 | ath-miR396b    | <i>GRFs</i>             | Cell proliferation control during leaf and root development                                  |
|        | <b>TTCCACAGCTTTCTTGAACCTG</b> | 21 | 1189 | 1354 | 385  | 429  | ath-miR396a    |                         |                                                                                              |
|        | GTTCAAGAAAGCTGTGGGAAA         | 21 | 193  | 140  | 62   | 44   | cca-miR396a-3p |                         |                                                                                              |
|        | TTCCACAGCTTTCTTGAACCT         | 20 | 120  | 195  | 39   | 62   | vvi-miR396b    |                         |                                                                                              |
|        | GTTCAATAAAGCTGTGGGAAG         | 21 | 77   | 69   | 25   | 22   | aly-miR396a*   |                         |                                                                                              |
|        | TTCCACAGCTTTCTTGAACCTGT       | 22 | 9    | 14   | 3    | 4    | gma-miR396e    |                         |                                                                                              |
|        | TTCAAGAAAGCTGTGGGAAAA         | 21 | 8    | 4    | 3    | 1    | cca-miR396c    |                         |                                                                                              |
|        | TTCCACAGCTTTCTTGAACCTA        | 21 | 6    | 8    | 2    | 3    | vvi-miR396a    |                         |                                                                                              |
|        | GTTCAATAAAGCTGTGGGAA          | 20 | 4    | 9    | 1    | 3    | osa-miR396a-3p |                         |                                                                                              |
|        | TTCAATAAAGCTGTGGGAAG          | 20 | 3    | 7    | 1    | 2    | gma-miR396a-3p |                         |                                                                                              |
|        | GTTCAATAAAGCTGTGGGAAA         | 21 | 1    | 0    | 0    | 0    | zma-miR396b*   |                         |                                                                                              |
|        | TTCCACGGCTTTCTTGAACCTG        | 21 | 0    | 2    | 0    | 1    | ptc-miR396f    |                         |                                                                                              |
| miR397 | TCATTGAGTGCAGCGTTGATG         | 21 | 2    | 2    | 1    | 1    | ath-miR397a    | <i>L-AO</i>             | Seed development in rice                                                                     |
| miR398 | TGTGTTCTCAGGTCGCCCCCTG        | 21 | 218  | 307  | 71   | 97   | osa-miR398b    | <i>CSD1; CSD2; CCS1</i> | Regulation of oxidative stress and copper homeostasis                                        |
|        | TGTGTTCTCAGGTCACCCCTG         | 21 | 1    | 0    | 0    | 0    | ath-miR398b    |                         |                                                                                              |
|        | TGTGTTCTCAGGTCGCCCCCG         | 21 | 1    | 1    | 0    | 0    | zma-miR398a    |                         |                                                                                              |
| miR399 | TGCCAAAGGAGAATTGCCCTG         | 21 | 21   | 10   | 7    | 3    | osa-miR399a    | <i>PHO2, UBC</i>        | Regulation of cellular response to local Pi increase during arbuscular mycorrhizal symbiosis |
|        | CGCCAAAGGAGAATTGCCCTG         | 21 | 1    | 0    | 0    | 0    | tcc-miR399e    |                         |                                                                                              |
|        | TGCCAAAGGAGAATTGCCCGG         | 21 | 1    | 0    | 0    | 0    | ssl-miR399     |                         |                                                                                              |
| miR403 | <b>TTAGATTCACGCACAAACTCG</b>  | 21 | 3654 | 3511 | 1183 | 1112 | ath-miR403     | <i>AGO2</i>             | Stress response and signal transduction in plant development                                 |
|        | TTAGATTCACGCACAAACTTG         | 21 | 17   | 15   | 6    | 5    | gma-miR403a    |                         |                                                                                              |
| miR408 | TGCACTGCCTCTTCCCTGGCT         | 21 | 16   | 23   | 5    | 7    | ppt-miR408b    | <i>Cupredoxin</i>       | Root development under many stress conditions                                                |
|        | TGCACTGCCTCTTCCCTGGC          | 20 | 1    | 0    | 0    | 0    | gma-miR408d    |                         |                                                                                              |

Boldface indicates the sequence matched to ice plant transcriptome and has predicted hairpin structure

**Additional file 6. Predicted hairpin structure of conserved mcr-miRNA precursors.** Secondary structure prediction was carried out with mfold. miRNAs were labeled with red dots and miRNA\* with blue dots.

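Among the hairpins of Table 1, that of mcr-miR319 was the longest, at 294 nt, and had the lowest energy on refolding. That of mcr-miR156a had the highest. The share of hairpin reads at the miRNA or miRNA* was lowest for mcr-miR169b, at 73.9% of 23 reads.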

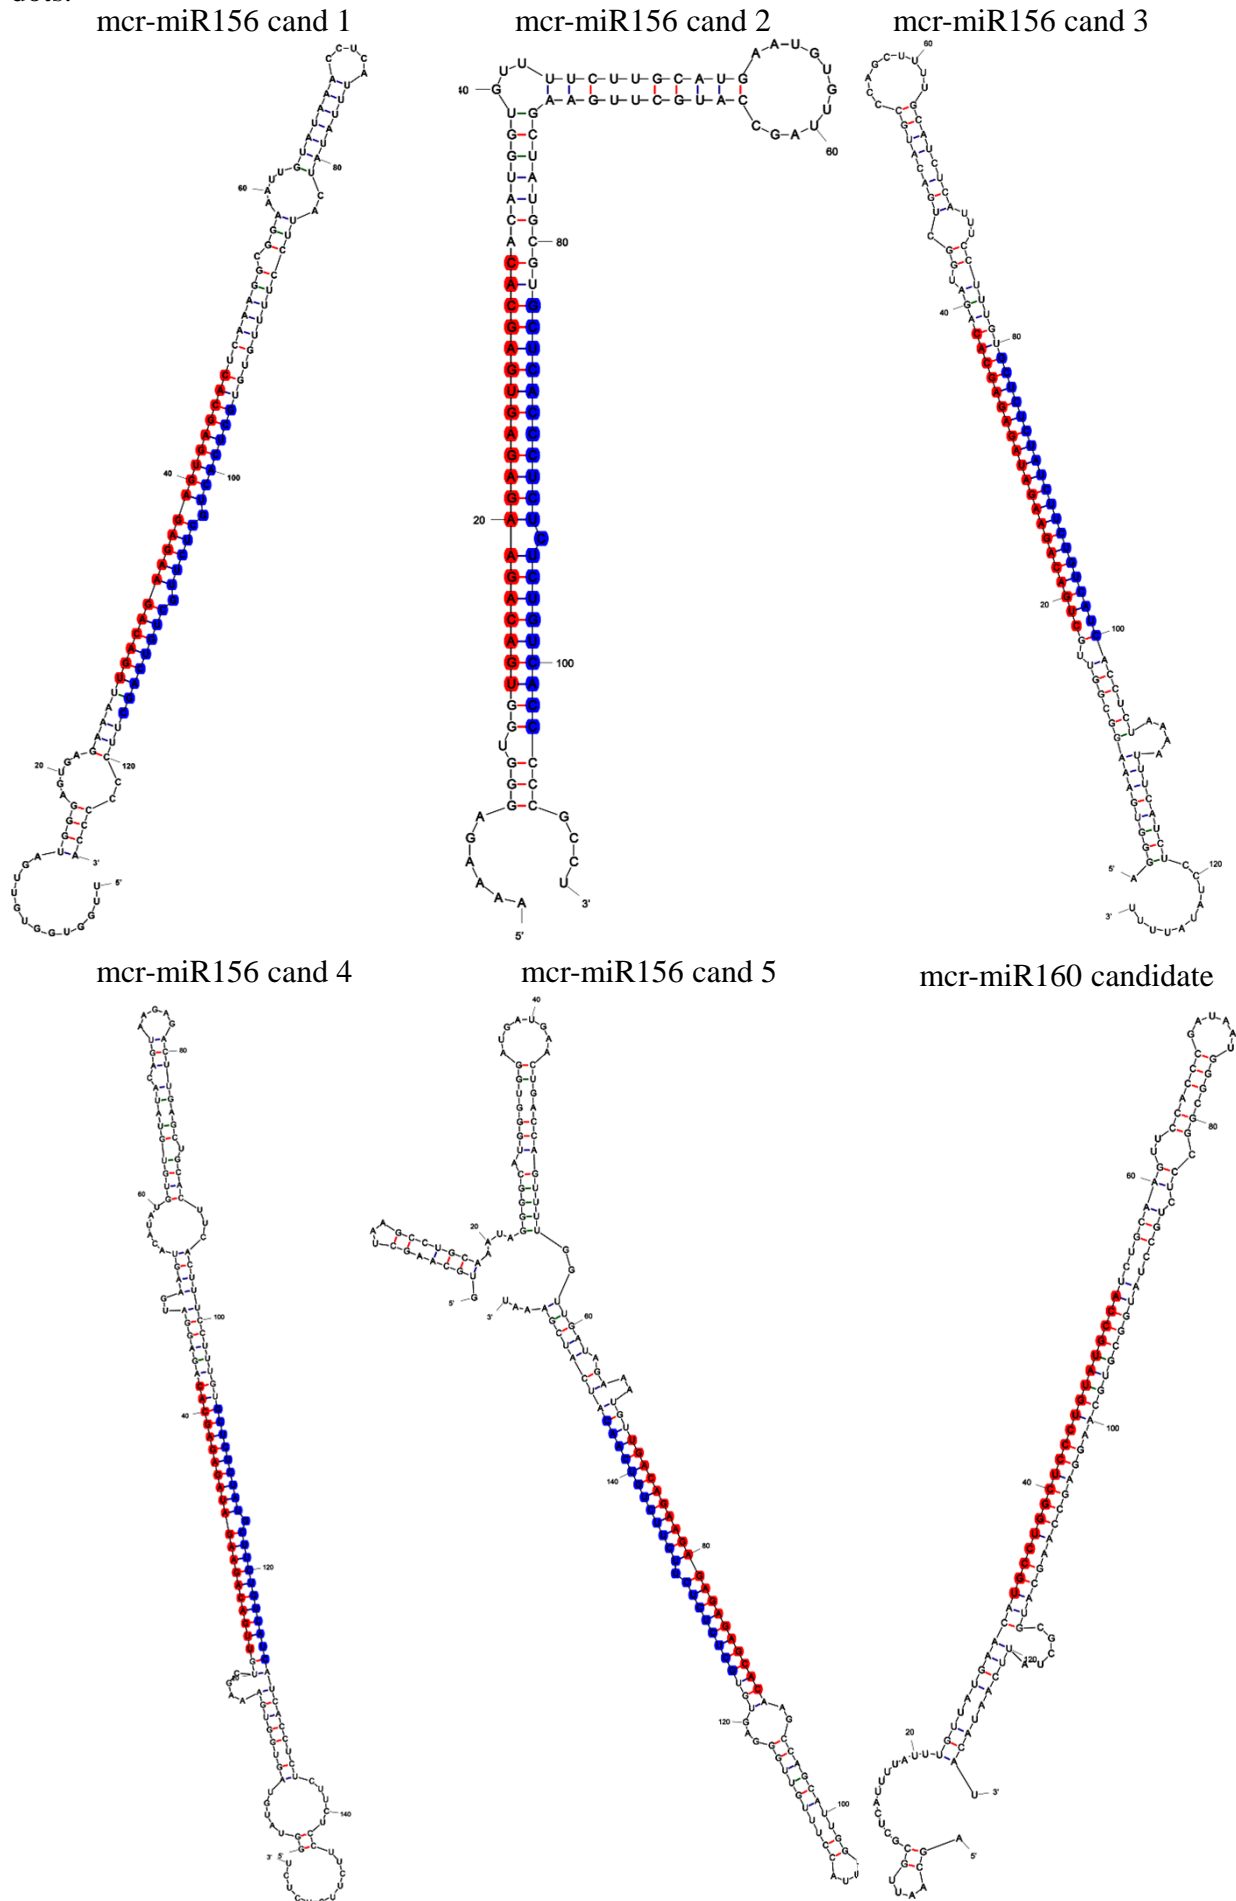

## Additional file 6. Predicted hairpin structure of conserved mcr-miRNA precursors (continued)

mcr-miR162 candidate

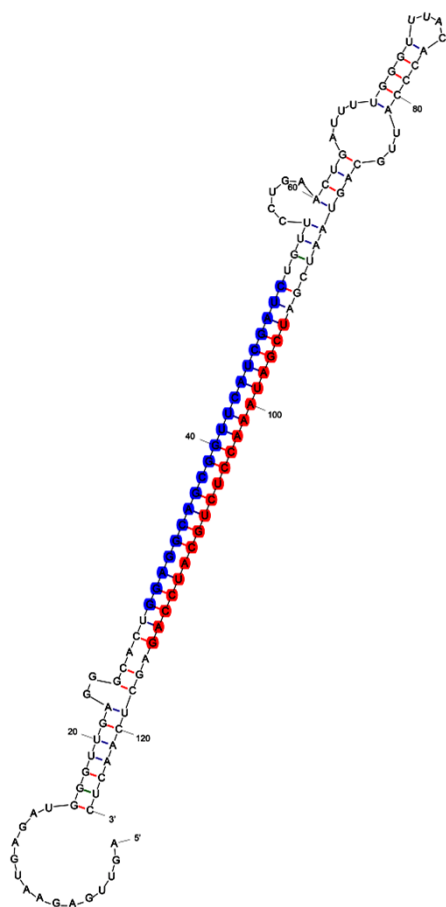

mcr-miR166 cand 1

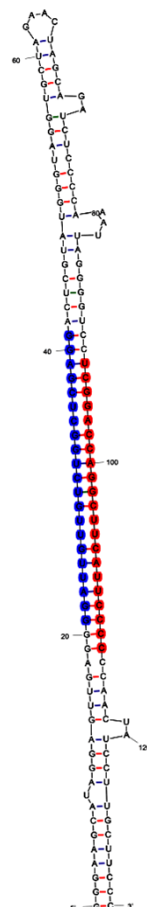

mcr-miR169 cand 1

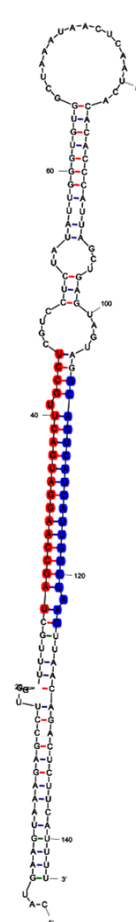

mcr-miR169 cand 2

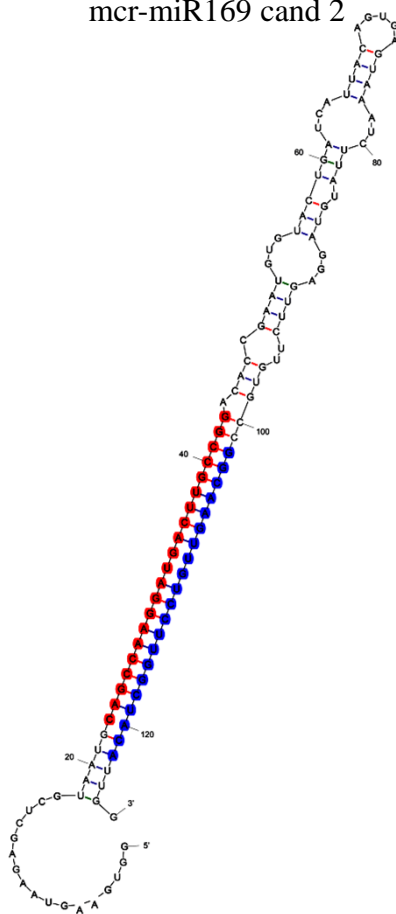

mcr-miR171 candidate

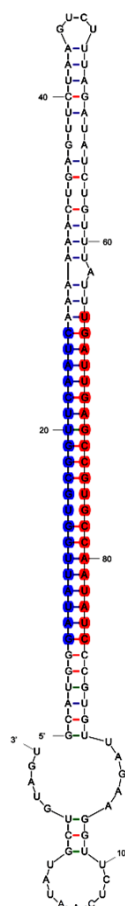

mcr-miR403 candidate

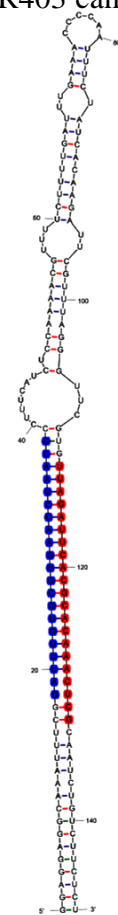

Additional file 6. Predicted hairpin structure of conserved mcr-miRNA precursors (continued)

mcr-miR159 cand 1

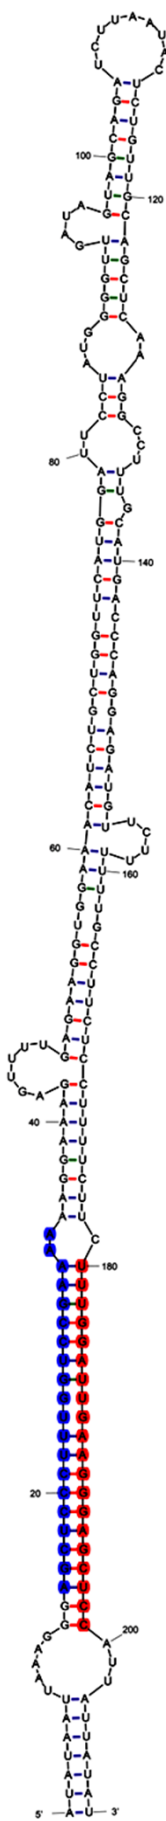

mcr-miR159 cand 2

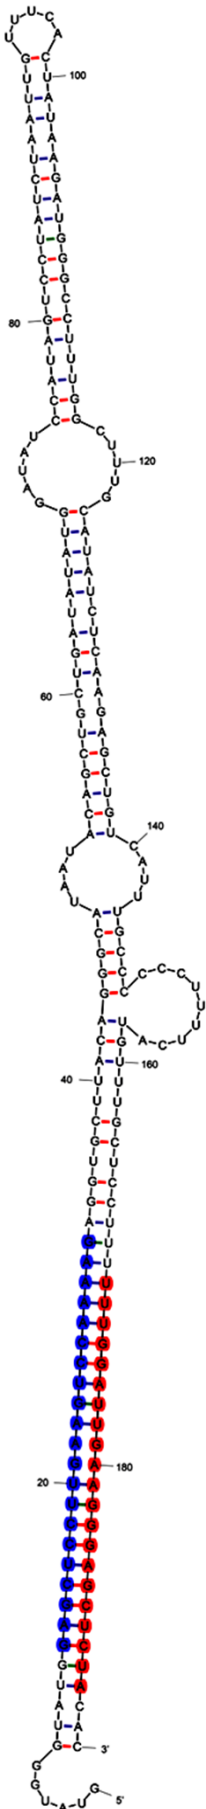

mcr-miR166 cand 2

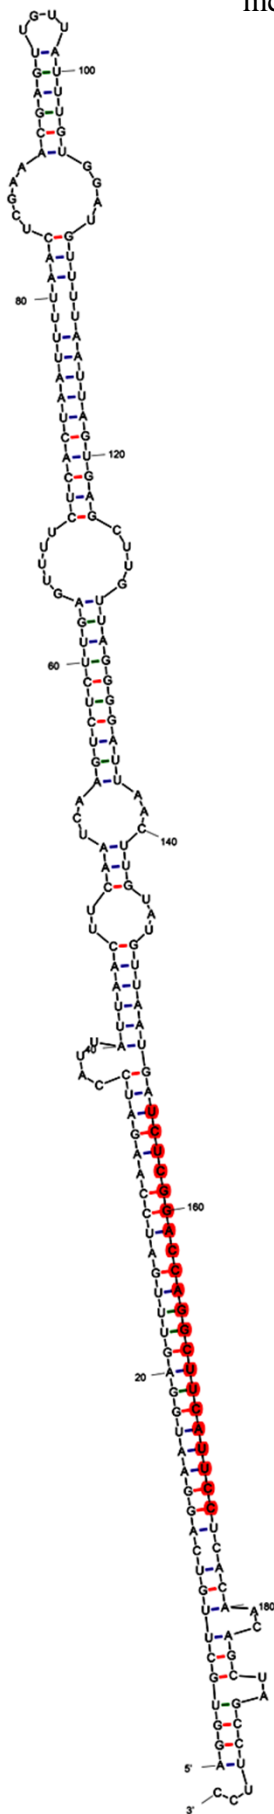

mcr-miR168 candidate

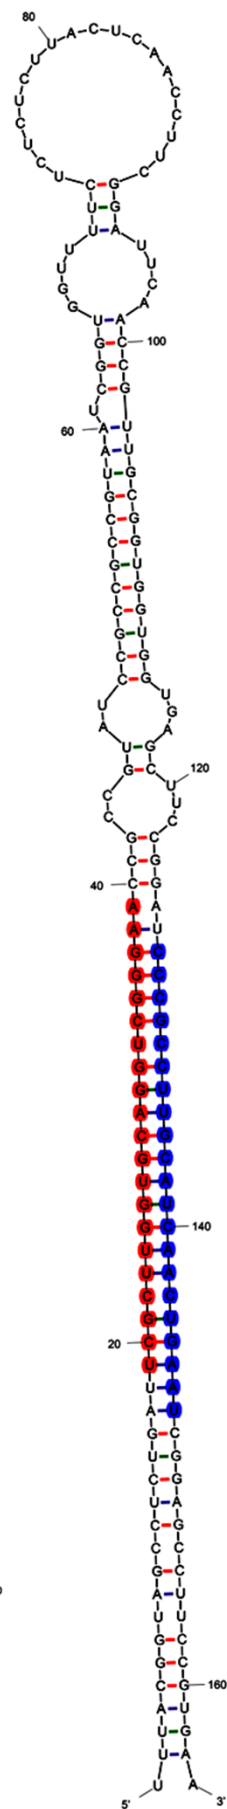

mcr-miR396 candidate

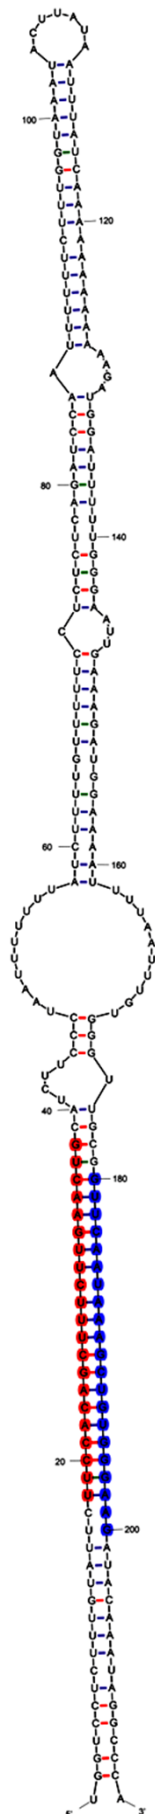

Additional file 6. Predicted hairpin structure of conserved mcr-miRNA precursors (continued)

mcr-miR164 candidate

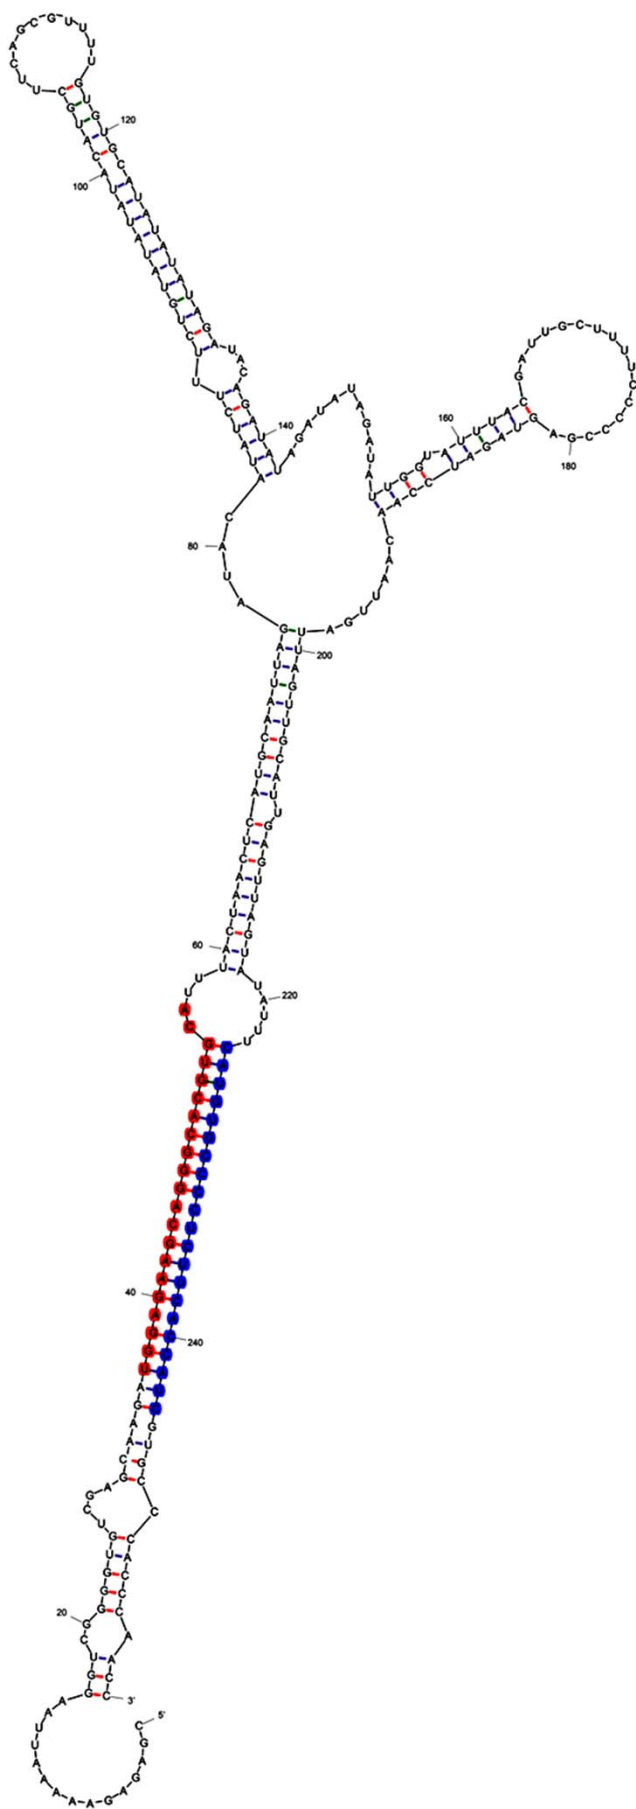

mcr-miR319 candidate

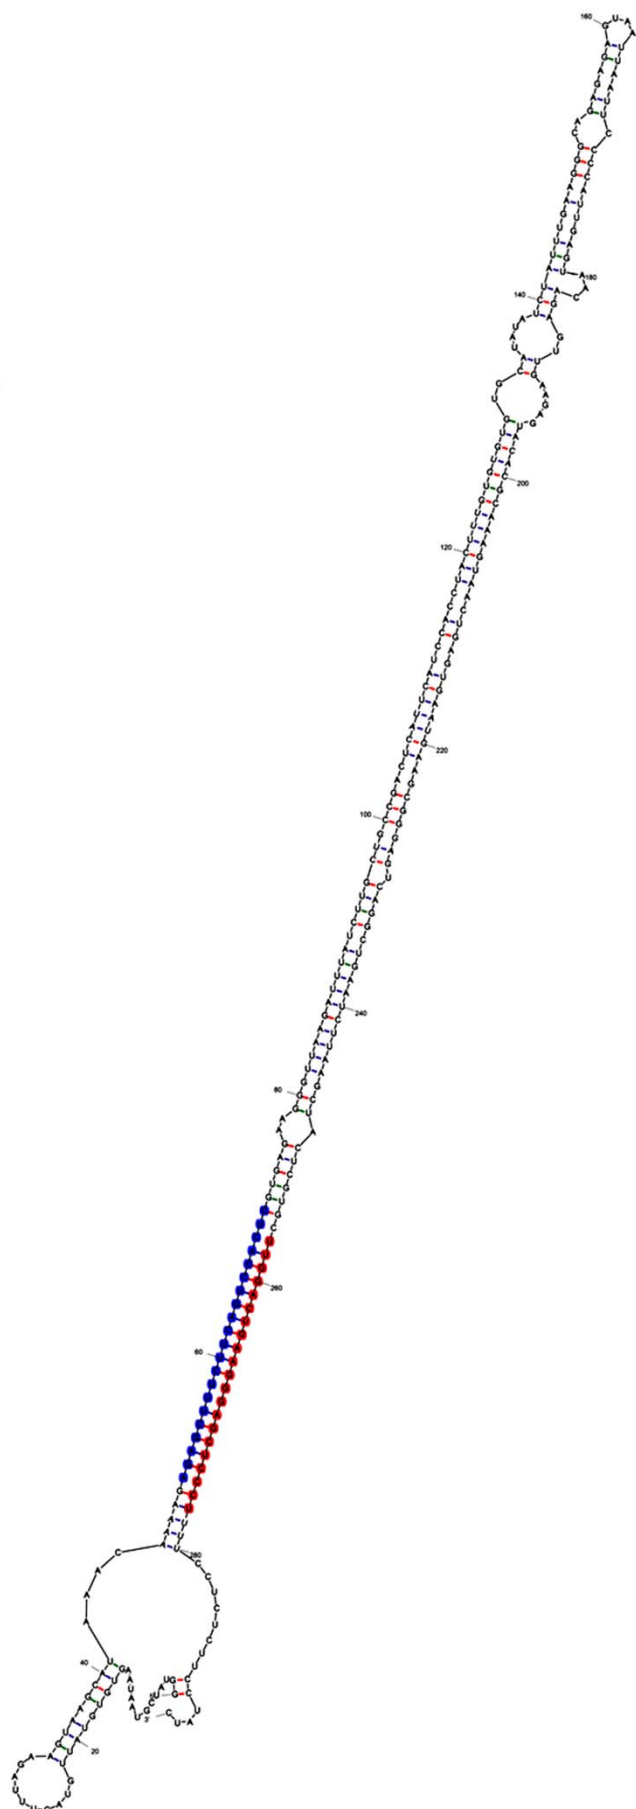

**Additional file 6. Predicted hairpin structure of novel mcr-miRNA precursors.** Secondary structure prediction was carried out with mfold. miRNAs were labeled with red dots and miRNA\*s with blue dots.

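On refolding, mcr-miR16 had the lowest energy of the Table 2 hairpins, over 372 nt, and mcr-miR24 the highest, over 145 nt. On the hairpin of mcr-miR17, 551 of 638 reads (86.4%) lay on the strand opposite to the miRNA. On that of mcr-miR3 all 437 reads lay at the miRNA or miRNA*.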

mcr-miR1

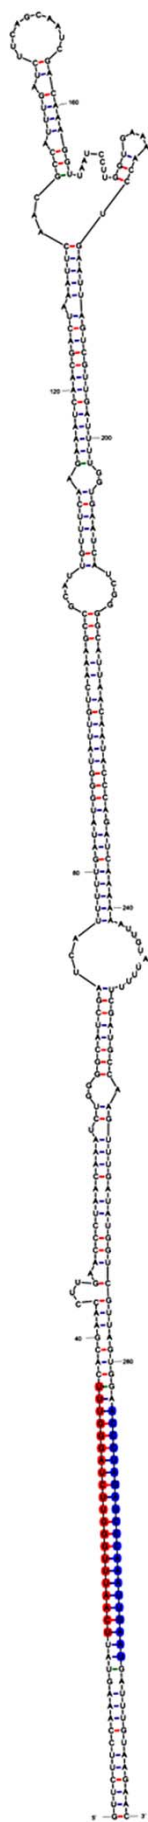

mcr-miR4

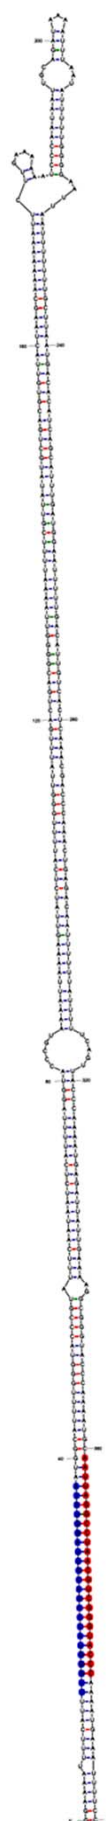

mcr-miR6

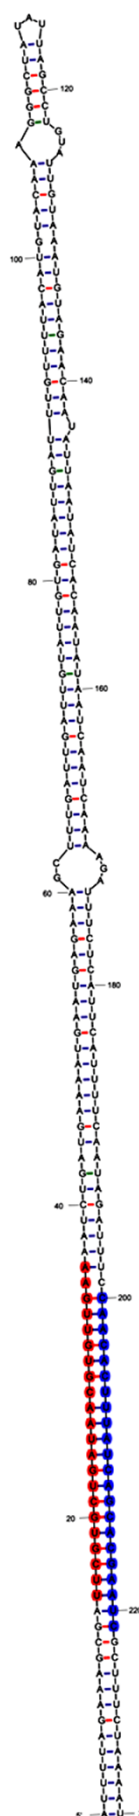

mcr-miR9

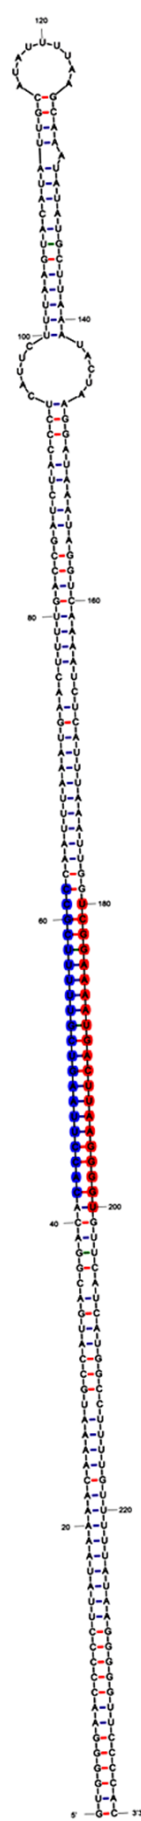

mcr-miR10

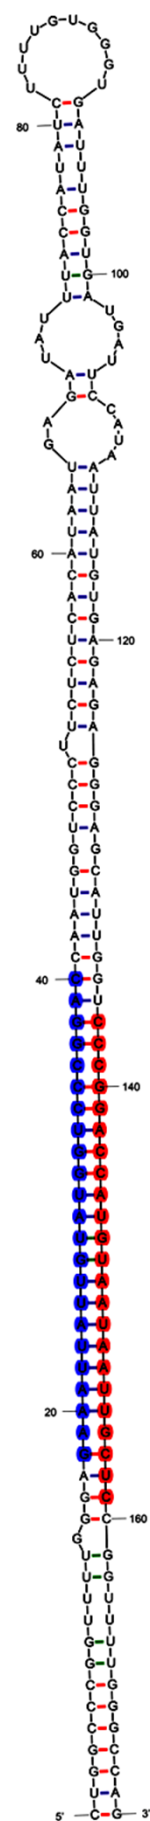

Additional file 6. Predicted hairpin structure of novel mcr-miRNA precursors (continued)

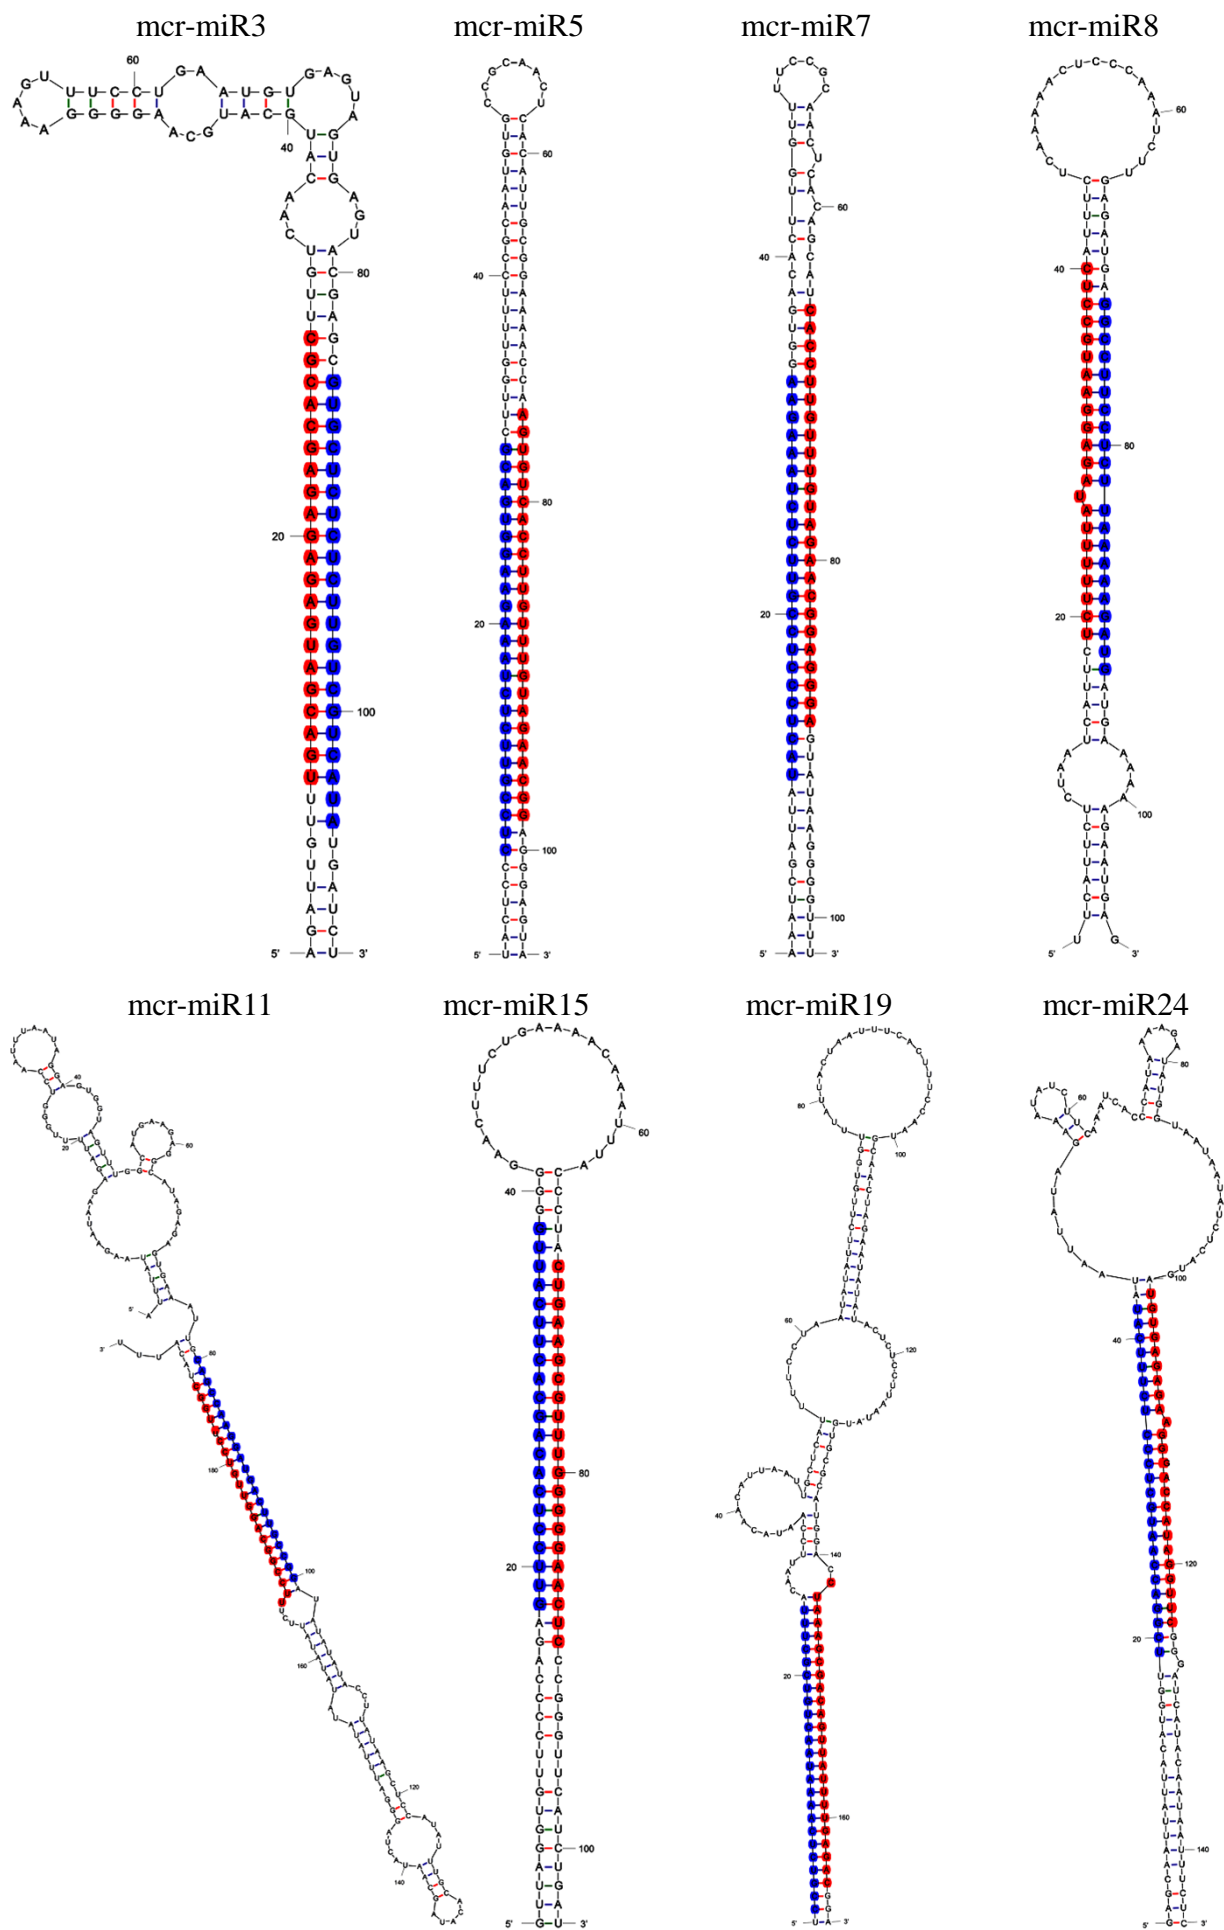

Additional file 6. Predicted hairpin structure of novel mcr-miRNA precursors (continued)

mcr-miR12

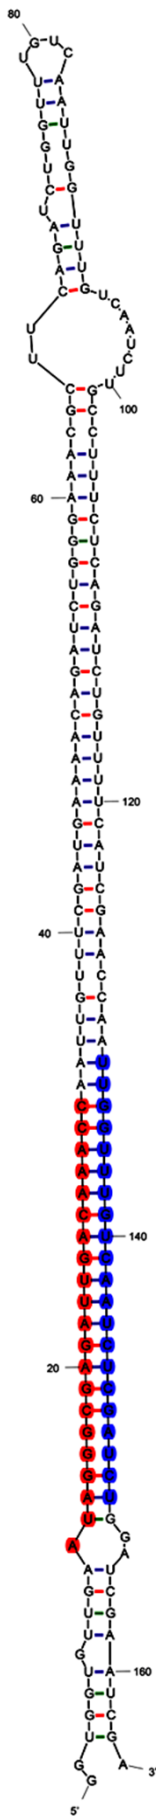

mcr-miR13

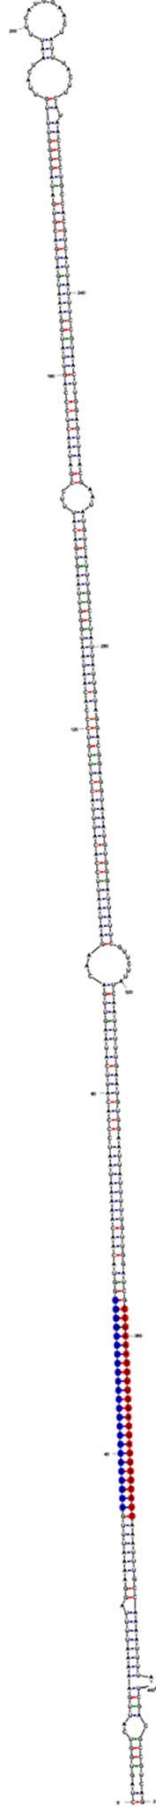

mcr-miR14

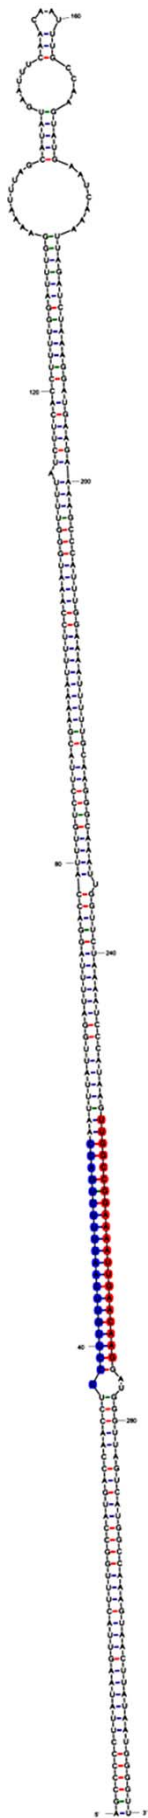

mcr-miR16

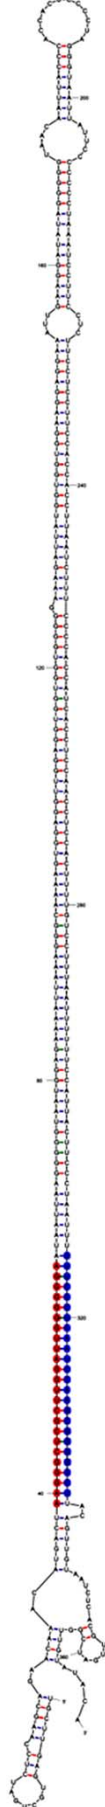

mcr-miR17

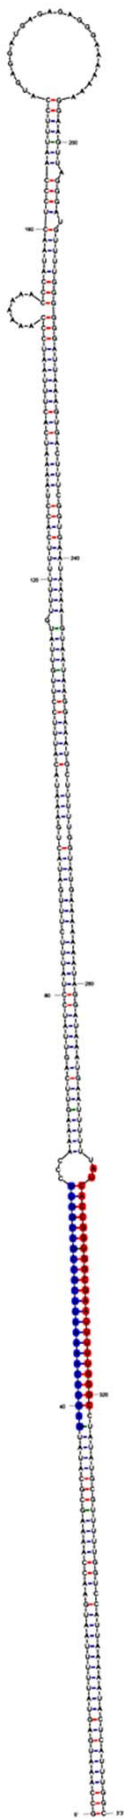

Additional file 6. Predicted hairpin structure of novel mcr-miRNA precursors (continued)

mcr-miR18

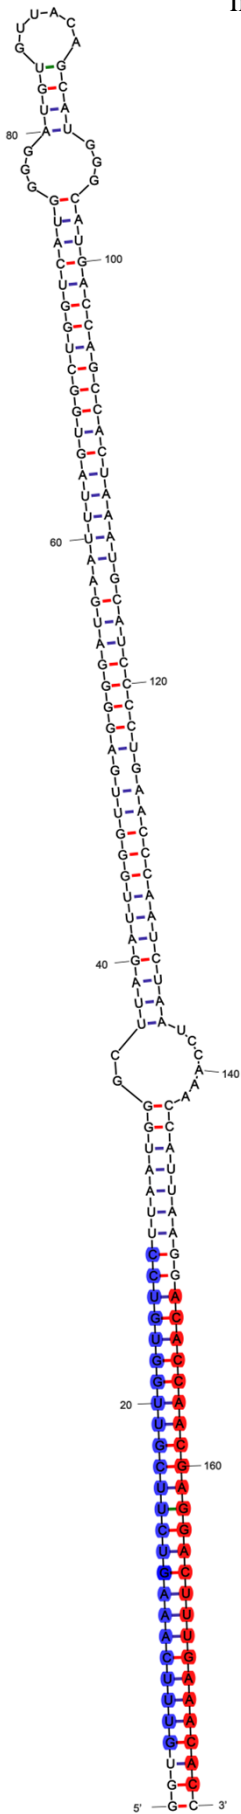

mcr-miR20

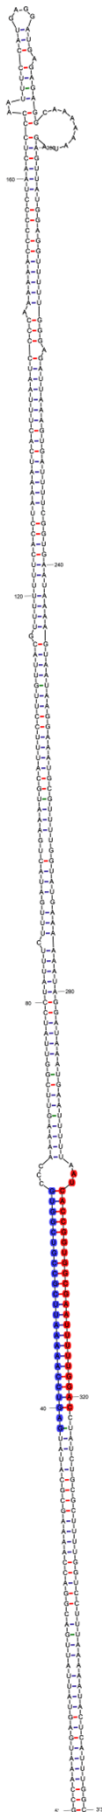

mcr-miR21

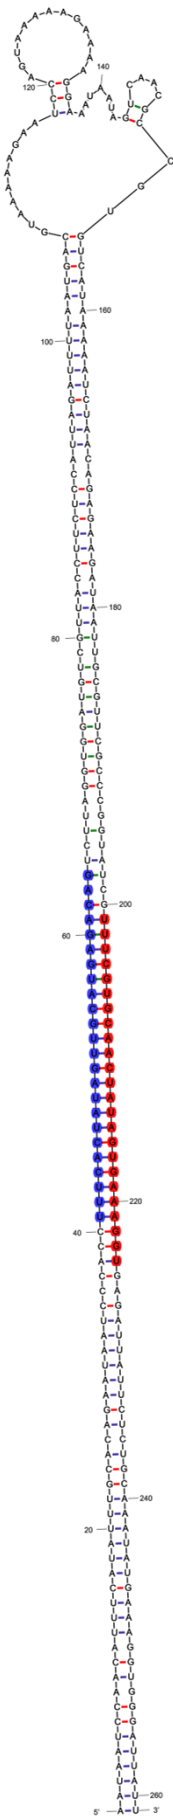

mcr-miR22

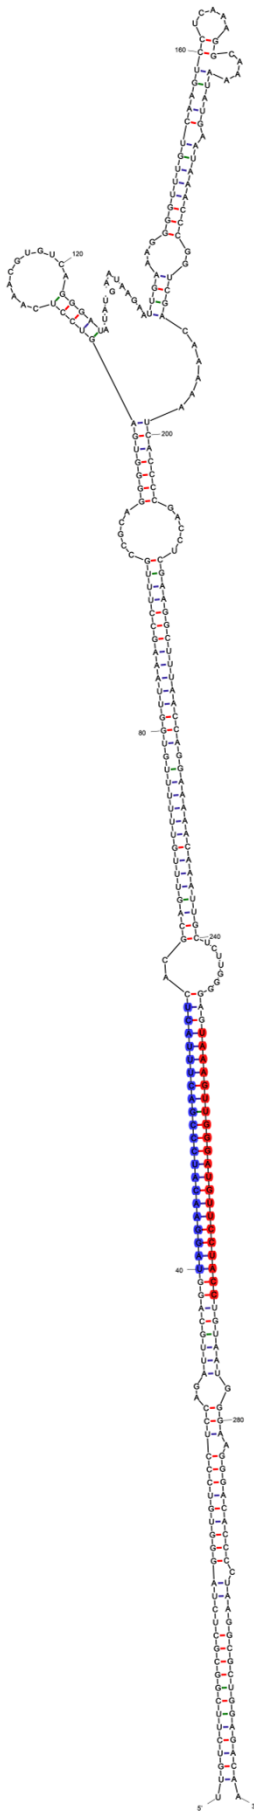

mcr-miR23

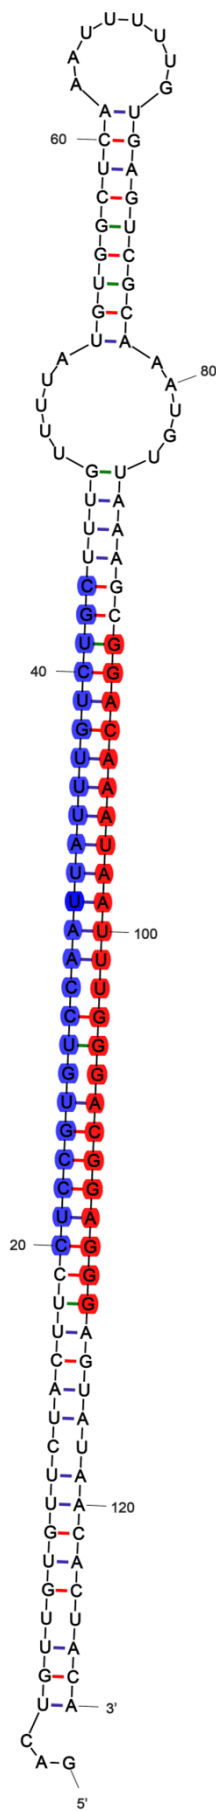

Additional file 7. Target plots (t-plots) show mcr-miR164 (A), 166b (B), 169a, b (C), and 403 (D) targeting to corresponding genes using degradome sequencing. Arrows indicate the miRNA cleavage sites.

**A** mcr-miR164 targeting gene coding NAC100

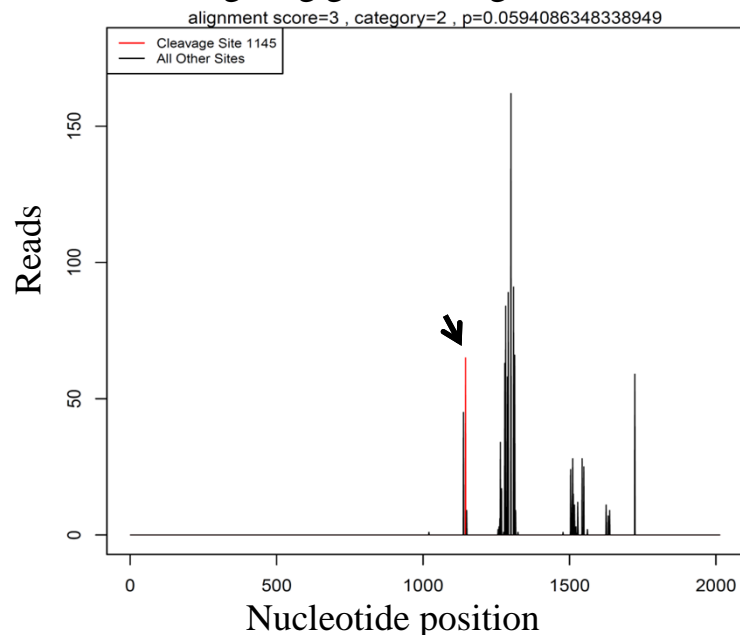

**B** mcr-miR166b targeting gene coding HD-ZIP

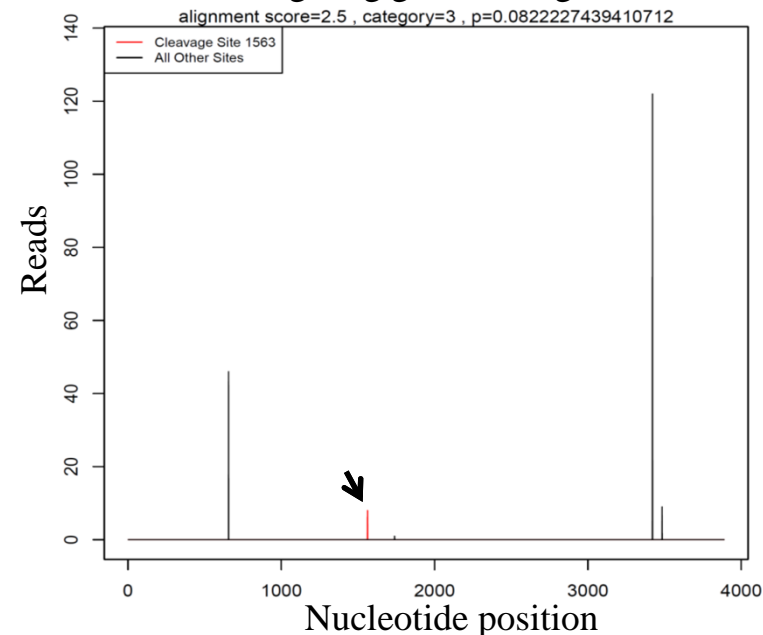

**C** mcr-miR169a, b targeting gene coding NF-YA1

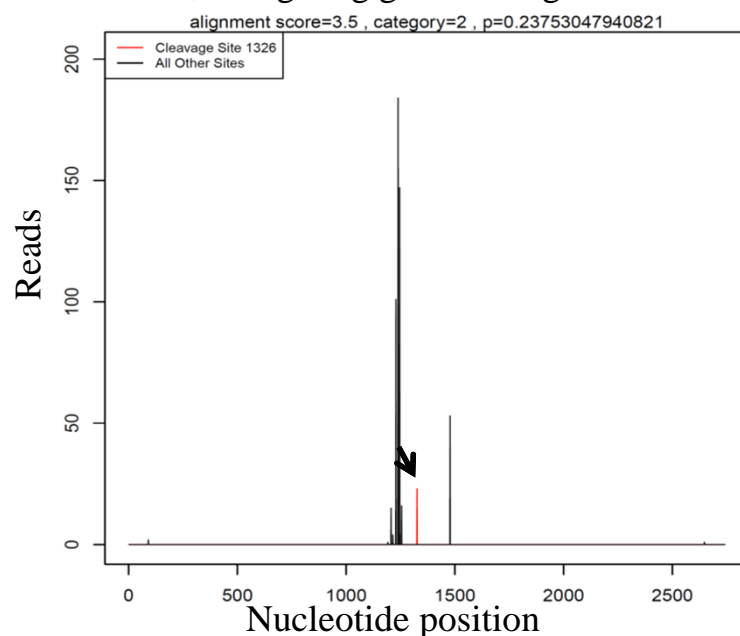

**D** mcr-miR403 targeting gene coding AGO2

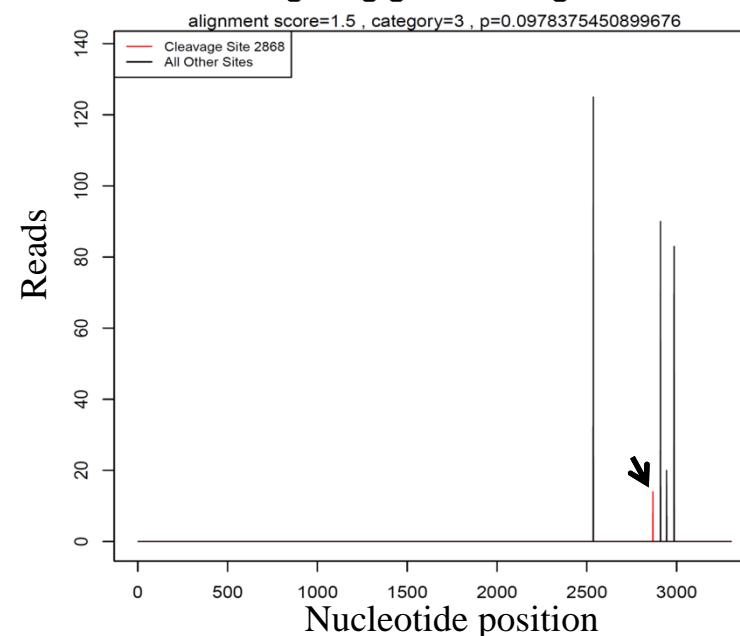

Additional file 8. Primers used in this study. SL: stem-loop; PA: poly A; F: forward primer; R: reverse primer

| RT primers     | Sequence                                                     |
|----------------|--------------------------------------------------------------|
| SLRT-156a      | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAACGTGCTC         |
| SLRT-159b      | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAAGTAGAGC         |
| SLRT-160       | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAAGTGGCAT         |
| SLRT-162       | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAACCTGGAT         |
| SLRT-164       | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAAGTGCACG         |
| SLRT-166b      | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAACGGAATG         |
| SLRT-168       | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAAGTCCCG          |
| SLRT-169b      | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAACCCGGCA         |
| SLRT-171       | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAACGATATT         |
| SLRT-319       | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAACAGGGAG         |
| SLRT-396       | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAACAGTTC          |
| SLRT-403       | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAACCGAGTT         |
| SLRT-R1        | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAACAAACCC         |
| SLRT-R3        | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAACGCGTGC         |
| SLRT-R5        | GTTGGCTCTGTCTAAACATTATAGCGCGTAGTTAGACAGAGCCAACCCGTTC         |
| Universal-PART | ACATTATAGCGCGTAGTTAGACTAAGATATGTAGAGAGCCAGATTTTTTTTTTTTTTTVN |

| miRNA-specific PCR primers | Sequence             | Application        |
|----------------------------|----------------------|--------------------|
| 156-PAF                    | TGACAGAAGAGAGTGAGCAC | Poly(A)            |
| 156-SLF                    | TGACAGAAGAGAGTGAG    | Stem-Loop          |
| 159-F                      | TTCTTTGGATTGAAGGGAGC | Poly(A); Stem-Loop |
| 160-PAF                    | ATGCCTGGCTCCCTGTATGC | Poly(A)            |
| 160-SLF                    | ATGCCTGGCTCCCTGTAT   | Stem-Loop          |
| 162-F                      | AATCGATCGATAAACCTCTG | Poly(A); Stem-Loop |
| 164-F                      | AGCAAGATGGAGAAGCAGGG | Poly(A); Stem-Loop |
| 166-PAF                    | TCTCGGACCAGGCTTCATTC | Poly(A)            |
| 166-SLF                    | TCTCGGACCAGGCTTCAT   | Stem-Loop          |
| 168-PAF                    | TTCGCTTGGTGCAGGTCGGG | Poly(A)            |
| 168-SLF                    | TTCGCTTGGTGCAGGTCG   | Stem-Loop          |
| 169-SLF                    | GCTAGCCAAGGATGACTTGC | Stem-Loop          |
| 169-PAF                    | TTGCTAGCCAAGGATGACTT | Poly(A)            |
| 171-SLF                    | TTTGATTGAGCCGTGCCAAT | Stem-Loop          |
| 171-PAF                    | TATTTGATTGAGCCGTGCCA | Poly(A)            |
| 319-F                      | TGTCGTTGGACTGAAGGGAG | Poly(A); Stem-Loop |
| 396-PAF                    | CTTCCACAGCTTTCTTGAAC | Poly(A)            |
| 396-SLF                    | CTTCCACAGCTTTCTTGAA  | Stem-Loop          |
| 403-F                      | TGTTAGATTCACGCACAAAC | Poly(A); Stem-Loop |
| R1-F                       | AAGTATTCAATTTGGGTCT  | Poly(A); Stem-Loop |
| R2-F                       | CCACCCGGGATCGTTTCGTG | Poly(A)            |
| R3-F                       | TTGACGATGAGAGAGAGCAC | Poly(A); Stem-Loop |

| R4-F                | TTAGGCCTAACGTCGGGTAC         | Poly(A)            |
|---------------------|------------------------------|--------------------|
| R5-F                | AGTGTCACCTTGTTTGTAGA         | Poly(A); Stem-Loop |
| R6-F                | AAGCGATTTCGTGCTGATAAC        | Poly(A)            |
| R7-F                | CATCACCTTGTTTGTAGAAC         | Poly(A)            |
| R8-F                | ATGTCTTTTTATAGAGGAAT         | Poly(A)            |
| R9-F                | ATTGGTCGGAAAATGACTTA         | Poly(A)            |
| R10-F               | GTCCCGGACCATGTAATAAT         | Poly(A)            |
| R11-F               | ATTCTTTCCGGCAGGTTGTC         | Poly(A)            |
| R12-F               | TGAATAGGGCGAGATTGACA         | Poly(A)            |
| U6-F                | GATAAAATTGGAACGATACAG        | Poly(A); Stem-Loop |
| U6-R                | ATTTGGACCATTCTCTCGATTT       | Poly(A); Stem-Loop |
| Univeral-R          | ACATTATAGCGCGTAGTTAGA        | Poly(A); Stem-Loop |
|                     |                              |                    |
| Target gene primers | Sequence                     | Region             |
| SPL-F               | TCAACCGTTCAAGGATTACC         | Target site        |
| SPL-R               | CATTCTCAAGCACTGGCATAG        |                    |
| MYB-F               | CGCAGAAGAAGAAGCTCGTATCA      | Conserve region    |
| MYB-R               | TGTCAAAATCATTCGCCTGTG        |                    |
| ARF-F               | TTCCCATGGTGAGCAAACAA         | Target site        |
| ARF-R               | CTTCCAGTCCCCTCGTATTCC        |                    |
| DCL-F               | GGATGCTAGCTGGCTTTCTGTAA      | Target site        |
| DCL-R               | GGGGATTGGATTTTGTCTGGA        |                    |
| NAC-F               | CATTCGGTAACGAGTTTAGCCCTTC    | Target site        |
| NAC-R               | GCCCTAGAGAAATAGTCCCCTTGGT    |                    |
| HD-ZIP-F            | GCTCCTGCCCCGTGATTTTTG        | Conserve region    |
| HD-ZIP-R            | GCGCCAGCACAGTTGATGATT        |                    |
| AGO1-F              | CCGGAAAGGGTAGCACTG           | Conserve region    |
| AGO1-R              | AGAACCATCATCCTCATCAACAAG     |                    |
| CYP-F               | AAAGGATGACGTGCTGGGTATGC      | Conserve region    |
| CYP-R               | AAGGGCGCTGGTGGGTGTAAT        |                    |
| NF-Y-F              | CTTCTCCAGCTACTCGTCTCG        | Target site        |
| NF-Y-R              | TGGTTCCAATCATGTCTGTTTC       |                    |
| SCL-F               | CAATTCGCTCGGGATCTCAACAT      | Conserve region    |
| SCL-R               | TTCCGGCGACAAAATTCACACTA      |                    |
| TCP-F               | AAGCAAAAGGGTACAAGAATGG       | Conserve region    |
| TCP-R               | ATAGAACTGAATGGCGGTGTGG       |                    |
| FBP-F               | TGTGGCCAAGGGAGATT            | Target site        |
| FBP-R               | GTGAAAGAGAAAAAGAAGGGATACAACA |                    |
| GRF-F               | GGCCGCCACCGTTCAAGA           | Target site        |
| GRF-R               | TGGTCGGAGGCATCACAGAGA        |                    |

|          |                            |             |
|----------|----------------------------|-------------|
| AGO2-F   | TCTTTTTTGCCTTCCTCTCTCTCCT  | Target site |
| AGO2-R   | CAGACGTAACCTTAATACTTTCTTA  |             |
| Germin-F | AGGGTGAGATCTTAGTGGGCTTTGTG | Target site |
| Germin-R | CAGGCATGGCAGGCTTTGAT       |             |
| ITR-F    | GTCATGTACTACAGCCCTAC       | Target site |
| ITR-R    | AGCAGCGATAGAGAGGAAC        |             |
| PFK-F    | ATGTGGTGGTCTATGTCCTGGTTTA  | Target site |
| PFK-R    | ATGGCCCCCTCGTGAAGT         |             |
| FNR-F    | GTTCTTTGTTATAACAAGGAGGA    |             |
| FNR-R    | GAACCAGTCAATACCATCT        |             |

How the deposited data were processed for this re-analysis (not part of the article)

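The study sequenced small RNA from 3-day-old dark-grown ice plant seedlings kept in water (control) and from seedlings of the same age given 200 mM NaCl for 6 h (salt), with 1 library per condition. The authors trimmed the adaptors and collapsed the reads to distinct sequences, and the deposited tables give the read count of each sequence of 15 to 27 nt without normalization. The same deposited tables give RPM, which the authors computed over all reads of the table. The authors filtered the reads with the UEA small RNA workbench to 18 to 25 nt, took out t/rRNA matches and kept sequences that match the assembled transcripts. The headers of the deposited files give the total after each of these steps. The authors predicted precursors with miRCat on the transcripts, and the deposited predictions give the count of reads of each mature sequence and a score for each hairpin, its folding energy in kcal/mol. The authors also matched the reads of 20 to 22 nt to miRBase with miRProf, where the paper's methods allow up to 2 mismatches and its results consider only perfect matches.

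The count of each exact sequence was taken from the read tables. Tables 1 and 2, Additional files 2, 3 and 5 and Supplementary Data Sheet 2 gave the lists, sequences and hairpins. RPM was computed over the 3089326 control and 3157610 salt reads that remain after t/rRNA removal. Size distributions and first nucleotides were tallied over the 3824320 and 3705732 reads of 18 to 25 nt before that removal. The family that Additional file 5 lists as miR165 together with miR166 is called miR166 here, as in Table 1. Hairpins were folded with RNAfold 2.7.2 at 37 °C. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, R 4.3.3 with edgeR 4.0.16 for the TMM factor, and matplotlib 3.10.9 for the plots.

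The 2 conditions have 1 library each, so no test across samples was possible and no p-value is given. Ratios have an exact 95% interval conditional on the sum of the 2 counts, and shares an exact binomial interval. They cover counting error only. A count of 0 was taken as at most 3 reads, and no fold is given where both counts are at or under 3. The median ratio of a list was placed among 10000 random lists of the same size, drawn from sequences with at least 1 read in each library and a mean RPM within 10% of each member, or from the 100 nearest where fewer than 100 lie there. A first version drew from the 100 nearest throughout. It was replaced after its values were seen, because the nearest sequences of a member with few reads mostly have the same counts as the member. The percentiles of both versions are given.

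The calculations were tested on simulated data. Counts for 38376 sequences with at least 10 reads in all were drawn from their real means and the real library sizes. Of the more abundant of these, 200 were changed in the salt library by a known factor, larger than most of the ratios called here. Sequences with fewer reads were not simulated, singly or in lists, nor were smaller changes of single sequences. For the comparison of control and salt, the interval held the true ratio for 97.1% of the 38376 sequences, 2.92% of the unchanged ones were called and 98.0% of the 200 changed ones were called in their direction. The TMM factor was 0.999 times and the median-of-ratios factor 1.00 times the true factor over the same sequences. Of 200 simulated lists of 24 unchanged sequences, 97.0% lay between percentiles 2.5 and 97.5 with the matching used and 83.0% with the 100 nearest sequences. Of 200 lists raised 1.5 times, 97.5% lay above percentile 97.5.

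Before the data were examined, the alternatives were set as other denominators (reads of 20 to 22 nt, reads without the miR166 family), the TMM and median-of-ratios factors, 3′ variants, up to 2 substitutions, reads at the position on the hairpin within 3 nt, other read minimums, other read classes for the size distribution, and other folding settings. After the data were seen, 5 were added: the totals before t/rRNA removal, the totals of 15 to 27 nt, reads that match the transcripts without 19 nt, and the numbers by length after t/rRNA removal that Additional file 2 gives, with and without miR166. The matching within 10% of the mean RPM was also chosen then, and the 100 nearest sequences, which it replaced, are kept as an alternative. The reads of miR166 were taken from the read tables for this, and 99.7% of them in control and 99.8% in salt had passed the removal and match the transcripts. The sequences named were set before the data were examined as each miRNA of Tables 1 and 2, each family of Additional file 5, and within a family the 3 members with the most reads. The paper's tables had shown their values. Sequences outside these lists were to be given only by number, length and reads. The 2 flagged sequences that are named below were chosen after their values were seen. Also named below are the damaged entry of the control read table and the 3 members of Additional file 5 whose reads differ from the paper's.

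The transcripts themselves, the degradome, the RT-qPCR data and the images were not used here, apart from the directions that Figure 4 gives and those of the miRNAs in Figure 6. The hairpins of mcr-miR159a, mcr-miR169a and mcr-miR6 were not used here.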

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

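The tests of each sequence alone, of longer forms, of a damaged entry and of the 14 lower sequences were chosen after the result was seen. The tests of the 3 sequences together were set before.

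Sequences outside Tables 1 and 2 and Additional file 5 are not discussed in the paper. Of 1610 such sequences with at least 100 reads in a library, 3 were at least 4 times higher in the salt library and 14 at least 4 times lower. The 3 are flagged because the rule used looks for a signal above that of the control library. They had 726 salt and 26 control reads in all, and 2 of them are named here after their values were seen. GGTATACAAAGTCAACAGATC had 18 control and 241 salt reads, a ratio of 13.1 (8.11 to 22.5). TCTCGTTCAGGATTGATTACC had 0 control and 312 salt reads, which is at least 102 times higher with the 0 taken as 3 reads, and the counting interval of the ratio begins at 82.3. A sequence of 25 nt had 8 and 173 reads, a ratio of 21.2 (10.5 to 49.8), and is not printed because its origin is unknown.

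For TCTCGTTCAGGATTGATTACC the control read table itself offers a candidate explanation. The table holds 1 entry whose sequence is 1 nt shorter than its stated length of 21 nt. That entry, CTCGTTCAGGATTGATTACC with 255 reads, is the same sequence without its first nucleotide, and the 20-nt form proper has 7 control and 9 salt reads. With the 255 reads counted, the ratio is 1.20 (1.01 to 1.42). The difference is then likely a fault of the table and not of the seedlings.

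For the 3 together, 76.2% of the salt reads had passed the t/rRNA filter and match the transcripts, which argues against t/rRNA fragments, though this share includes TCTCGTTCAGGATTGATTACC. For GGTATACAAAGTCAACAGATC alone, all 241 salt reads passed. For the 25-nt sequence 0 reads are among those that passed, which leaves open whether it is such a fragment or lacks a match to the transcripts, so these cannot be told apart. Sequencing errors or end variants of the listed miRNAs hold 0% of the salt reads of the 3. All reads of 21 to 27 nt that begin with GGTATACAAAGTCAACAGATC numbered 292 in control and 1081 in salt, a ratio of 3.62 (3.18 to 4.14), so a change of the 3′ end alone does not account for it. What stays open for GGTATACAAAGTCAACAGATC is a response to NaCl, a difference between the 2 preparations, and reads from another organism, none of which 1 library per condition can test.

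The 14 lower sequences hold more reads than the 3 higher ones, 7084 in control and 1023 in salt. Of the 14, 10 had passed the t/rRNA filter and match the transcripts in control, with 84.5% of the control reads of the 14, which argues against t/rRNA fragments for these 10. For the other 4 it stays open. Among the 14 is the 20-nt CTCGTTCAGGATTGATTACC, whose control reads include the 255 of the damaged entry, against 9 salt reads. Its difference, too, is then likely a fault of the table, and its reads are part of the 7084. For the rest of the 14, a response to NaCl, a difference between the 2 preparations and reads from another organism stay open.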

How the results depend on the processing

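No paired analysis was possible because each condition has 1 library. The totals before t/rRNA removal, the totals of 15 to 27 nt, the reads that match the transcripts without 19 nt and the numbers by length after t/rRNA removal were chosen after the data were seen, as was the main matching of the random lists, within 10% of the mean RPM. Of 639 values under an alternative, 481 stayed within their counting interval or range, 140 moved and 18 reversed. Except where the text says otherwise, the cause was not tested.

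Scaling moves every ratio by 1 factor, so families near 1 change side by construction. The TMM factor raised all ratios by 0.12 and the median-of-ratios factor by 0.11 on the log2 scale. With TMM, miR159 turned from 0.972 to 1.06, miR167 to 1.03, miR319 to 1.01, miR403 to 1.02 and mcr-miR403 to 1.02. Lower families went from 6 to 1 and higher ones from 5 to 7, lower miRNAs of Table 1 from 4 to 2 and of Table 2 from 1 to 0, and the percentiles of Tables 1 and 2 from 95.9 and 53.7 to 94.0 and 51.8. With median-of-ratios, miR159 turned to 1.05, miR167 to 1.02, miR319 to 1.00, miR403 to 1.01 and mcr-miR403 to 1.01, with 1 lower family against 7 higher, 2 lower miRNAs in Table 1, 0 in Table 2, and percentile 94.3 for Table 1. With reads of 20 to 22 nt as denominator, miR159 turned to 1.03, 2 families and 0 miRNAs of Table 2 were lower, and the percentiles were 94.6 and 50.9. Without miR166 in the denominator, 3 families and 0 miRNAs of Table 2 were lower, and the percentile of Table 2 was 52.3. With the totals before t/rRNA removal, miR159 turned to 1.03, 2 families and 0 miRNAs of Table 2 were lower, and the percentiles were 94.7 and 50.7. With the totals of 15 to 27 nt these were 1.03, 2, 0, 94.5 and 50.8. In the 6 scalings, miR156/157, miR166, miR169, miR396 and miR398 stayed above 1 and miR394 and miR399 below 1, though the interval of miR399 included 1 with the TMM and median-of-ratios factors.

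With 3′ variants counted too, mcr-miR159a turned from 1.03 to 0.972, because mcr-miR159a and mcr-miR159b share their first 18 nt and so count the same reads, and 0 miRNAs of Table 2 were higher. With reads at the hairpin position, 0 of Table 2 were higher. With at least 10 reads, 78 conserved miRNAs were left. The percentiles were 98.7 and 7.46 with at least 10 reads in each library, 3.05 for Table 2 without matching, and 96.6 and 10.7 with the 100 nearest sequences, the first version used, which the main one replaced after these values were seen. The percentile of Table 2 thus depends on the matching. That of Additional file 5 was 100 under each setting, though many of its sequences are variants of each other and not independent.

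The changes of the 20-, 21- and 24-nt shares were -1.26, 1.16 and 1.30 percentage points. Without miR166 they were -1.15, -0.629 and 2.15. With at least 2 reads per sequence they were -1.57, 1.82 and 1.08, and with only sequences of 1 read 0.0179, 0.0350 and 0.625, of which the former 2 lie within counting error. Over reads that match the transcripts without 19 nt they were -2.68, 3.94 and -0.297. After t/rRNA removal, from the numbers of Additional file 2, they were -1.24, 1.76 and -0.000810, the last within counting error, and without miR166 as well -1.17, 0.240 and 0.768. So the rise of the 24-nt share depends on the reads that the removal takes out, and the 21-nt share without miR166 falls before the removal and rises after it. The changes of all, conserved and other 21-nt reads were 1.82, 2.55 and -0.731 points over reads without miR166 in the denominator. They were 2.18 and -1.02 for the latter pair with 2 substitutions allowed, and 1.76, 1.82 and -0.0540 for the 3 after t/rRNA removal.

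By redundant reads, 57.6% and 64.8% of 21-nt reads began with U and 57.1% and 56.6% of 24-nt reads with A (control and salt). Over sequences with at least 2 reads these were 37.6%, 39.8%, 61.2% and 60.3%. Mean folding energies of Tables 1 and 2 were -83.9 and -147.0 kcal/mol at 25 °C and -66.6 and -119.9 without dangling ends, with MFEI means of 1.20, 1.58, 0.95 and 1.28. Counted by transcript, 142 predictions were shared in place of 50. The numbers of precursors with at least 5 miRNA reads per miRNA* read, the number of families and the number of families with members of both directions kept within 1.5 times of their value under the alternatives run. The precursors left open without a miRNA* read went from 3 in control and 4 in salt to 1 in each with the hairpin position and to 0 with the libraries summed.

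Depth limits what the lists can show. Of the 24 miRNAs of Table 2, 9 had under 10 reads in both libraries, and 57 of the 135 conserved sequences had under 10 reads in all.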

Differences from the paper's values

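Exact reads of the miRNA sequence were compared with the RPM of Tables 1 and 2. The 2 counting alternatives set before the data were examined are reads at the position on the hairpin, with both ends within 3 nt, and variants of the 3′ end. In each pair the control value comes first.

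Both alternatives bring the following within 1.5 times of the paper's values. For mcr-miR319 the paper's RPM are 2410.9 and 2310.0, and here 1330 and 1130. For mcr-miR7 the paper's are 25.6 and 17.4, and here 5.18 and 6.02. For mcr-miR8 the paper's are 24.0 and 25.7, and here 12.9 and 12.0. For mcr-miR17 the paper's are 4.2 and 4.8, and here 2.27 and 2.53. The same holds for the salt value of mcr-miR156e, the paper's 19.6 and here 12.4, the control value of mcr-miR18, the paper's 3.2 and here 1.94, and the salt value of mcr-miR24, the paper's 4.1 and here 2.22.

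The hairpin position, but not the 3′ variants, does so for mcr-miR2, the paper's 70.2 and 67.1 and here 27.5 and 19.6, and for mcr-miR13, the paper's 12.0 and 13.0 and here 2.27 and 2.85. It also does for the control values of mcr-miR10, the paper's 17.8 and here 8.74, mcr-miR11, the paper's 18.1 and here 11.3, mcr-miR19, the paper's 2.9 and here 0.971, and mcr-miR24, the paper's 0.6 and here 0.324. The salt value of mcr-miR10, the paper's 14.3 and here 6.33, is reached by both. For mcr-miR14 the control value, the paper's 9.1 and here 4.21, is reached by both, and the salt value, the paper's 14.3 and here 6.97, by the 3′ variants only.

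Neither alternative does so for mcr-miR4, the paper's 54.7 and 64.0 and here 20.1 and 23.8, for mcr-miR5, the paper's 38.5 and 24.4 and here 11.0 and 8.23, for mcr-miR16, the paper's 6.2 and 11.1 and here 0.324 and 2.53, for the salt values of mcr-miR11, the paper's 15.8 and here 7.92, and mcr-miR19, the paper's 2.2 and here 1.27, or for the control value of mcr-miR23, the paper's 1.6 and here 0.324. The reads that Supplementary Data Sheet 2 itself gives, divided by the same totals, reach within 1.5 times of all 31 values that differ by exact reads, these included, a comparison chosen after the values were seen. For mcr-miR4 they give 55.7 and 64.0 RPM, for mcr-miR5 39.8 and 26.0, and for mcr-miR16 6.15 and 11.4.

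The 19-nt share of redundant control reads is 10.2% in the paper's Additional file 2 and 16.1% here. The paper's share is taken after t/rRNA removal and the value here before it. The settings without miR166 (17.6%), with at least 2 reads (20.3%) and with 1 read (2.79%) differ too.

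In Additional file 5 the paper's reads of TGACAGAAGAGAGTGAGCATA are 14 and 24, and here 0 and 1. The paper's salt read of TCGATAAACCTCTGCATCCGG is 1 and here 0, and the paper's control reads of GGAATGTTGTCTGGCTCGAGG are 2 and here 1. No alternative applies to these.

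The paper states that 24-nt small RNA did not change and that the 21-nt class rose most. Before t/rRNA removal the 24-nt share rose by 1.30 points and the 21-nt share by 1.16. After removal, with the numbers of Additional file 2, a setting chosen after the data were seen, both statements hold: the 24-nt share was 33.6% in both libraries and the 21-nt share rose by 1.76. Without miR166 as well, the 24-nt share rose by 0.768 points and the 21-nt share by 0.240. Leaving out a 21-nt family with a larger share in salt shifts both changes by construction, so this setting does not test the paper's statements. The paper states that each family outside the 4 largest has more than 1 member, and here 2 families, miR394 and miR397, have 1. The paper states that the mcr-miRNAs of Table 2 are numbered from the highest to the lowest abundance. By exact control reads 9 neighbouring pairs are out of order, and by the paper's own RPM 3. The paper states that those detected by RT-qPCR have the higher RPM. Of the 140 pairs of a detected and an undetected miRNA, the detected one was lower in 10 by exact control reads and in 5 by the paper's own control RPM, so most pairs agree. The detected ones below mcr-miR8, the highest of the undetected, were 5 by exact reads (mcr-miR5, mcr-miR7, mcr-miR10, mcr-miR11 and mcr-miR12) and the last 3 of these by the paper's RPM. The paper states that each conserved miRNA* has much fewer reads than its miRNA. Of 17 precursors 15 had at least 5 miRNA reads per miRNA* read in control, and mcr-miR164 had 3.00 and mcr-miR169b 4.00 in control.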

Other observations

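The tests of t/rRNA fragments for the 20-nt share, of a few sequences for the 21-nt share, of mcr-miR11 beside mcr-miR169b and of degraded RNA were chosen after the result was seen.

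The lower 20-nt share in the salt library may rest on a few sequences. The 10 most abundant 20-nt sequences hold 78.9% of the net change, -0.997 of the -1.26 points, although, as shares of the reads before t/rRNA removal, 5 of the 10 are higher in salt and 5 lower. Only 2 of the 10 are in the paper's lists. The largest fall in reads among the 10 is that of 1 unlisted sequence, from 94698 in control to 49379 in salt, a ratio of 0.538. Its control reads outnumber the 86508 20-nt control reads that the t/rRNA filter took, so the filter did not remove it. t/rRNA fragments as the whole cause are argued against by the share after t/rRNA removal, which still changed by -1.24 points. A salt response and a difference between preparations stay open.

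The higher 21-nt share could rest on 2 sequences. mcr-miR166a and mcr-miR166b hold 173% of the net change before t/rRNA removal, 2.00 points against 1.16. After removal they hold 1.80 points against 1.76, and the 21-nt reads outside the conserved families, which fell by 0.909 points before the removal, changed by -0.0540 points after it. Whether this is a response to salt or a difference between the libraries cannot be seen with 1 library each.

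Some minor members of the conserved families may be sequencing or PCR errors of an abundant member. Of 51 members with 1 substitution against a member with at least 100 times their reads, 45 have read ratios inside the 95% range of 1308 unlisted single-substitution variants of 22 abundant members, and 6 lie above it. The test does not exclude real members of low abundance, since these would lie in the same range.

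The 24-nt mcr-miRNAs of Table 2 may be siRNAs processed at many positions of an inverted repeat. The median share of hairpin reads at the miRNA or miRNA* was 41.9% on their 13 hairpins and 99.9% on those of Table 1, and 11 of the 13 had at least 10% of the reads on the other strand. Precise processing stays open for hairpins such as that of mcr-miR23, at 92.3% of 39 reads.

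The miRNA* that the paper gives for mcr-miR11 is the same sequence as mcr-miR169b. On the hairpin of mcr-miR11 the 2 are thus the miRNA and miRNA* of 1 precursor. From which of the 2 hairpins the reads of mcr-miR169b come cannot be told from their sequence. The 194-nt hairpin of mcr-miR11 holds both mature sequences, that of mcr-miR169b holds 1, and the hairpins share a stretch of 24 nt without a mismatch. mcr-miR11 had 35 control and 25 salt reads and mcr-miR169b 4 and 5.

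The lower t/rRNA share in the salt library could come from more degraded RNA in the control library. The share of 15- to 17-nt reads was 12.2% in control and 12.1% in salt, 1.01 times, against 1.30 times for the t/rRNA share. This lies between the outcomes set for the test, a factor as large as that of t/rRNA and no excess at all, so the explanation stays open, and the test does not reach fragments of 18 nt and more.

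The read ratios were set beside the directions that Figure 4 gives for RT-qPCR, a separate measurement. Of the 9 conserved families to which it gives a direction, 2 had the same direction by reads, 4 the opposite and 3 stayed open. The same ones were miR396 (ratio 1.37) and miR403 (0.940), whose read ratio turns to 1.02 with the TMM factor. The opposite ones were miR156 (ratio 1.52), miR166 (1.16) and miR169 (1.30), lower by RT-qPCR, and miR159 (0.972), higher by RT-qPCR, whose read ratio turns to 1.06 with the TMM factor. With the TMM factor the tally was 3, 3 and 3. Figure 6 gives directions by stem-loop RT-qPCR for 15 single miRNAs of Tables 1 and 2. Of these, 4 had the same direction by exact reads, 4 the opposite and 7 stayed open. The same ones were mcr-miR166b (1.11), higher, and mcr-miR319 (0.849), mcr-miR403 (0.940) and mcr-miR3 (0.789), lower, and under each other scaling only 2 stayed the same. The opposite ones were mcr-miR159b (0.814), higher by RT-qPCR, and mcr-miR156a (1.61), mcr-miR162 (1.17) and mcr-miR396 (1.11), lower by RT-qPCR. For miR162, miR166 and miR396 Figures 4 and 6 give opposite directions. Of the families unchanged in Figure 4, miR160 (5 control and 3 salt reads) and miR164 (7 and 3) have too few reads to compare. For miR319 the ratio was 0.930 (0.897 to 0.964). Figure 6 gives mcr-miR160, mcr-miR164 and mcr-miR319 as lower. Of the 9 mcr-miRNAs of Table 2 with a direction in Figure 4, 1 had the same, 0 the opposite and 8 stayed open. It was mcr-miR3, which is called in the main scaling only. For mcr-miR1, unchanged in Figure 4 and given as higher in Figure 6, the interval of the ratio (0.864, 0.744 to 1.00) decides nothing. No biological explanation was tested.

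Supplementary Data Sheet 2 gives other reads than exact counts for 38 of its 40 miRNAs. Divided by the totals after t/rRNA removal, 69 of its 80 values lie within 5% of the RPM of Tables 1 and 2. For mcr-miR4 it gives 172 and 202 reads, where exact counts are 62 and 75. Among the values further off are both of mcr-miR9, for which it gives 68 and 42 reads, where exact counts are 39 and 29.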
